# DNMT1-mediated regulation of somatostatin-positive interneuron migration impacts cortical architecture and function

**DOI:** 10.1038/s41467-025-62114-0

**Published:** 2025-07-24

**Authors:** Julia Reichard, Philip Wolff, Song Xie, Ke Zuo, Camila L. Fullio, Jian Du, Severin Graff, Jenice Linde, Can Bora Yildiz, Georg Pitschelatow, Gerion Nabbefeld, Lilli Dorp, Johanna Vollmer, Linda Biemans, Shirley Kempf, Minali Singh, K. Naga Mohan, Chao-Chung Kuo, Tanja Vogel, Paolo Carloni, Simon Musall, Geraldine Zimmer-Bensch

**Keywords:** Neuronal development, DNA methylation

## Abstract

The coordinated development of cortical circuits composed of excitatory and inhibitory neurons is critical for proper brain function, and disruptions are linked to a spectrum of neuropsychiatric disorders. While excitatory neurons are generated locally in the cortical proliferative zones, inhibitory cortical interneurons (cINs) originate in the basal telencephalon and migrate tangentially into the cortex. Here, we show that DNA methyltransferase 1 (DNMT1) is essential for the migration and integration of somatostatin (SST)-expressing interneurons in mice. *Dnmt1* deletion causes premature exit of SST^+^ cINs from the superficial migratory stream and alters the expression of key developmental genes. Unexpectedly, *Dnmt1*-deficient SST^+^ interneurons also exert non-cell-autonomous effects on cortical progenitor cells, resulting in subtle yet lasting alterations in cortical layering. These findings propose a role for DNMT1 in governing the migration of SST^+^ interneurons and mediating their instructive signaling to cortical progenitor cells, thereby shaping cortical architecture and influencing long-term network function.

## Abstract (web summary)

The function of DNMT1 (DNA methyltransferase 1) in these subsets of immature, migrating cortical inhibitory interneurons is not fully understood. This study shows that DNMT1 regulates cortical development by orchestrating the migration of postmitotic SST+ interneurons and their signaling to cortical progenitors, with implications for proper cortical architecture and function.

## Introduction

The intricate neuronal circuitry of the mammalian cerebral cortex, composed of excitatory and inhibitory neurons, empowers its enormous cognitive capabilities. The circuit formation involves coordinated developmental steps: proliferation, differentiation, migration, morphological maturation, and synapse formation^1^.

Excitatory cortical projection neurons originate from radial glial cells (RGCs) and intermediate progenitors (IPCs) located in the cortical proliferative zones, through direct and indirect neurogenesis. Symmetric divisions of RGCs initially expand the progenitor pool, later shifting to asymmetric divisions to produce neurons and RGCs, or IPCs^1^. EOMES-expressing IPCs localize to the subventricular zone (SVZ) and generate neurons for all cortical layers after a few self-renewal divisions^2^. Cortical excitatory neurons are produced in a time-dependent manner, with deep-layer neurons born first and later-born neurons forming superficial layers, coming with unique functional features and connectivity^3^. Cortical neuron generation is modulated by both intrinsic and extrinsic factors^1,2^. Intrinsic mechanisms include (epi)genetic factors that dictate the developmental potential of progenitors. Extrinsic factors encompass signaling molecules from neighboring cells, postmitotic neurons in the cortical plate (CP), embryonic cerebrospinal fluid secreted by the choroid plexus, and incoming thalamic afferents^4–7^. These signals influence the timed self-renewal and neurogenic potential of cortical progenitors. Additionally, invading cortical inhibitory interneurons (cINs) have been proposed to influence EOMES^+^ IPCs, thereby impacting the proper formation of cortical layers^8^.

Despite composing only 10–20% of the neuronal population, cINs, including parvalbumin (PV) and somatostatin (SST) interneuron subtypes, are pivotal for precise information processing by inhibiting both excitatory and other inhibitory neurons^9^. Disturbing their development impairs the balance between excitation and inhibition, leading to abnormal cortical activity and cognitive impairments associated with various neurological and neuropsychiatric disorders, including schizophrenia and epilepsy^10,11^. The different types of cINs originate in three subpallial structures: the medial ganglionic eminence (MGE), the caudal ganglionic eminence (CGE), and the preoptic area (POA)^9^. The MGE gives rise to PV^+^ and SST^+^ interneurons, whereas the CGE generates serotonin 3-A receptor (5HTR3a) subtypes^11^. The POA produces mostly neurogliaform cells and neuropeptide Y (NPY) expressing multipolar interneurons^11^. Postmitotic cINs migrate tangentially through the basal telencephalon into the cortex^11^. They invade the developing cortex along the marginal zone (MZ) and SVZ/intermediate zone (IZ), where they spread tangentially before switching to radial migration to enter the CP. This migration is guided by a diverse array of intrinsic and extrinsic cues^11–15^. For example, the transcription factors ARX and LHX6, expressed in MGE-derived cINs, directly and indirectly regulate the expression of cytokine receptors that mediate the attraction to CXCL12, which is expressed in the MZ migratory route of the developing cortex^16,17^. After tangentially spreading over the cortical areas, cINs invade the CP. The CP expresses NRG2, which exerts attractive effects on ERBB4-expressing interneurons^18^.

Epigenetic mechanisms, including histone modifications and DNA methylation, modulate intrinsic transcriptional programs^10,19^. It was previously reported that the DNA methyltransferase 1 (DNMT1) regulates gene expression in postmitotic POA-derived cINs, promoting their proper migration and survival through non-canonical interactions with histone modifications^20^. Postmitotic MGE-derived cINs, which give rise to SST^+^ and PV^+^ interneuron subtypes, also express DNMT1^20^. However, DNMT1 function in these subsets of immature, migrating cINs is still unknown.

SST-expressing cells constitute about 30% of all cINs and play vital roles in inhibitory control, network synchronization, circuit plasticity, and cognitive functions^21^. SST^+^ cINs encompass two main subtypes: Martinotti cells, which migrate along the MZ during development and form axon collaterals in layer I, and non-Martinotti cells, which disperse via the SVZ/IZ and have different layer distributions as well as targeting properties.

The distinct migratory paths of SST^+^ interneurons are regulated by ARX and LHX6, as well as MAFB^16,22,23^. Specifically, MAFB marks Martinotti cells and, along with ARX and LHX6, directs their migration along the MZ^16,22,23^. This migration is closely associated with the subsequent formation of axonal arbors in layer I^23^.

Recognizing the functional relevance of SST^+^ cINs in cortical circuitry and the necessity of their precise development for cortical function, we investigated the role of DNMT1 in this process. Addressing this gap in knowledge advances the understanding of cell-type-specific epigenetic regulation in cortical network formation.

Our findings show that reduced *Dnmt1* expression in SST^+^ cINs disrupts the transcriptional and DNA methylation profiles of key genes for cIN development, such as *Arx*, altering the migration of these cells along the MZ. This misregulation impacts excitatory cortical progenitor dynamics, affecting neurogenesis and cortical layering, ultimately leading to functional and behavioral abnormalities in adulthood.

## Results

### Molecular dynamics simulations propose DNMT1´s catalytic domain binding to unmethylated DNA

DNMT1 is described as a maintenance methyltransferase, preserving DNA methylation during replication. This view is largely based on a cryo-EM structure, showing a binding of DNMT1’s catalytic domain to the hemimethylated oligo 5′-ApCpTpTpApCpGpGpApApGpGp-3’ (HDNA)^24^, and the X-ray structure of the unmethylated oligo 5’- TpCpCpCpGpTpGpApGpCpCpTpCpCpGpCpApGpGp-3’ (UMDNA), which reveals weaker binding^25^. The latter observation is in apparent contrast to the reported dissociation constant (*K*_d_) of the DNMT1/UMDNA complex in aqueous solution in the nM range^26^, comparable to that of DNMT1/HDNA and other high-affinity DNA/protein complexes (Supplementary Table S1). Together with recent findings reporting DNMT1 expression and functions in postmitotic and even adult neurons, such as POA and MGE-derived cortical GABAergic interneurons^20,27–29^, this proposes DNMT1 to have enzymatic functions in neurons other than the methylation of HDNA.

Visual inspection of the X-ray structure^25^ suggests that the weak interactions between the UMDNA and the catalytic domain of DNMT1 are caused by additional intermolecular contacts of UMDNA with two surrounding DNMT1 molecules in the crystal lattice (Fig. 1a, Supplementary Fig. S1a–f). Consistently, in three independent 500-ns-long molecular dynamics (MD) simulations in solution, in conditions similar to those used for the K_d_ measurements^26^ (details are provided in Supplementary Tables S1–5 and the Supplementary methods), the two moieties undergo a significant rearrangement at the end of the dynamics. Almost all of the interactions of the UMDNA’s 5’ region are formed with the catalytic domain, which performs the enzymatic reaction (Fig. 1b–g, Supplementary Fig. S1g, h). A CpG moiety interacts with Arg1234 and Asn1236 (Fig. 1c), as seen also in the cryo-EM structure of the HDNA/DNMT1 complex^24^ (PDB ID: 7XI9, Supplementary Table S2). The number of contacts between the protein and UMDNA in solution, which lacks the additional DNMT1 molecules that are present in the crystal (Fig. 1a, b), increased by about 60% compared to the crystal structure (Fig. 1d–g, Supplementary Fig. S1g, h). Bioinformatic analysis showed that the solution MD structure aligns with other DNA/protein complexes with affinities in the nM range: the number of contacts for A^2^ of contact surfaces is 0.17, which is comparable to other complexes ranging from 0.17 to 0.21 (Supplementary Table S1). Thus, DNMT1 binds more strongly to UMDNA in solution than in the crystal phase, likely due to the absence of crystal packing forces, consistent with K_d_ measurements in solution^26^.

**Fig. 1:**
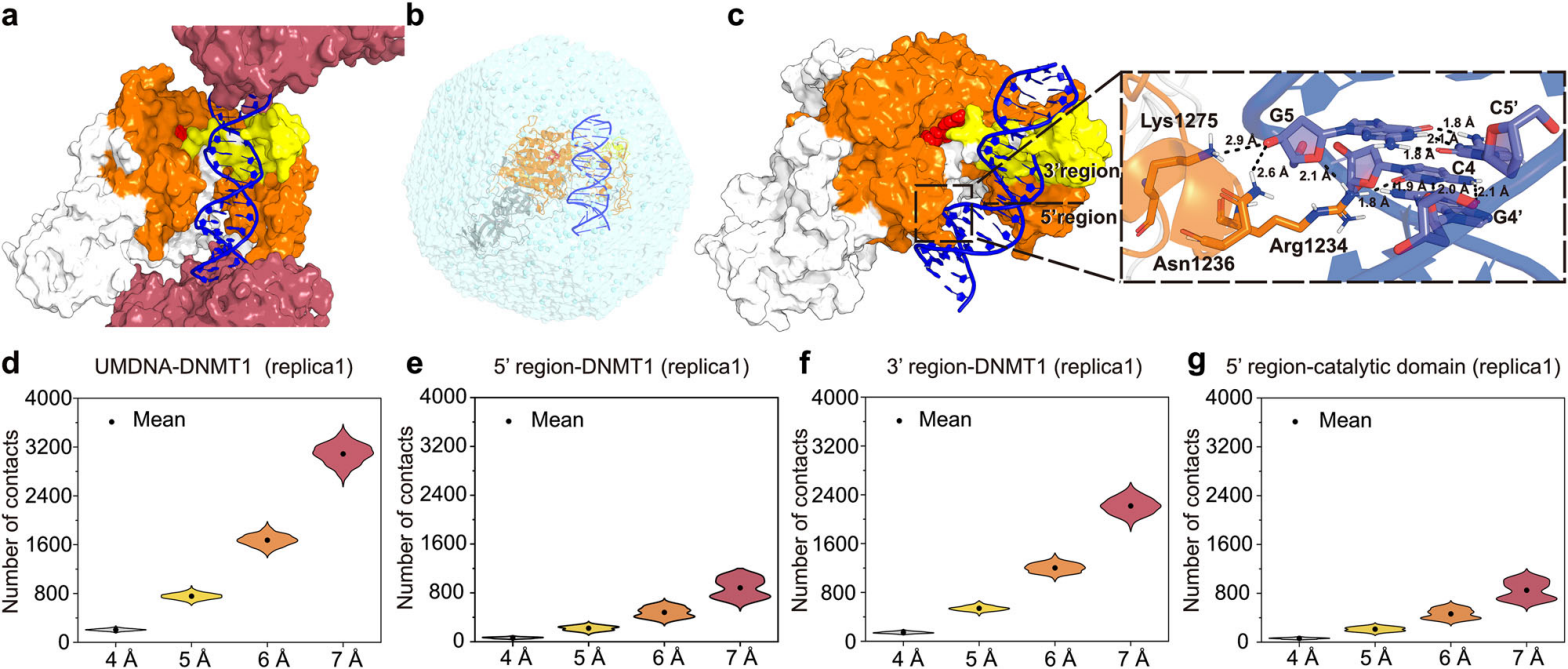
Molecular dynamic simulations of DNMT1 binding to unmethylated DNA (UMDNA). **a** DNMT1/UMDNA/SAH complex unit in the X-ray structure (PDB ID: 3PTA). Inter-unit DNMT1 protein regions (rose-pink) are mostly positively charged and interact with the UMDNA (blue). Intra-unit DNMT1 regions include the autoinhibitory linker BAH1/BAH2 (white surface), catalytic domain (orange), SAH (red spheres), and CXXC domain (yellow). More information is presented in Supplementary Fig. S1b. **b**–**g** Simulations of DNMT1/UMDNA interactions in aqueous solution. **b** Illustration of the DNMT1/UMDNA complex in solution. **c** Structure of the complex at the endpoint of one of three MD simulations (same coloring scheme as in (**a**)), with residues at the CpG site interacting with the catalytic domain highlighted by sticks. Only hydrogen atoms bound to polar groups are shown (as black dashed lines). **d**–**g** Number of contacts between DNMT1 and UMDNA (**d**), the 5’ (**e**), and 3’ regions (**f**), as well as between the catalytic domain of DNMT1 and the 5’ region (**g**) during the last-100-ns simulation (being consistent across replicas (Supplementary Fig. S1g, h). Raw data are available via the hyperlinks listed in the Data Availability Statement.

Our analysis supports DNMT1’s broader functional role beyond maintenance methylation, including potential DNA methylation-dependent regulation in postmitotic, non-replicating neurons, provided that the MD simulations reproduce the in vivo conditions.

### DNMT1 regulates key genes governing cIN development in embryonic SST⁺ cells

To examine the role of DNMT1 in SST^+^ cIN development, we generated a conditional knockout (KO) mouse model, in which *Dnmt1* deletion is induced by *Cre* expression in postmitotic SST^+^ cells (*Sst-Cre/tdTomato/Dnmt1 loxP* ^*2*^. *Sst-Cre/tdTomato* mice served as controls (Supplementary Fig. S2a). The *Sst-Cre* deleter strain is a well-established model, with *Cre*-dependent *tdTomato* expression being evident as cells leave the MGE^30,31^. Validation of the mouse models is shown in Supplementary Fig. S2b–n.

We focused on embryonic day (E) 14.5, a critical stage characterized by extensive SST^+^ cIN migration through the basal telencephalon and the onset of tangential migration within the cerebral cortex^11^. To identify putative DNMT1 target genes, we conducted RNA sequencing and methyl-sequencing of FACS-enriched E14.5 *Sst-Cre/tdTomato/Dnmt1 loxP*^2^ (*Dnmt1* KO) and *Sst-Cre/tdTomato* (control) cells from the basal telencephalon. We revealed 1,160 differentially expressed genes (DEGs) and 5271 differentially methylated regions (DMRs) overlapping annotated genomic regions (Fig. 2a–c, Supplementary Data 1, 2). Correlating DMRs with the DEGs, we identified 488 genes exhibiting both transcriptional alterations and DNA methylation changes in *Dnmt1* KO cells (Fig. 2c, Supplementary Data 1–3). Consistent with previous findings^20,28^, we observed up- or downregulated genes, as well as DMRs showing gain and loss in DNA methylation upon *Dnmt1* deletion. This aligns with findings from others, demonstrating that reduced *Dnmt1* and *Dnmt3a* expression leads to both gene activation and repression^32,33^. Downregulated genes are often interpreted as indirect effects, for instance, resulting from *Dnmt1* deletion-induced upregulation of a transcriptional repressor or adaptive transcriptional responses to physiological changes^28,33,34^. Given the partially redundant functions of DNMT1 and DNMT3A^35^, compensatory DNMT3A activity may contribute to the increased DNA methylation levels observed after *Dnmt1* deletion (Supplementary Data 2).

**Fig. 2:**
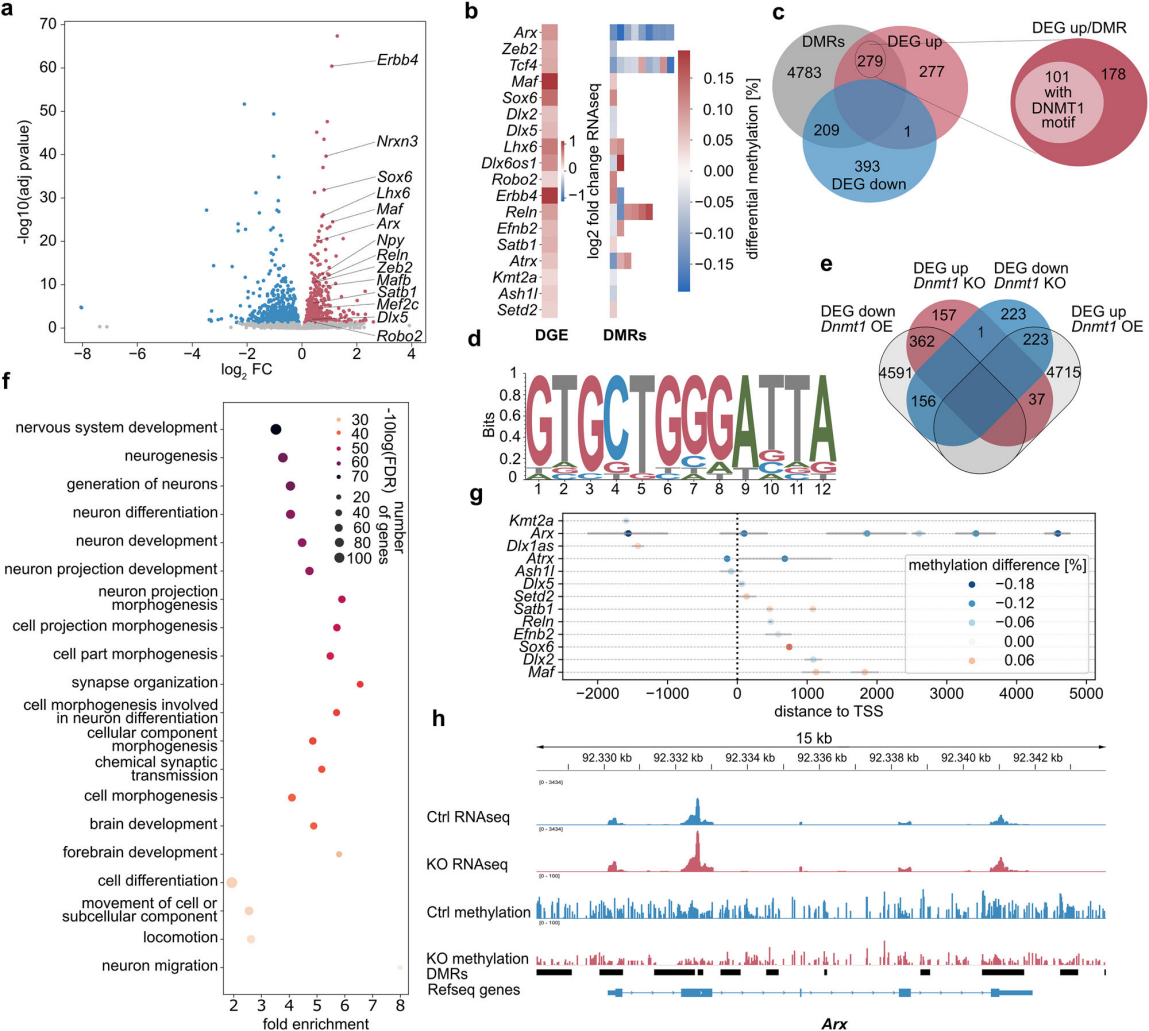
DNMT1 regulates the expression of hub genes of cIN development in migrating E14.5 SST^+^ interneurons. Differential gene expression and methylation analysis of FAC-sorted *Sst-Cre/tdTomato* control (Ctrl) and *Sst-Cre/tdTomato/Dnmt1 loxP*^*2*^ (knockout; KO) cells isolated from the E14.5 basal telencephalon based on total RNA and enzymatic methyl-sequencing. For RNA- and methyl-sequencing, we separately processed two samples per genotype, each consisting of cells pooled from multiple embryos (RNA sequencing: Ctrl *N* = 23 embryos; KO *N* = 14 embryos; methyl-sequencing: Ctrl *N* = 15 embryos; KO *N* = 11 embryos). **a** Volcano plot depicting the differentially expressed genes (DEGs) between control and KO samples. Genes annotated as significantly changed (adjusted *p* value < 0.05) are colored blue and red, with red depicting increased expression in KO. Two-sided Wald test with Benjamini–Hochberg adjustment (DESeq2). **b** Heatmap of selected genes (coding for transcription factors and guidance cues governing cIN development, as well as epigenetic modifiers), color-coding differential gene expression (DGE) and differential methylated regions (DMRs). **c** Venn diagram illustrating the overlap between up- or downregulated genes and genes associated with or containing a differentially methylated region (DMR). The intersection of upregulated and differentially methylated genes after knockout was tested for enrichment of the DNMT1 binding motif identified by DNMT1-ChIP-sequencing, shown in **d**. **d** DNA motif enriched in DNMT1-interacting chromatin, detected by ChIP-sequencing (*N* = 2 biological replicates). **e** DEGs identified in *Dnmt1* KO samples were compared to DEGs determined in embryonic stem cell-derived murine neurons overexpressing DNMT1. **f** Selection of brain development-related gene ontology (GO) terms enriched in genes that were both upregulated and differentially methylated in E14.5 *Sst-Cre/tdTomato/Dnmt1* KO cells (*ShinyGO* 0.82). **g** Position of differentially methylated regions relative to the transcription start sites of genes related to cIN development. Horizontal bars indicate the region’s size, and the color code represents the mean methylation change for the respective region. **h** RNA sequencing tracks combined with the methylation profile of the *Arx* gene locus obtained from Ctrl and KO samples. Further information: Supplementary Tables 1–8. Raw data are available via the hyperlinks listed in the Data Availability Statement.

To identify potential targets of DNMT1-dependent repressive DNA methylation, we focused on the 279 of the 488 genes, which were upregulated in *Dnmt1* KO samples and displayed DMRs (Fig. 2c). Notably, 101 of these 279 genes contained DNMT1 binding motifs that we identified through additional ChIP-sequencing experiments (Fig. 2c, d, Supplementary Data 4).

Gene ontology (GO) enrichment analysis of upregulated genes with altered DNA methylation in *Dnmt1* KO cells revealed an overrepresentation of genes associated with nervous system development, neuron differentiation, cell-cell signaling, locomotion, neurogenesis, and cell differentiation (Fig. 2f, Supplementary Fig. S3a; Supplementary Data 5). A similar enrichment was observed for the entire set of significantly upregulated genes in *Dnmt1* KO cells, regardless of concurrent DNA methylation changes (Supplementary Fig. S3d, Supplementary Data 6). Notably, many genes upregulated in E14.5 *Dnmt1* KO samples were downregulated in embryonic stem cell (ESC)-derived *Dnmt1*^*tet/tet*^ neurons overexpressing DNMT1^36^, highlighting DNMT1’s repressive role in neurodevelopmental gene regulation (Fig. 2e, Supplementary Data 7, 8). Moreover, DNMT1-regulated genes in SST^+^ cINs exhibited significantly longer coding sequences, transcript lengths, genome spans, and extended 3′ and 5′ UTRs compared to the entire set of genes detected in SST⁺ cINs (Chi-squared test; Supplementary Fig. S3b, c, e, f, and S4b, c). This aligns with the observation that *Mecp2* deletion, a reader of DNA methylation^37^, similarly leads to the upregulation of long genes expressed during neurodevelopment^38^.

Among DEGs with increased expression and DMRs in *Dnmt1* KO cINs, we identified genes coding for key cortical interneuron differentiation and maturation regulators, including *Arx*, *Zeb2*, *Dlx2, Dlx5*, *Sox6*, *Maf*, *Tcf4, Satb1*, and *Lhx6*^11,39–41^ (Fig. 2a, b). In addition to these well-characterized transcription factors governing cIN fate and migration, we identified genes impacting locomotion and cell-cell signaling (Fig. 2a, b, f). These included *Erbb4*, *Reln*, *Robo2*, and members of the Eph/ephrin family, such as *Efnb2*, all of which encode proteins critical for directional guidance and neuronal positioning^18,42,43^. Moreover, brain development and disease-relevant epigenetic regulators and chromatin modifiers like *Atrx, Setd2, Kmt2a, Ash1l*^44,45^, as well as the lncRNAs *Dlx6os1*^46^ and *Kcnq1ot1*^47^ were increased in expression and changed in DNA methylation in *Dnmt1* KO cINs (Fig. 2a, b).

Among the upregulated genes, *Arx*, *Zeb2*, *Dlx2*, *Dlx5*, *Ash1l*, and *Kmt2a* exhibited DMRs characterized by reduced DNA methylation levels (Fig. 2b). In contrast, *Erbb4*, *Tcf4*, *Dlx6os1, Kcnq1ot1, Reln, Efnb2*, and *Atrx* display sites with both a loss and gain in DNA methylation (Fig. 2b, Supplementary Data 3). *Dnmt1* deletion in E14.5 SST^+^ cINs resulted in DMRs near transcriptional start sites (TSS) and within intragenic regions, in addition to intergenic loci (Supplementary Data 2). Intragenic DNA methylation has diverse regulatory functions and is particularly implicated in neuronal differentiation and migration^48,49^. Consistently, many dysregulated genes in E14.5 *Dnmt1* KO samples with changes in DMRs across the gene body encode proteins essential for cIN development and migration, such as ARX^16^, ZEB2^50,51^, TCF4^40^ and ERBB4^18^. Given that promoter DNA methylation typically correlates with transcriptional repression^52^, we further examined methylation changes at the TSS of the aforementioned genes dysregulated in *Dnmt1* KO SST^+^ cINs (Fig. 2g; Supplementary Data 7). Among the genes known to govern cIN development, *Arx*, *Dlx2, Dlx5*, and *Reln* displayed reduced DNA methylation at or near TSSs (Fig. 2g, h), aligning with their elevated expression in E14.5 *Dnmt1* KO cells (Fig. 2a, b). Indeed, *Arx* exhibited the most pronounced reduction in DNA methylation, with a high number of hypomethylated regions detected close to the TSS and across the gene body (Fig. 2b, h**;** Supplementary Data 2). Moreover, *Kmt2a, Atrx*, and *Ash1l* showed reduced methylation levels close to the TSSs (Fig. 2b, g; Supplementary Data 2), suggesting that DNMT1 may normally act to repress these epigenetic regulators. In support of this, *Atrx* and *Ash1l*, but also *Setd2* and *Kcnq1ot1*, as well as the transcription factors *Sox6* and *Dlx2*, exhibit the DNMT1 binding motif (Fig. 2d**;** Supplementary Data 4). Their derepression in the *Dnmt1* KO cells could contribute to broader chromatin remodeling and transcriptional dysregulation.

In sum, our findings suggest that DNMT1 establishes proper gene regulatory networks essential for the correct migration and differentiation of cortical SST^+^ interneurons.

### *Dnmt1* deletion in postmitotic SST^+^ interneurons causes a premature exit from the superficial migratory stream in the embryonic cortex

To investigate the potential impact of DNMT1 on SST^+^ cIN migration, we next analyzed brain sections of *Sst-Cre/tdTomato/Dnmt1 loxP* ^*2*^ (*Dnmt1* KO) and *Sst-Cre/tdTomato* (control) embryos. We initially focused on E14.5, when the first SST^+^ interneurons have reached the cerebral cortex (Fig. 3a–c). Cortical dimensions were analyzed to confirm that both genotypes were at the same developmental stage (Supplementary Fig. S5a, b). In situ examination of *tdTomato*-expressing cells in E14.5 coronal brain sections revealed overall comparable numbers of SST^+^ cINs in the cortex and the basal telencephalon in both genotypes (Fig. 3d, e), indicating that the migration to the cortex was not impaired. However, within the cortex, we observed a reduced proportion of tdTomato cells migrating along the MZ and a significant increase of cells within the CP in *Dnmt1* KO brain sections (Fig. 3f–i). Live-cell imaging of organotypic brain slices at E14.5 for 20 h confirmed an elevated fraction of *Dnmt1* KO cells that deviated from the superficial migratory stream and entered the CP (Fig. 3j–q, Supplementary Movies 1 and 2). Notably, *Dnmt1* KO cells displayed a significantly increased frequency of directional changes compared to control *Sst-Cre/tdTomato* cells (Fig. 3m), suggesting a disruption in their ability to remain confined along the superficial migratory stream within the MZ. Moreover, their migratory pace was enhanced, which was particularly evident for radially migrating cells and cells migrating through the CP (Fig. 3n, o**;** Supplementary Fig. S6a). This aligns with an increased path length seen for the migrating *Dnmt1* KO cells in living brain slices (Supplementary Fig. S6b). Of note, in contrast to *Dnmt1*-deficient POA-derived *Hmx3*-expressing interneurons^20^, we did not observe morphological abnormalities for migrating *Sst-Cre/tdTomato/Dnmt1 loxP* ^*2*^ cells (Supplementary Fig. S6c). Consistently, in vitro experiments aiming to assess the morphology of *Dnmt1* siRNA-treated MGE cells (E14.5 + 1DIV) did not reveal detectable morphological differences compared to control conditions (Supplementary Fig. S6d–g).

**Fig. 3:**
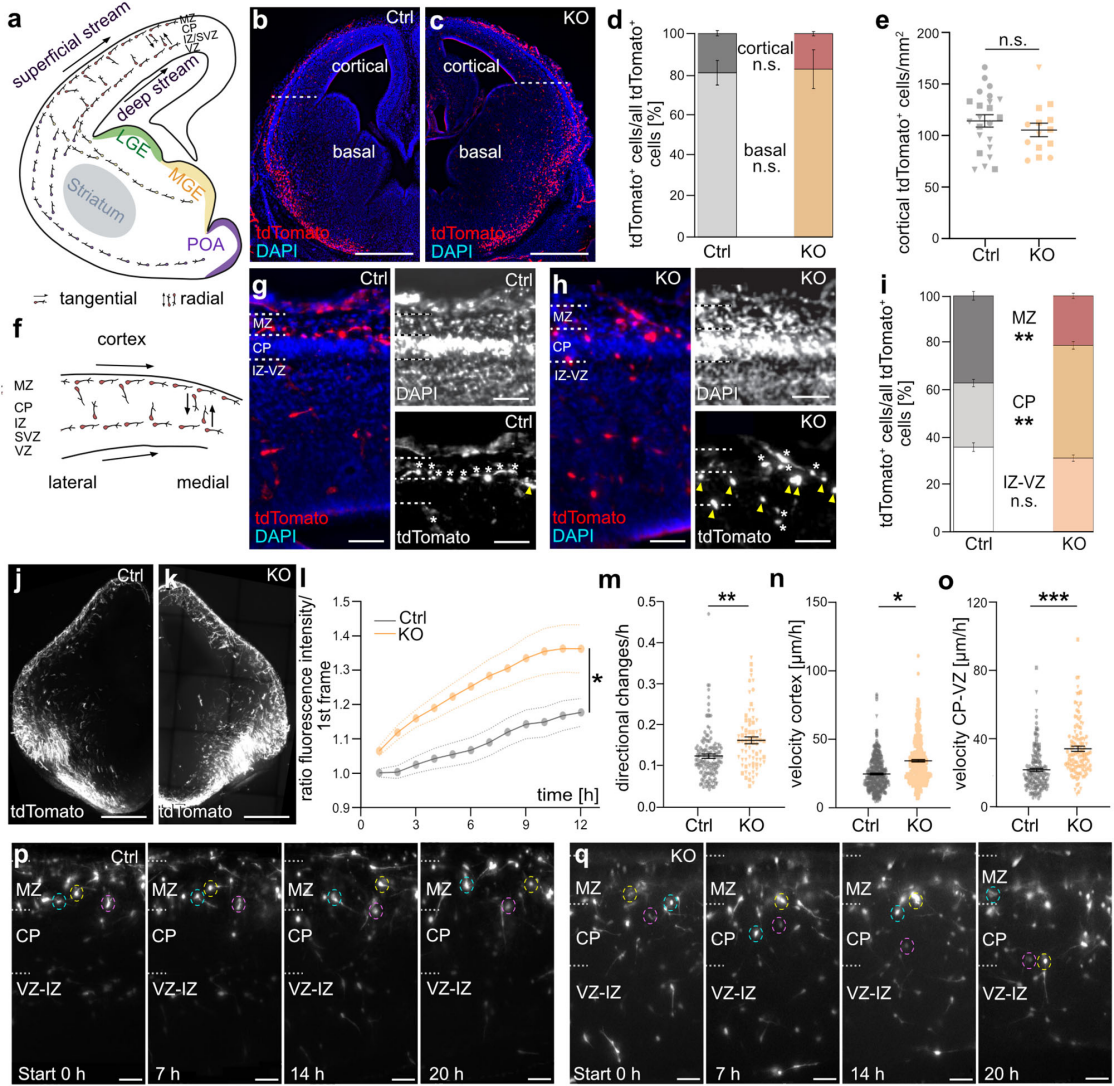
DNMT1 regulates the migration of SST^+^ interneurons in the developing cortex. **a** Scheme of cIN migration routes (E14.5, coronal section, hemisphere). **b**, **c** *Sst-Cre/tdTomato* (Ctrl; **b**) and *Sst-Cre/tdTomato/Dnmt1 loxP*^2^ (KO; **c**) brain sections (50 µm). Scale bars: 500 µm. **d** TdTomato^+^ cell distribution in basal telencephalon vs. cortex (E14.5; Ctrl: *n* = 12 sections, KO: *n* = 8 sections, *N* = 3 embryos/genotype). **e** TdTomato^+^ cell count within the cortex normalized to the area (50 µm, Ctrl: *n* = 14 sections, KO: *n* = 8 sections, *N* = 3 embryos per genotype). **f** Migration trajectories within the E14.5 cortex. **g**, **h** Ctrl and KO cortices (E14.5); white asterisks: cells in MZ or IZ/SVZ; yellow arrows: cells in CP; scale bars: 100 µm. **i** Proportional distribution of tdTomato^+^ cells within the cortical zones normalized to the overall tdTomato^+^ cell count (E14.5, Ctrl: *n* = 14 sections, KO: *n* = 8 sections, *N* = 3 embryos per genotype). **j**, **k** Temporal z-projections of tdTomato^+^ cell migration over 20 h (350 µm, Ctrl vs. KO). Scale bars: 500 µm. **l**–**o** Quantifications: **l** tdTomato^+^ fluorescence in CP (first 12 h; Ctrl: *n* = 4, KO: *n* = 6 slices, *N* = 3 embryos/genotype); **m** average directional changes (Ctrl: 134 cells/5 slices, *N* = 4 embryos; KO: 74 cells/3 slices, *N* = 3 embryos); **n** velocity of all migrating cells (Ctrl: 377 cells/6 slices, *N* = 5 embryos; KO: 323 cells/5 slices, *N* = 3 embryos); **o** velocity in CP–VZ (Ctrl: 193 cells/6 slices, *N* = 5 embryos; KO: 114 cells/3 slices, *N* = 3 embryos). **p**, **q** Migration of tdTomato^+^ cells (circled, 350 µm slices, Ctx; scale: 50 µm). *p < 0.05, **p < 0.01, ***p < 0.001; n.s.*:* not significant (further information: Supplementary Data 10). Ctrl control, CP cortical plate, VZ ventricular zone, SVZ subventricular zone, MZ marginal zone, IZ intermediate zone, Ctx cortex. Data points sharing the same symbol in (**e**) and (**m**–**o**) represent one embryo. Nested two-way ANOVA in (**d**), (**e**), (**i**), (**l**–**o**). Error bars: ±SEM.

Given the impaired migration within the cerebral cortex, we profiled the transcriptional changes underlying the premature exit of SST^+^ interneurons from the marginal zone and their increased invasion of the CP in E14.5 *Dnmt1* KO embryos. To this end, we conducted RNA sequencing on FACS-enriched *Sst-Cre/tdTomato* cells isolated from the E14.5 cortex of both genotypes (Fig. 4a–c, Supplementary Data 9). Notably, we obtained a prominent overlap with the upregulated genes identified in *Dnmt1* KO cells from the basal telencephalon, with master regulators of GABAergic interneuron differentiation and migration such as *Dlx1*, *Dlx2*, *Dlx5*, *Arx*, *Lhx6*, *Maf*, *Mafb*, *Mef2c*, *Satb1*, and *Zeb2* being altered in expression in both datasets (Fig. 4a–c). Of note, *Mef2c*, known to be regulated by *Maf* and *Mafb*, is a key factor in specifying PV^+^ cINs^53^. Similarly, *Dlx5* is implicated in PV^+^ cIN development^54^.

**Fig. 4:**
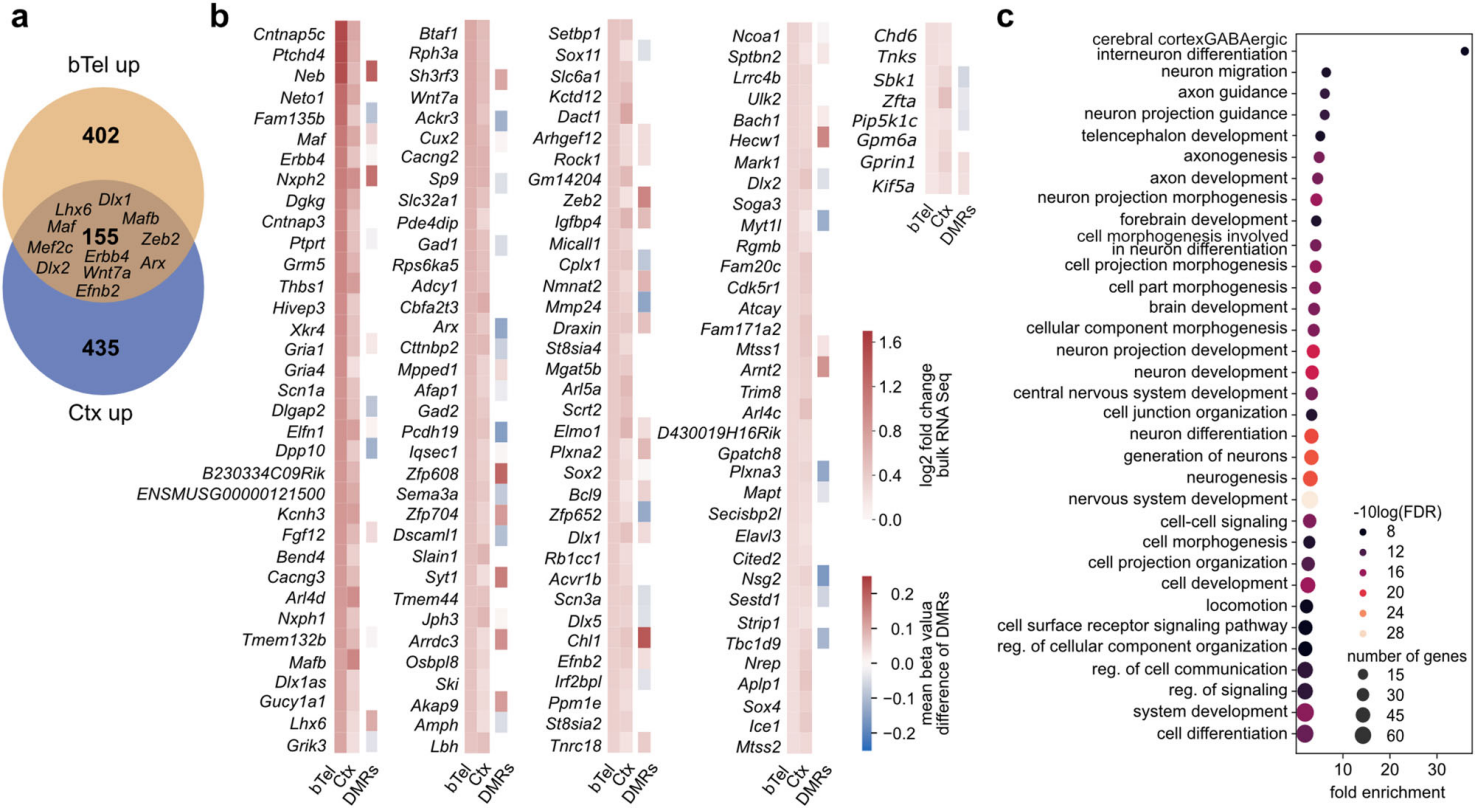
Differential gene expression (DGE) analysis in SST^+^ cINs from the E14.5 cortex. Differential gene expression (DGE) analysis of FAC-sorted *Sst-Cre/tdTomato* (Ctrl) and *Sst-Cre/tdTomato/Dnmt1 loxP*^*2*^ (KO) cells isolated from the E14.5 cortex, compared to the DGE between Ctrl and KO samples from the basal telencephalon. For cortical analyses, three samples per genotype were separately processed, consisting of cells pooled from multiple embryos (Ctrl *N* = 7 embryos; KO *N* = 8 embryos). **a** Venn diagram illustrating the overlap between upregulated genes in KO cells from the basal telencephalon and the cortex (E14.5). **b** Heatmap illustrating the log2-fold change for the genes upregulated in KO cells from the basal telencephalon and the cortex. Moreover, changes in DNA methylation (from the basal telencephalon dataset) are depicted. **c** Gene ontology (GO) terms enriched in genes that were upregulated in E14.5 KO cells from both the basal telencephalon and the cortex. Further information: Supplementary Data 9. Raw data are available via the hyperlinks listed in the Data Availability Statement.

Also, genes related to cell-cell signaling appeared significantly overrepresented among the commonly upregulated genes in *Dnmt1* KO cells from both compartments (Fig. 4c, Supplementary Data 9). This included *Erbb4* (Fig. 4a, b, Supplementary Fig. S6h, i), known to facilitate cIN invasion into the CP upon activation by its ligand Neuregulin 3 (NRG3)^18^. Its increased expression could thus mediate the premature exit of *Dnmt1* KO cells from the superficial migratory stream.

Additionally, *Efnb2* expression was persistently elevated in *Dnmt1* KO cells upon entering the cortex. Since EPHB1 is strongly expressed in the cortical MZ^12^ and acts as a repulsive cue for migrating neurons from the basal telencephalon via reverse signaling^55^, the increased *Efnb2* levels could further promote the premature exit from the MZ.

Together, these findings emphasize that DNMT1 is critical for regulating the proper development and migration of SST^+^ cINs within the cortex at E14.5, acting through control of key genes involved in cIN migration and differentiation.

Although *Dnmt1*-deficient SST^+^ interneurons prematurely invaded the CP by E14.5 within 20 h (Fig. 3j–l), we did not observe significant differences at later developmental stages (E16.5 and E18.5). This was neither the case for the proportion of cells that reached the cortex nor for the absolute number, density, or distribution of *Dnmt1* KO cells within the cortical regions quantified (Supplementary Fig. S7). The cortical dimensions were likewise similar between knockout and control embryos at E16.5 and E18.5 (Supplementary Fig. S5c–f), confirming that the embryos analyzed were of comparable developmental stages. This suggests that the impact of *Dnmt1* deletion on the directional migration of SST^+^ cINs within the MZ may be transient.

### DNMT1-dependent regulation of SST^+^ interneuron migration affects cortical progenitors non-cell-autonomously

The development of cINs and cortical excitatory neurons is intricately linked^8,56^, and supernumerary cINs in the IZ elicit altered IPC numbers impacting the generation of upper-layer excitatory neurons^47^. Observing an impaired migration pattern of SST^+^ cINs prematurely invading the CP and proliferative zones prompted us to investigate its influence on excitatory cortical progenitors and neurogenesis. Moreover, we found changed expression of genes involved in cell-cell signaling, known to modulate cortical neurogenesis, such as *Efnb2*^57^, in *Dnmt1* KO cells. EFNB2 binds to EPHA4^58^, which is expressed in RGCs^4^. Activation of EPHA4 receptors by EFNA5, imported by invading thalamic afferents, has been shown to regulate RGC division, impacting IPC generation and cortical layer formation^4^.

To investigate whether the altered migration pattern and/or expression of signaling molecules in *Dnmt1* KO embryos affects the generation of cortical excitatory neurons, we performed immunostaining for TBR1, labeling early-born neurons of the preplate and layer VI^59,60^. We found a significant increase in TBR1^+^ cell numbers within the CP in E14.5 *Dnmt1* KO brains (Fig. 5a–c), which became even more evident at E16.5 (Fig. 5f–h). At E18.5, the radial extension of both layer VI (TBR1^+^ cells) and the remaining CP was significantly expanded in the conditional *Dnmt1* KO embryos compared to age-matched controls (Fig. 5k–m, p, q). We next investigated potential changes in EOMES^+^ IPCs in *Dnmt1* KO embryos, which represent an intermediate progenitor stage from RGCs to neurons, proposed to give rise to most cortical projection neurons of all cortical layers^61,62^, and had already been reported to be impacted by cINs^8^. While no gross changes in the SOX2^+^ RGC pool were apparent (Supplementary Fig. S5g–i), we observed an increase in EOMES^+^ IPCs at E14.5 (Fig. 5d, e) and E16.5 (Fig. 5i, j) in *Dnmt1*-deficient embryos, suggesting an enhanced IPC generation from RGCs. This coincides with the timing of the premature exit of *Dnmt1*-deficient SST^+^ interneurons from the MZ at E14.5 and the elevated numbers of TBR1^+^ neurons. As no differences in the pool of IPCs were detected at E18.5 (Fig. 5n, o), the deletion of *Dnmt1* therefore seems to elicit a temporally restricted non-cell autonomous effect on cortical IPCs and the production of deep-layer neurons.

**Fig. 5:**
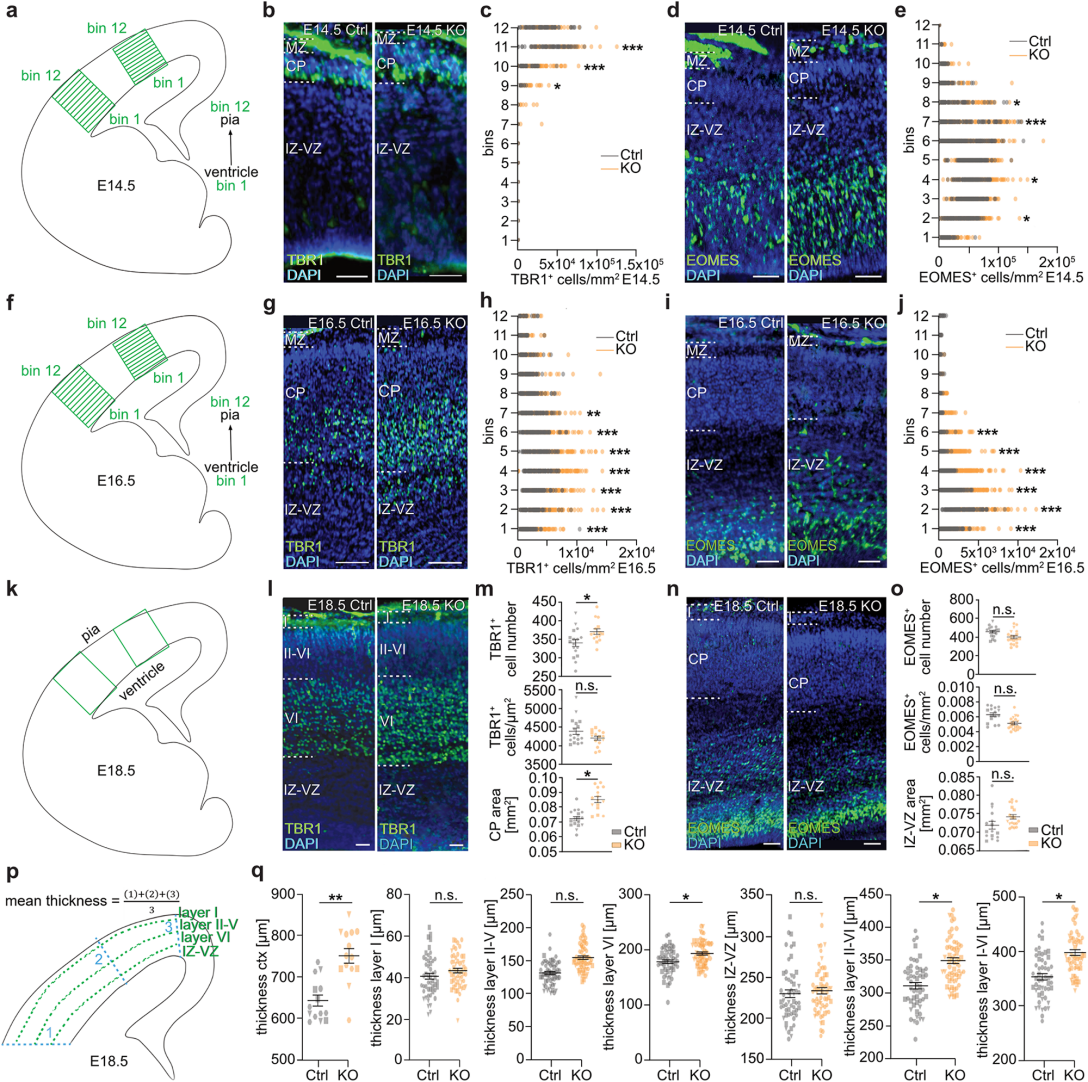
Conditional deletion of *Dnmt1* in SST^+^ interneurons affects IPCs and the generation of TBR1^+^ cells. **a**, **f** Schemes of lateral and dorsal bin positions in the cortex of coronal brain sections (E14.5 and E16.5), used for quantifications. **b**–**e** Immunostaining and quantification of TBR1^+^ neurons (**b**, **c**) and EOMES^+^ IPCs (**d**, **e**) in E14.5 50 µm coronal sections of *Sst-Cre/tdTomato* control (Ctrl) and *Sst-Cre/tdTomato/Dnmt1 loxP*^2^ (KO) embryos (DAPI: blue). Two-way ANOVA with Bonferroni correction (*n* = 13 control, *n* = 9 KO sections; *N* = 3 embryos/genotype). **g**–**j** Immunostaining and quantification of TBR1^+^ neurons (**g**, **h**) and EOMES^+^ IPCs (**i**, **j**) (E16.5; 50 µm coronal sections). Two-way ANOVA with subsequent Bonferroni correction*, n* = 8 sections for control and KO from *N* = 3 embryos for both genotypes. **k** Schematic illustration depicting the lateral and dorsal cortical localizations in coronal sections (E18.5) for density and distribution quantification of EOMES^+^ and TBR1^+^ cells in an embryonic brain hemisphere. **l** TBR1 and **n** EOMES immunostaining; (DAPI: blue). **m**, **o** Quantitative analyses of the total numbers and densities of TBR1^+^ postmitotic neurons (**m**) and EOMES^+^ IPCs (**o**). The area of the CP and of the IZ-VZ region was analyzed in (**m**) and (**o**), respectively (nested two-way ANOVA with *n* = 11 sections for both genotypes from *N* = 4 embryos). **p** Scheme of the cortex (coronal view, E18.5), and parameters quantified in (**q**). **q** Quantification of the mean thickness of the E18.5 cortex, its layers, and transient zones (VZ-IZ). Three regions (lateral (1), dorsolateral (2), and dorsal (3)) were averaged to obtain the mean thickness, respectively, for each layer (nested two-way ANOVA with *n* = 12 control and *n* = 9 KO sections*, N* = 4 brains for both genotypes). Error bars: SEM *p < 0.05, **p < 0.01, ***p < 0.001 (detailed information: Supplementary Data 10). MZ marginal zone, CP cortical plate, IZ–VZ intermediate zone-ventricular zone, Ctrl control, n.s. not significant. Data points in (**m**, **o**, **q**) sharing same symbol represent one embryo. Scale bars: 50 µm in (**b**, **d**, **g**, **i**, **l**, **n**).

### DNMT1 function in SST^+^ interneurons modulates cortical progenitor and neurogenesis

The non-cell-autonomous effects of *Dnmt1* deletion in SST^+^ cINs on cortical progenitors and the increased generation of deep-layer neurons suggest that SST^+^ interneurons provide signalling cues influencing progenitor dynamics, similar to thalamic afferents importing EFNA5^4^. Notably, altered expression of signaling molecules known to modulate cortical neurogenesis and progenitor division, including *Wnt7a* and *Efnb2* (Fig. 4a–c, Supplementary Data 1 and 9) was detected in *Dnmt1* KO cells.

To further investigate potential cIN-progenitor interactions, we employed *CellChat* analysis of scRNA-sequencing data from E14.5 dorsal telencephalons, predicting ligand–receptor interactions between SST^+^ cINs and cortical progenitor types: RGCs and IPCs (Fig. 6a, b, Supplementary Fig. S8a–c).

**Fig. 6:**
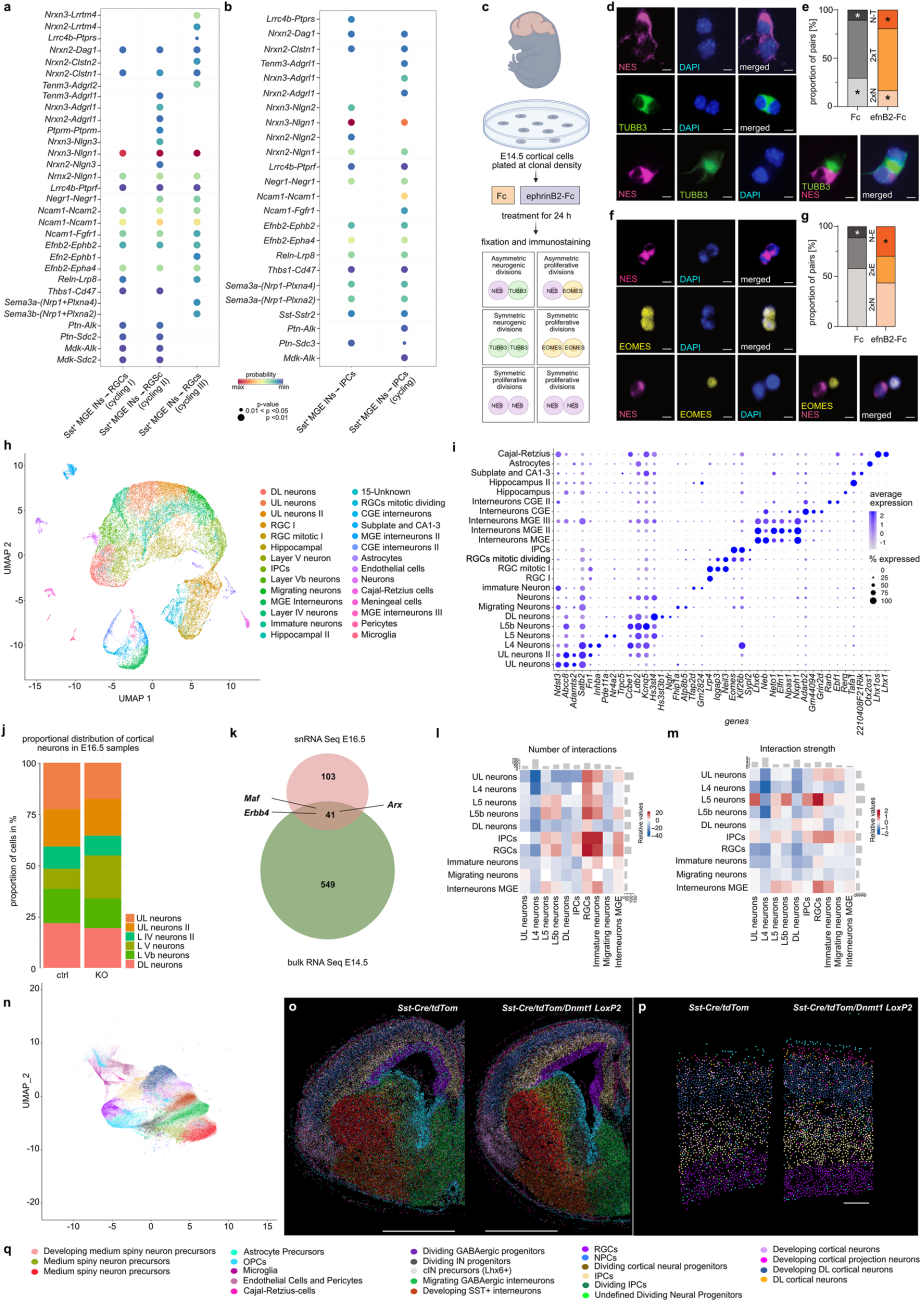
Non-cell-autonomous effects of SST^+^ interneurons on cortical progenitors. **a**, **b** Ligand-receptor interactions between SST^+^ cINs to (**a**) RGC and (**b**) IPCs, extracted from differentially expressed genes (DEG; scRNA sequencing of E14.5 dorsal telencephalons (*N* = 5)). Dot color: communication probability; dot size: one-sided permutation test *p*-values. **c**–**g** Pair cell assay using E14.5 cortical neurons treated for 24 h with control-Fc or ephrinB2-Fc, followed by immunostaining for nestin (NES, magenta), β-III-tubulin (TUBB3, green), EOMES (yellow), and DAPI (blue). **c** Experimental design. Representative images are shown in (**d**, **f**). Scale bars: 5 µm. **e**, **g** Quantification of NES/NES (2xN), TUBB3/TUBB3 (2xT), NES/TUBB3 (N-T), EOMES-EOMES (2xE), and NES-EOMES (N-E) cell pairs, normalized to the total pair count. Unpaired two-tailed Welch’s *t*-test with control-Fc: *n* = 90 cell pairs, efnB2-Fc: *n* = 91 cell pairs, from *N* = 4 experiments in (**e**); and control-Fc: *n* = 90 cell pairs, efnB2-Fc: *n* = 94 cell pairs, from *N* = 4 experiments in (**g**). **h**–**m** snRNA sequencing of cortical cells from E16.5 *Sst-Cre/tdTomato* (Ctrl) and *Sst-Cre/tdTomato/Dnmt1 loxP*^*2*^ (KO) embryos (*n* = 2 brains from *N* = 2 mice per genotype). **h** UMAP of identified cell clusters. **i** Dot plot of marker gene expression across clusters. **j** Bar plot: proportions of postmitotic excitatory neurons. **k** Venn diagram: overlap of upregulated genes in E14.5 FAC-sorted cortical KO cells (bulk RNA sequencing) and E16.5 cortical *Sst*^*+*^*/Gad*^*+*^ KO cells (snRNA-seq). **l**, **m** *CellChat*-derived interaction maps (E16.5 cortical snRNA-seq data): number (**l**) and strength (**m**) of inferred cell–cell interactions in KO vs. Ctrl. **n**–**q** MERFISH-based spatial transcriptomics (E16.5; *n* = 1 section for KO and Ctrl, respectively). **n** UMAP of identified cell clusters by gene expression. **o** Spatial mapping of clusters onto anatomical regions in E16.5 sections, scale bar: 1000 µm. **p** Magnified sections from the cortex depicted in (**o**). Scale bar = 100 µm. **q** Cluster annotation for (**n**–**p**). *p < 0.05, **p < 0.01, ***p < 0.001, error bars: ±SEM. n.s.: not significant. Raw data are available via the hyperlinks listed in the data availability statement, Supplementary Data 10.

NRXN3-NLGN1 signaling had the highest probability for interactions between SST^+^ cINs with both RGCs and IPCs. However, *Nrxn3* was not detected among the upregulated genes in *Sst-Cre/tdTomato/Dnmt1 loxP* ^*2*^ cINs at E14.5 (Supplementary Data 9). Moreover, EFNB2-EPHA4 signaling was revealed as a potential mediator of these interactions, with *Efnb2* expressing SST^+^ MGE-interneurons interacting with RGCs as well as IPCs at E14.5 (Fig. 6a, b). 

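The E16.5 data analysed here were 10x Genomics 3′ single-cell RNA libraries of 2 embryos, which carry the numbers 4 and 5. The labels describe both as wild-type controls of an *Eomes*-Cre mouse line, with the cortex dissociated in papain. The paper gives the mice as C57BL/6J and the tissue as dorsal telencephalon, cortices or, in its reporting summary, basal telencephalon. That summary lists 6 embryos at this stage, and the others were not analysed here. The authors deposited the unique molecular identifiers (UMIs, tags that mark single transcript molecules) counted by Cell Ranger per gene and cell barcode, without normalization. Embryo 4 had 12825 barcodes with 124318613 UMIs in total, and embryo 5 had 12289 barcodes with 117679925 UMIs, with no barcode under 500 UMIs. The genome build of the counting and whether reads in introns were counted are not named in the paper's text. From these counts, cells with at least 1000 detected genes and at most 10% mitochondrial counts were kept, and the barcodes most similar to simulated doublets were removed (947 in embryo 4, 1052 in embryo 5). This left 9932 cells with a median of 10067.5 UMIs in embryo 4 and 10416 cells with a median of 8853.5 UMIs in embryo 5. The embryos were taken as separate samples from their labels. Clustering gave 26 clusters, which were named after marker genes fixed beforehand. Ligand and receptor genes, *Sst* and *Dnmt1* were kept out of the clustering. *Sst*+ MGE interneuron-like cells were those of the cluster led by interneuron and MGE markers that held at least 1 *Sst* UMI. They had more UMIs per cell (medians 7950 and 7130.5) than the *Sst*-negative cells of that cluster (5426 and 5932), so part of the split reflects depth. Cells of one embryo are not replicates. Counts were therefore summed per embryo and class. The embryo was the unit (n = 2) of each SD and of each edgeR test of a class against the other cells. Contrasts between single classes came from 1 fit over the sums of all classes. That fit does not pair the embryos and takes its spread from all classes. Intervals on shares of cells count cells within 1 embryo.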

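*Nrxn3* (ENSMUSG00000066392) lies on chromosome 12 of GRCm39 from 88689646 to 90301709, and *Nlgn1* (ENSMUSG00000063887) on chromosome 3 from 25480379 to 26386609. They encode a presynaptic adhesion protein and its postsynaptic partner. Both are longer than 500 kb, and genes of that length had more counts than others in these libraries. *Efnb2* (ENSMUSG00000001300, chromosome 8, 8667226 to 8711249) encodes the membrane-bound ligand ephrin-B2 and *Epha4* (ENSMUSG00000026235, chromosome 1, 77343822 to 77492816) a receptor it binds. In *Sst*+ MGE interneuron-like cells, *Nrxn3* stood at 16051 ± 333 CPM (the UMIs of a gene scaled by all UMIs of the class; SD, n = 2 embryos) and *Efnb2* 294 ± 37.1 CPM (SD, n = 2). Against the sum of all other kept cells, *Nrxn3* had a log2 fold change of 3.48 (standard error 0.0752, adjusted p = 1.94e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Efnb2* was higher by a log2 fold change of 0.48 (standard error 0.0998, edgeR adjusted p = 0.00848), and in both embryos. *Epha4* was at 541 ± 21.3 CPM (SD, n = 2) in RGC-like cells and 686 ± 25.6 CPM (SD, n = 2) in IPC-like cells, with log2 fold changes of 0.86 and 1.32 (standard errors 0.0661 and 0.0587, edgeR adjusted p = 7.1e-05 and 5.16e-06). *Nlgn1*, at 1037 ± 32.2 CPM (SD, n = 2) in RGC-like and 788 ± 4.6 CPM (SD, n = 2) in IPC-like cells, was lower there than in the sum of the other cells, with log2 fold changes of -0.61 and -0.89 (standard errors 0.0735 and 0.0674, edgeR adjusted p = 0.000545 and 5.49e-05). That direction turned to 1.22 and 0.84 when each class was set against the mean of the other classes in 1 fit over all classes. Its CPM in deep-layer neuron-like cells, 3357 ± 335 (SD, n = 2), weighs heavily in the sum. Of the 28 neurexin, neuroligin, ephrin and Eph genes, 27 were tested in *Sst*+ MGE interneuron-like, 28 in RGC-like and 27 in IPC-like cells. At an edgeR adjusted p under 0.05, 10, 8 and 6 of them were higher and 9, 18 and 14 lower, and adjusted over the list alone 10, 8 and 6 were higher and 10, 18 and 14 lower. *Efnb2* was not specific to the interneurons. Upper-layer neuron-like cells held 368 ± 24.1 CPM (SD, n = 2) and immature excitatory neuron-like cells 315 ± 0.0421 CPM (SD, n = 2).

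**Figure D1:**
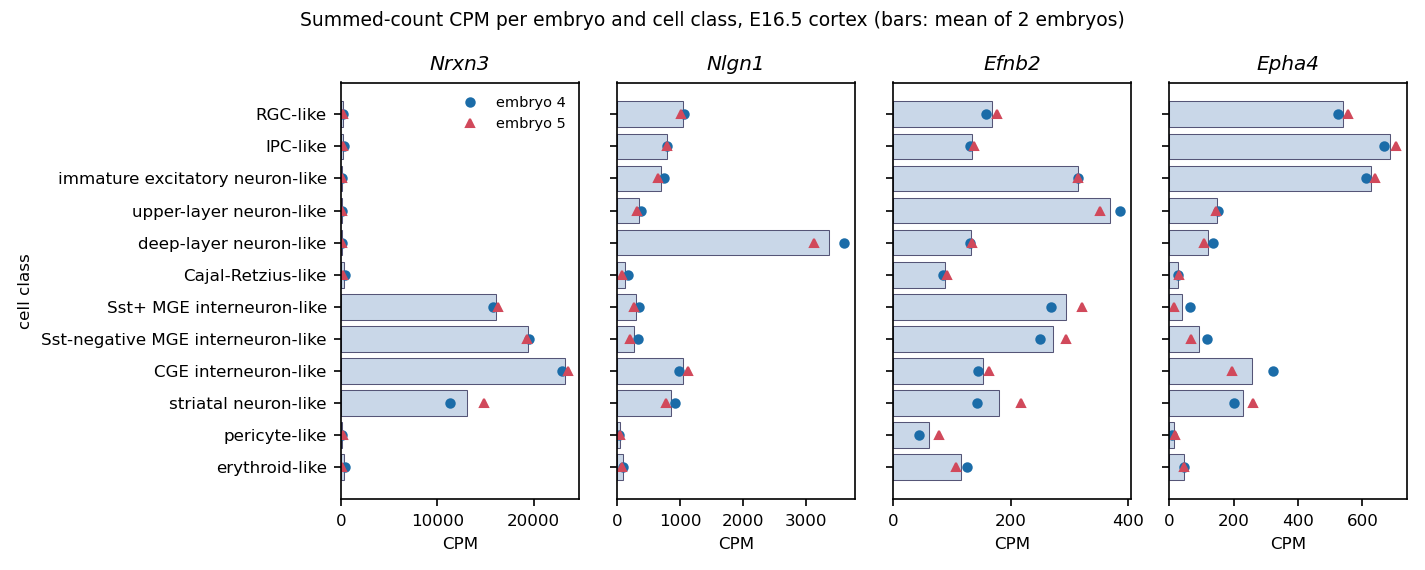
CPM of *Nrxn3*, *Nlgn1*, *Efnb2* and *Epha4* (x axes) in each named cell class (y axis), without the meningeal-like cells. Bars are means of 2 embryos and points the single embryos. *Nrxn3* is high in the interneuron-like and striatal neuron-like classes, *Efnb2* lies between 60.4 and 368 CPM on the mean, and *Epha4* is highest in IPC-like cells at 686 CPM.

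For each pair of sender and receiver class, a communication score modelled on CellChat's was computed in each embryo as LR/(0.5 + LR). L and R are the trimeans of the log-normalized ligand and receptor, divided by the embryo's largest log-normalized value. The score has no unit, and a score of 0 means that too few cells held a transcript for the trimean to rise. From *Sst*+ MGE interneuron-like cells, *Nrxn3*-*Nlgn1* scored 0.251 ± 0.00402 (SD, n = 2) towards RGC-like cells and 0.216 ± 0.00168 (SD, n = 2) towards IPC-like cells. In each embryo it ranked 1 among the 17 pairs shown for RGCs and the 21 shown for IPCs. *Efnb2*-*Epha4* scored 0.0615 ± 0.00745 (SD, n = 2) towards RGC-like and 0.0674 ± 0.0082 (SD, n = 2) towards IPC-like cells, rank 4 and rank 2 among the same pairs in both embryos. Whether CellChat divides by the largest value of all genes or of its signalling genes was not checked against its code. Divided by the largest value of the ligand and receptor genes, an alternative chosen after seeing the data, *Nrxn3*-*Nlgn1* scored 0.345 and 0.303 and *Efnb2*-*Epha4* 0.0938 and 0.102 towards RGC-like and IPC-like cells, so the size of a score depends on this choice. The alternative that moved *Efnb2*-*Epha4* most, thinning each cell to 2000 UMIs, gave 0.0200 for both receivers, where the trimean rests on single UMIs. Among all 112 combinations of an ephrin and an Eph gene, listed whether or not the proteins bind, the product of ligand and receptor CPM put *Efnb2*-*Epha4* at rank 3 for RGC-like and rank 5 for IPC-like cells. From scores of this kind at E14.5, the paper proposes EFNB2-EPHA4 as a mediator between *Efnb2*-expressing SST+ MGE interneurons and both progenitor types, and it then sets the later stage beside them.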

ScRNA-sequencing data from the E16.5 dorsal telencephalon retrieved similar results (Supplementary Fig. S8d, e). Supporting this, *Efnb2* was upregulated in *Dnmt1*-deficient SST^+^ cINs and altered in *Dnmt1*-overexpressing neurons (Fig. 2a, Fig. 4a–c; Supplementary Data 1, 7, 9). Given its known role in promoting neurogenesis at mid-corticogenesis^57^ and its  reported binding to EPHA4^63^, which is expressed in RGCs^4^, we hypothesized that increased *Efnb2* expression in *Dnmt1*-deficient SST^+^ cINs contributes to enhanced RGC differentiation into IPCs and deep-layer neurons. Pair-cell assays confirmed that ephrinB2-Fc stimulation promotes neurogenic RGC divisions and IPC generation (Fig. 6c–g).

To examine altered cIN-progenitor interactions in *Dnmt1* KO embryos, we performed single-nucleus (sn) RNA-seq on E16.5 cortical cells from both genotypes (Fig. 6h–m). This approach allowed sample freezing for simultaneous processing and captured potential differences in cIN-progenitor interactions but also non-cell-autonomous effects on postmitotic neuron generation, which might become more pronounced at this developmental stage.

Aligning with the histological data, *Dnmt1* KO samples at E16.5 showed an increased proportion of deep-layer cortical neurons and a reduced fraction of upper-layer neurons (Fig. 6h–m; Supplementary Fig. S8f, h, i). Additionally, *Erbb4*, *Arx*, and *Maf*–key regulators of cIN development–along with numerous other genes previously identified as upregulated through bulk RNA sequencing of E14.5 cortical *Dnmt1* KO cells, displayed a significantly elevated expression in *Sst*^+^/*Gad2*^*+*^ cells from the E16.5 *Dnmt1* KO samples (Supplementary Fig. S8g). Applying *CellChat* analysis, genotype-related differences in interactions between MGE interneurons (senders) and RGCs (receivers) were revealed, while this was not evident for the interaction between MGE interneurons and IPCs (numbers and interaction strength; Fig. 6l, m). This supports the instructive role of cINs on RGCs, and that this influence was increased in *Dnmt1* KO embryos. We further conducted MERFISH analysis in E16.5 brain sections of *Sst-Cre/tdTomato/Dnmt1 loxP* ^*2*^ and *Sst-Cre/tdTomato* embryos. Here, we also confirmed the elevated proportion of deep-layer neurons in *Dnmt1* KO brains and an increase in IPCs (Fig. 6n–q; Supplementary Fig. S9).

In summary, DNMT1 is essential for the proper migration of SST^+^ cINs; its loss disrupts migratory trajectories, alters signaling dynamics, and promotes RGC differentiation into IPCs and deep-layer neurons.

### *Dnmt1* deletion-induced changes at embryonic stages manifest in an altered cortical architecture in adult mice

Finally, we investigated whether the *Dnmt1* deficiency-related embryonic defects result in long-lasting structural changes in the adult cortex. We conducted a comparative analysis of the distribution, density, and fate of *Sst-Cre/tdTomato* control and *Dnmt1* KO interneurons in cortices of adult mice. Immunohistochemistry confirmed SST expression in *Sst-Cre/tdTomato* cells, as well as the reported co-expression of NPY and CALB2 (calretinin)^64^ in both genotypes (Supplementary Fig. S10a–d). However, the proportion of SST^+^ cINs co-expressing PV^65^ was significantly increased in *Dnmt1* KO mice compared to controls (Supplementary Fig. S10e–i). This is in line with the elevated transcription of *Dlx5* and *Mef2c* found in E14.5 *Dnmt1* KO cells (Figs. 2a, b and  4a, b), both coding for drivers of PV^+^ cINs development^54,66,67^.

*Sst-Cre/tdTomato* cIN numbers were comparable across all layers between genotypes (Fig. 7a–c), but cell density in the superficial layers was significantly increased in *Dnmt1* KO mice (Fig. 7c). This correlated with a reduced radial extension of CUX1-positive layers II–IV and an expansion of deep layers V-VI, while overall cortical thickness remained unchanged (Fig. 7a, b, d).

**Fig. 7:**
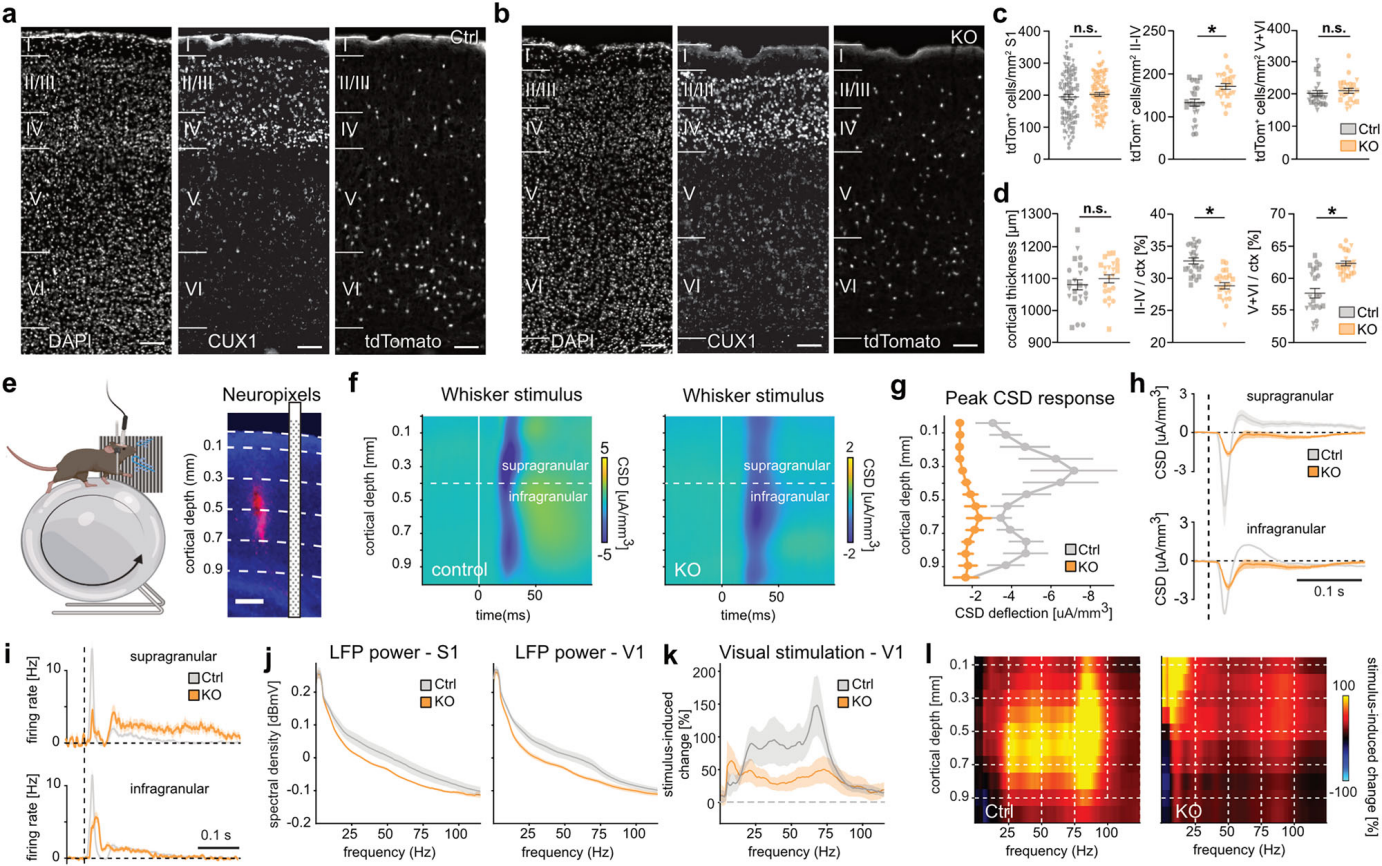
Aberrant cortical architecture and functionality in *Dnmt1*-deficient mice. **a**, **b** CUX1 immunostainings with DAPI (six-month-old male *Sst-Cre/tdTomato/Dnmt1 loxP*^*2*^ (KO) and *Sst-Cre/tdTomato* mice (Ctrl), respectively). S1 sagittal slices from Bregma 1.32 and 1.44. Scale bars: 100 µm. **c**, **d** tdTomato^+^ cell density normalized to cortical area (**c**), cortical thickness, and proportional thickness of deep and upper layers (**d**; nested two-way ANOVA; Ctrl: *n* = 24 slices, KO: *n* = 23 for, *N* = 3 brains per genotype. *p < 0.05 (detailed information: Supplementary Table 10). Error bars: ±SEM from the mean. Data points with same symbols depict the same mouse. **e** S1 Neuropixels recordings in head-fixed mice on a wheel. Example brain slice: probe fluorescence and schematic position. Scale bar: 200 µm. **f** Average CSD across depth, following a brief tactile stimulus (white line). Blue and yellow colors indicate current sinks and sources. **g** Significant lower and delayed (above 400 µm) CSD response peaks across sessions in *Dnmt1* KO mice (peak amplitude_control_ = −4.74 ± 1.22 µA/mm^3^, peak amplitude_*KO*_ = −1.41 ± 0.18 µA/mm^3^, *p* = 0. 0037; peak time_control_ = 27.20 ± 0.84 ms, peak time_*KO*_ = 31.80 ± 1.03 ms, *p* = 0.0041; *n* = 8 sessions). **h** Average CSD traces across tactile responses in supragranular (top) and infragranular layers (bottom). **i** Peristimulus time histogram for the spiking response to tactile stimulation in supra- or infragranular S1 layers. **j** LFP spectral power density (PSD) across depth in S1 (left), V1 (right; S1: gamma power_control_ = −23.69 ± 21.32 dBmV, gamma power_*KO*_ = −62.22 ± 3.16 dBmV, *p* = 0.0201; V1: gamma power_control_ = −25.65 ± 8.65 dBmV, gamma power_*KO*_ = −66.70 ± 4.72 dBmV, *p* = 0.0069; *n* = 8 sessions). **k** Stimulus-induced PSD change in V1, relative to baseline (gamma_control_ = 104.25 ± 24.42%, gamma_*KO*_ = 27.75 ± 7.20%, *p* = 0.0069; *n* = 8 sessions). **l** Stimulus-induced PSD change across depth. **g**, **j**, **k**: Wilcoxon *rank-sum* test, mean ± SEM. Shading in (**h**–**k**) shows the ±SEM. 2 mice per genotype in (**g**–**k**). Raw data available via hyperlinks in the Data Availability Statement.

The shift in layer proportions aligns with the increased number of TBR1^+^ neurons and IPCs at E14.5 and E16.5, as well as snRNA-seq and MERFISH findings (Figs. 5 and 6). These results indicate that *Dnmt1* deletion in SST^+^ interneurons non-cell autonomously alters cortical progenitor dynamics, impacting adult cortical architecture and SST^+^ cIN densities in superficial layers.

### *Sst-Cre/tdTomato/Dnmt1 loxP*^*2*^ mice display functional abnormalities

To determine whether the observed structural alterations in the adult cortex also translate into functional changes, we conducted electrophysiological recordings in the primary somatosensory barrel cortex (S1) of awake head-fixed *Dnmt1* KO and control mice on a running wheel (Fig. 7e left, Supplementary Fig. S11). To simultaneously capture population and single-cell neural activity across the entire cortical depth, we recorded with high-density Neuropixels probes (Fig. 7e right; Supplementary Fig. S11a, b) while mice were passively stimulated with short air puffs to their whisker pad^68^. Tactile stimulation induced a clear transient response in average local field potentials (LFPs) in S1 of control mice, whereas LFP responses in conditional *Dnmt1* KO mice were much weaker and temporally delayed (Supplementary Fig. S11c). Both negative and positive response components were weaker in KO mice, suggesting a disruption in excitatory and inhibitory circuit functions. To dissect the spatiotemporal structure of neural responses across all cortical layers, we employed a current source density (CSD) analysis based on our LFP recordings^69^. Consistent with the structural alterations in *Dnmt1* KO cortices, we found clear differences in responses across layers between the genotypes. As expected from the literature^70^, the earliest responses for control mice (Fig. 7f left) occurred in the granular layer (~400 μm cortical depth), then spreading to layer II/III (100–300 μm) and layer V (500–900 µm), which indicates intact spatiotemporal processing of sensory signals. In contrast, the CSD profile of *Dnmt1* KO mice was severely disrupted, with tactile responses being largely confined to the deeper infragranular layers and only weak responses in the superficial layers (Fig. 7f right). Quantification of CSD peak responses across the entire depth confirmed that the most pronounced differences between *Dnmt1* KO and control mice occurred in the upper cortical layers (Fig. 7g, h). Notably, while control mice exhibited a positive rebound following the initial negative CSD deflection, the responses in *Dnmt1* KO mice lacked this feature, possibly due to disrupted feed-forward inhibition (Fig. 7h).

To quantify the tactile responses of cortical S1 neurons, we also used spike-sorting to isolate the spiking activity of sorted clusters. Consistent with our earlier results, the average spiking activity of S1 neurons showed that tactile responses were much weaker in *Dnmt1* KO mice, especially in the superficial layers (Fig. 7i, Supplementary Fig. S11d). Moreover, spiking responses of upper-layer neurons were much longer-lasting compared to controls, with neural activity extending up to 400 ms after stimulation. This suggests reduced temporal precision in sensory processing in *Dnmt1* KO mice, potentially due to impaired feedback inhibition.

We also investigated whether functional alterations manifest at the level of cortical network oscillations. Gamma (γ) oscillations from 30–120 Hz, which strongly rely on the accurate function of SST^+^ cINs^71,72^, are essential for integrating neural networks within and across brain structures during cognitive processes, and abnormalities are a feature of cognitive diseases such as schizophrenia, Alzheimer’s disease, and Fragile X syndrome^73^. Thus, changes in γ-oscillations represent a useful marker of function and dysfunction in cortical circuit operations^74^. Indeed, the high-frequency LFP power in S1 was significantly reduced in *Dnmt1* KO versus control animals (Fig. 7j left).

Similar disruptions in oscillatory network dynamics were observed in the primary visual cortex (V1; Fig. 7j right). Visual stimulation (5-s-long visual grating stimuli) reliably induced γ-oscillations in V1, with control mice showing a clear 70 Hz peak, consistent with stimulus-induced γ-activity (Fig. 7k, l). This effect was markedly reduced in *Dnmt1* KO mice, which instead exhibited increased low-frequency activity in superficial cortical layers (Fig. 7k, l). These oscillatory changes suggest that *Dnmt1* deletion disrupts neural networks, likely due to structural alterations in cortical architecture, particularly in superficial layers.

To distinguish whether these functional deficits stem from altered cortical structure or impaired SST^+^ cIN function, we optogenetically activated SST^+^ cINs and assessed their spontaneous firing, action potential waveform, and inhibitory capacity (Supplementary Fig. S11e–h). No significant differences emerged between control and *Dnmt1* KO neurons, indicating that SST^+^ cIN functionality remained intact. Thus, the observed cortical network disruptions likely result from structural changes, such as superficial layer thinning and increased SST^+^ cIN density, rather than a generalized impairment of SST^+^ cIN function.

### *Sst-Cre/tdTomato/Dnmt1* KO mice display behavioral abnormalities

To investigate whether functional impairments in *Dnmt1* KO mice translated into aberrant behavior, we tested the animals’ sensory perception. Therefore, we employed a visuotactile evidence accumulation task and trained head-fixed *Dnmt1* KO and control mice to detect tactile and visual stimuli. Both genotypes learned the stimulus detection at similar rates, performed both uni- and multisensory task conditions with equal behavioral performances, and showed multisensory enhancement (Supplementary Fig. S12a–d), indicating intact sensory perception in *Dnmt1*-deficient mice. Moreover, we tested learning and memory capabilities using the Morris water maze, which also showed no differences between genotypes (Supplementary Fig. S12e–g).

Notably, we observed abnormal eye movements in head-fixed *Dnmt1* KO mice during the tests on the running wheel, characterized by brief episodes of significantly dilated pupils (more than double their normal size) lasting 30–60 s, accompanied by facial spasms or salivation (Fig. 8a). These episodes of pupil dilation correlated with a marked increase in low-frequency activity (1–4 Hz), indicating epileptiform activity in KO mice (Fig. 8b). Further analysis of the propagation of this activity across cortical depth revealed that these events were particularly prominent in the superficial layers (Fig. 8c). In line with this, we detected prolonged seizure durations for *Dnmt1* KO mice in response to administration of PTZ (pentylenetetrazol), which is widely utilized to examine epileptic events in animal models and to assess changes in seizure responses^75^ (Fig. 8d–f, Supplementary Movies 3-9). The latencies to the first occurrence of various epileptic events were comparable between genotypes (Supplementary Fig. S12h, i). However, *Dnmt1*-deficient mice exhibited higher Racine scale scores^76^, indicating increased seizure severity (Fig. 8d–f). This aligns with studies reporting that alterations in SST^+^ cIN activity and function can lead to epileptic events^77^, and γ-oscillations have also been proposed to play a role in seizure generation^78^.

**Fig. 8:**
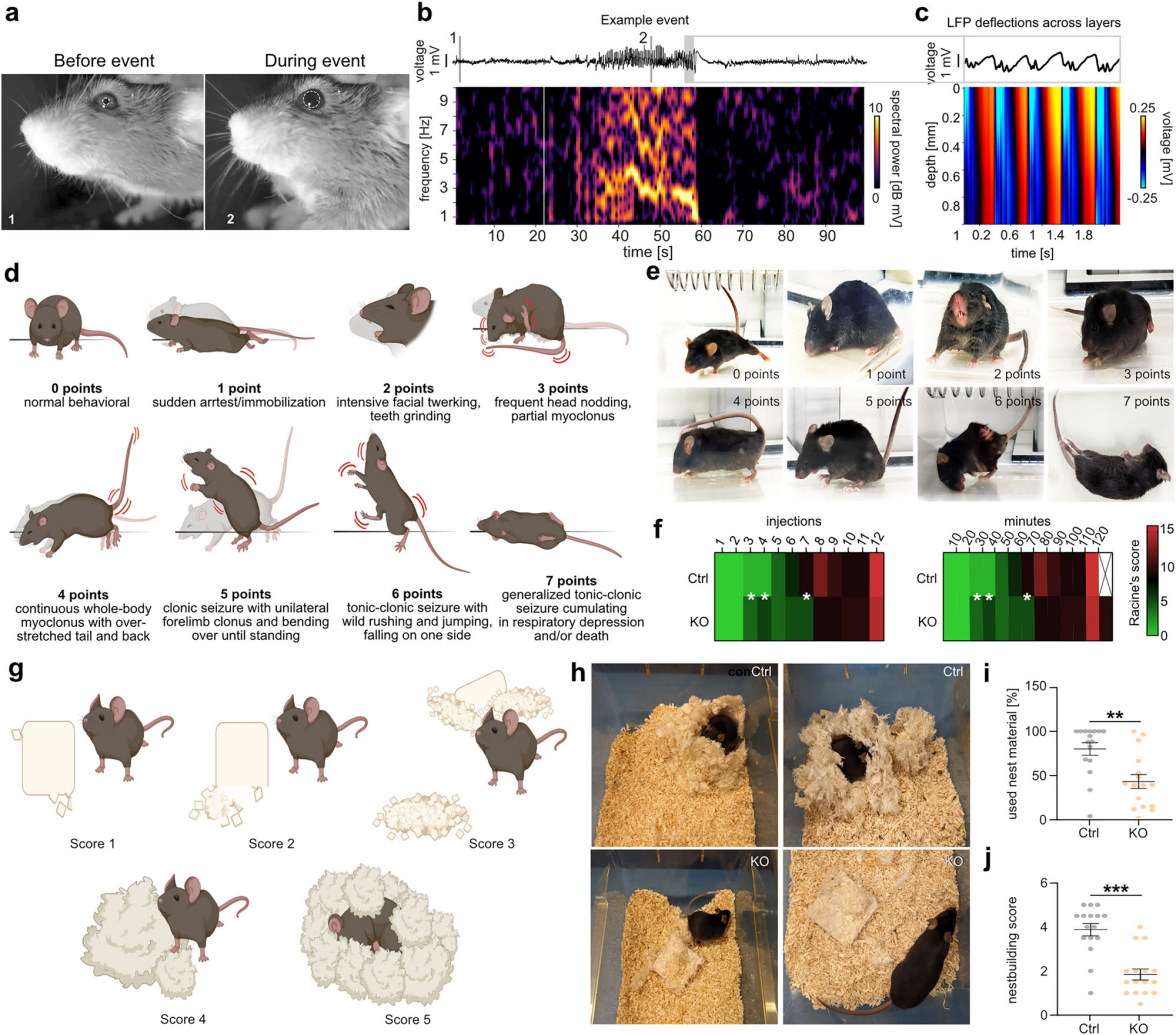
Adult *Dnmt1*-deficient mice show behavioral abnormalities. **a** Example images of a head-fixed *Sst-Cre/tdTomato/Dnmt1 loxP*^*2*^ (KO) mouse before and during an epileptiform event with dilated pupil (white circles) and postural changes. **b** Example trace and spectrogram from cortical LFP recording during the event show a strong increase in theta oscillations for ~30 s. Times of video images 1 and 2 (white numbers in (**a**)) are shown as gray lines in the top trace. **c** Quantification of LFP deflections across depth for a 2-s time window during the event. Raw data are available via hyperlinks listed in the Data Availability Statement. (**d**–**f**) Pentylenetetrazol (PTZ)-injections every 10 min in three-month-old *Sst-Cre/tdTomato* (Ctrl) and KO males. **d** Schematic illustrations defining PTZ-induced seizures using Racine’s scoring (see methods). **e** Footages captured from video monitoring of PTZ-induced convulsions for respective Racine’s scores, which are depicted in (**d**). **f** Heat maps and quantification of Racine’s scale events associated with the given number of PTZ injections or the passed time. Within every column (illustrating the number of applied injections (left) or minutes after the first injection of PTZ (right)), all detected epileptiform events were correlated to their respective severity score (0-7), added up, and averaged for each genotype (rows). Higher Racine’s scale points ( = severity levels) are indicated by red colors. Two-tailed Wilcoxon *rank-sum* test. *N* = 10 animals per genotype. **g**–**j** Nest building test for evaluating given material usage and forming proper nests in adult KO animals compared to Ctrl mice. With the help of the scoring index depicted in (**g**) and formerly described^117^ (see methods), all mice were ranked based on nest quality and the amount of used material (**h**–**j**). Representative photographs are shown in (**h**) for control and KO mice. Tests were performed overnight and twice within one week. Respective values were averaged for both trials (**i**, **j**). Unpaired, two-tailed Student’s *t* test and additional unpaired Welch’s *t* test. *N* = 16 male adult mice for both genotypes. *p < 0.05, **p < 0.01, ***p < 0.001. Exact *p* values: Supplementary Data 10. Error bars: ±SEM.

Moreover, we observed frequent repetitive motor behavior of *Dnmt1* KO mice in their home cages (Supplementary Movie 10). Such behavioral abnormalities are often linked to neurological and neuropsychiatric diseases^79^. Notably, seizures frequently co-occur with comorbid symptoms, including autism-like stereotypies (e.g., repetitive motor behavior) and mood disorder-related phenotypes^80^. Thus, we next assessed nest-building performance, as this test assessed behavior associated with neuropsychiatric disorders^81^. In line with our functional results, we found that *Dnmt1* KO mice showed a reduced performance in nest-building and diminished interest in the provided nest-building material (Fig. 8g–j).

In summary, our cellular, functional, and behavioral results demonstrate that *Dnmt1* deletion in postmitotic SST^+^ interneurons leads to altered cortical architecture and network function in adult mice, manifesting in disease-related behavioral abnormalities. This strongly suggests that DNMT1 plays a crucial role in the development of SST^+^ interneurons and has non-cell autonomous functions essential for the proper formation of the cerebral cortex.

## Discussion

Our data propose that DNMT1 is critical for cortical development by (i) directly regulating the dispersion of SST^+^ interneurons along the superficial migratory stream within the marginal zone, and (ii) facilitating their influence on radial glial cells, thereby contributing to proper cortical layering. Conditional *Dnmt1* deletion in SST^+^ interneurons caused a premature exit from the MZ at E14.5, accompanied by a rise in EOMES^+^ IPC numbers at E14.5, and more TBR1^+^ postmitotic neurons at E14.5 and E16.5, likely arising from an altered division mode of RGCs. This resulted in an increased generation of deep-layer neurons and expanded deep layers at adult stages, while upper layers were reduced in radial extension. These changes in cortical architecture, together with altered densities of SST^+^ interneurons in adult mice, were associated with prominent functional and behavioral deficits, demonstrating the importance of DNMT1 for establishing accurate network function in the adult cortex.

While DNMT1 is well recognized as a maintenance methyltransferase, primarily responsible for preserving DNA methylation during replication, emerging evidence—including our findings— suggests a broader role for DNMT1 in postmitotic neurons^27,28,35^. DNMT1 is expressed in non-dividing POA- and MGE-derived cINs, where it engages in both canonical DNA methylation and non-canonical regulatory mechanisms modulating distinct aspects of neuronal development^20,28^. Structural studies in the crystal phase suggest only a weak binding of DNMT1’s catalytic domain to UMDNA^25^. Solution-based affinity measurements challenge this hypothesis, demonstrating a high-affinity interaction for both HDNA/DNMT1 and UMDNA/DNMT1 complexes^26^, that is comparable in scale to other DNA-protein complexes. Our MD simulations resolve this contradiction by showing that UMDNA undergoes a significant conformational rearrangement in solution, increasing the interactions of its CpG sites with DNMT1’s catalytic domain, as observed for the HDNA/DNMT1 complex^24^. Given that our findings in solution are also valid for in vivo conditions, they support the hypothesis that DNMT1 has a functional role beyond maintenance methylation. In line with this, DNMT1 has been shown to interact with CFP1 (CysxxCys finger protein 1), which presents a high affinity for unmethylated DNA^82^. Moreover, de novo methylation activity at certain repetitive elements and single-copy sequences has already been shown for DNMT1^83^. Functional cooperation of DNMT1 during de novo methylation of DNA has further been described^84^, and gene-specific de novo methylation can be initiated by reintroduction of DNMT1 in cells lacking DNMT1 and DNMT3B, which present with nearly absent genomic methylation^85^. Taken together, these observations strongly propose DNMT1´s function beyond maintenance DNA methylation, likely contributing to (de novo) DNA methylation-dependent gene regulation in postmitotic neurons. This provides an additional layer of epigenetic control during neuronal differentiation and function. In combination with its described non-canonical actions through crosstalk with histone-modifying mechanisms^20,86^, our findings render DNMT1 as an active participant in epigenetic programming in postmitotic cINs and putatively also other neuronal subsets^27,28,35^.

We found that *Dnmt1* deletion in SST^+^ cINs impairs their migration within the MZ, an effect likely restricted to Martinotti cells, constituting the majority of SST^+^ interneurons^64^, which preferentially follow this route during corticogenesis^23^. Our integrated transcriptomic and DNA methylome analyses revealed increased expression and reduced methylation of several transcription factors essential for cIN development, including *Arx*, *Zeb2*, *Dlx2*, *Dlx5*, and *Tcf4*^11,39,87^. These results support a model in which DNMT1 represses specific transcriptional programs via promoter and gene body methylation. Other transcription factors such as *Sox6*, *Maf*, *Lhx6*, and *Satb1* also displayed elevated expression levels upon *Dnmt1* deletion, but without corresponding reductions in promoter methylation, suggesting indirect regulation—possibly via upstream factors like ARX or compensatory activity by DNMT3A.

Importantly, DNA methylation is not invariably linked to transcriptional repression. A recent study highlighted the context-dependence of promoter DNA methylation. While genes were found silenced by DNA methylation, being in line with the model of repressive promoter methylation, other genes were unaffected or even increased in expression, likely due to loss of methylation-sensitive repressors^88^. Moreover, the biological functions of DNA methylation extend beyond transcriptional control and include, e.g., modulation of alternative splicing^89,90^ and promoter usage^91^.

We identified *Arx* as a key downstream target of DNMT1-mediated repression, showing increased expression and reduced methylation at both the TSS and gene body in *Sst-Cre/tdTomato/Dnmt1-loxP* ^*2*^ cells.

ARX regulates numerous genes involved in various stages of cIN development, including *Maf*, *Mafb*, *Mef2c*, *Nkx2.1*, *Lmo1*, *Nrg1*, *Erbb4*, *Npr1*, and *EphA4*^16^, many of which were dysregulated upon *Dnmt1* deletion. Thus, DNMT1 appears to shape the transcriptional landscape of SST^+^ cINs through both direct repression and indirect modulation of transcriptional networks centered on ARX.

Moreover, epigenetic modifiers such as the lncRNAs *Dlx6os1* and *Kcnq1ot1*, in addition to the chromatin modifiers *Atrx*, *Kmt2a*, *Ash1l*, and *Setd2*, are regulated by DNMT1, broadening the spectrum of DNMT1-mediated mechanisms that could converge on interneuron-specific transcriptional programs and chromatin landscapes.

The dysregulation of *Erbb4* and *Efnb2*, genes implicated in cIN migration, likely contributes to the premature invasion of SST^+^ cINs into the CP. ERBB4, activated by NRG3 in the CP, facilitates the tangential-to-radial switch in interneuron migration^18^. Moreover, the increased *Efnb2* expression in *Dnmt1*-deficient SST^+^ cINs could contribute to the precocious invasion of the CP. EPHB1 is expressed in the MZ^12^, and EPHB1-triggered reverse signaling has already been shown to elicit a repulsive response in migrating interneurons^55^. Of note, DNA methylation-dependent regulation of *Efnb2* expression was already proposed in neuronal stem cells^92^. Thus, the upregulation of *Erbb4* and *Efnb2* in *Dnmt1*-deficient SST^+^ cINs supports a model where DNMT1-mediated repression controls the exit of interneurons from the MZ.

Despite the limitations of bulk sequencing approaches, particularly in resolving population heterogeneity, key transcriptional alterations relevant to the MZ migration defects were validated using single-nucleus RNA-seq. Additionally, some dysregulated genes—such as MEF2C and DLX5—play roles in cIN fate determination. Both promote PV lineage commitment^54,66,67^ and were upregulated in embryonic *Dnmt1*-deficient SST^+^ cINs. MEF2C drives chromatin remodeling at PV-specific loci, initiating distinct transcriptional programs in immature PV^+^ interneurons upon settling within the cortex^66,67^. Consistent with this, we observed a modest increase in PV^+^ SST-lineage interneurons in the adult *Dnmt1* KO cortex, suggesting that DNMT1 also helps stabilize SST^+^ identity.

The altered expression of cell fate-determining genes such as *Mef2c* could contribute to the observed functional and behavioral defects seen in the adult *Sst-Cre/tdTomato/Dnmt1-loxP* ^2^ mice, even though we did not detect intrinsic abnormalities in SST^+^ cIN firing properties. However, the effects may be more subtle and require more detailed electrophysiological, morphological, or circuit-level analyses, potentially in combination with single-cell transcriptomic data across developmental stages—an approach that lies beyond the scope of the present study.

The detected functional defects could also result from structural disruptions evident in the adult *Sst-Cre/tdTomato/Dnmt1-loxP* ^2^ cortices, which likely arise from the non-cell autonomous effect of *Dnmt1* deletion in SST^+^ cINs on cortical progenitors. This early developmental disruption resulted in altered SST^+^ cIN densities in the adult cortex, thereby linking early migratory disturbances to the adult phenotype. Our data suggest that SST^+^ cINs influence the output of RGC divisions, as evidenced by changes in the IPC pool and the generation of deep-layer neurons upon *Dnmt1* deletion, perhaps through EPHA4/ephrinB2-mediated interactions. This is reminiscent of EFNA5-EPHA4 signaling, which modulates apical progenitor division mode and the timed production of neurons for the deep versus upper cortical layers^4^. The increased *Efnb2* expression in *Dnmt1*-deficient cINs and its known role in cortical neurogenesis support this hypothesis. While progenitor-restricted *Efnb2* deletion delays neurogenesis, EFNB2-driven EPHB signaling transiently boosts neuronal output^57^, mirroring our pair cell assay results. These findings support a crosstalk between *Efnb2*-expressing SST^+^ cINs and RGCs. Of note, the reported EFNB2-dependent neurogenic shift occurred within a specific temporal window of corticogenesis^57^, aligning with prior studies showing that temporally restricted neurogenic changes, like we found in our study, shape cortical layer thickness^4,93^.

As already evidenced by Sessa et al.^56^, the development of cINs and excitatory neurons must have been effectively integrated throughout evolution, since an increase in the production of excitatory neurons also necessitates a rise in interneuron generation to maintain the proper balance of excitation and inhibition. Invading cINs may likewise influence cortical progenitors, as it had been shown for IPCs^8^. Our findings extend this hypothesis by providing evidence that cINs also impact RGCs, and through this, the generation of IPCs and neurons.

Their altered density in the superficial layers of *Dnmt1* KO mice might contribute to the observed functional and behavioral deficits. In support of this, functional impairments were most pronounced in these layers. LFP recordings showed weaker, delayed tactile responses with disrupted spatiotemporal processing, reduced activation, and prolonged spiking activity, particularly in the superficial layers. Alongside diminished γ-oscillations, low-frequency activity was increased. Additionally, abnormal eye movements with severe pupil dilations correlated with heightened low-frequency activity (1–4 Hz) in superficial layers, reinforcing the link between structural changes and functional deficits.

Although optogenetic stimulation revealed no intrinsic deficits in SST^+^ cIN firing properties upon *Dnmt1* deletion, we cannot exclude additional DNMT1-dependent functional impairments in adult SST^+^ cINs, akin to DNMT1’s role in regulating GABAergic transmission in PV^+^ interneurons^28^. Future studies using inducible *Sst-Cre/tdTomato/Dnmt1 loxP* ^2^ mice to analyze methylation and gene expression signatures in adult SST^+^ cINs could clarify embryonic versus adult effects, though this is beyond the scope of the present study.

The functional deficits of adult *Sst-Cre/tdTomato/Dnmt1-loxP* ^*2*^ mice could additionally be a direct consequence of the impaired migration, as cIN migration and terminal differentiation are closely linked. In Martinotti cells, the proper formation of long-range axon collaterals in layer I depends on their migration along the MZ^23^, enabling them to modulate numerous pyramidal neurons as primary targets^64^. Thus, the formation of these powerful axon collaterals in layer I could be compromised upon *Dnmt1* deletion, similar to what was described for the *Mafb* KO mice^23^.

In sum, the altered expression of signaling molecules, together with disrupted migration of *Dnmt1*-deficient SST^+^ cINs, likely underlie the observed defects in cortical layering, resulting in altered interneuron densities. This highlights a key role for cINs in timing excitatory neuron production and emphasizes extensive crosstalk between immature interneurons and progenitors. Our findings thus position DNMT1 as a central regulator of cortical development via both cell-autonomous and non-cell-autonomous mechanisms.

## Methods

### Molecular dynamics simulations

The *AMBER 22* software suite was employed^94^. Details on the DNMT1/UMDNA/SAM complex and force field parameters are given in the Supplementary Fig. S1 and Supplementary Table S3–5. Long-range electrostatic interactions were calculated using the Particle Mesh Ewald method^95^. Non-bonded interactions were treated with a 10 Å cutoff.

The system was energy-minimised in vacuo with 10,000 steps of steepest descent, followed by 10,000 steps of conjugate gradient minimization in order to eliminate atomic collision. The heavy-atom RMSD of the optimized configurations with respect to the initial geometry was 1.4 Å. Then, the complex was solvated in a truncated octahedral water box with a minimum distance of 12 Å from the solute to the box edge (Supplementary Table S5). K^+^, Na^+^, and Cl^−^ ions were added to neutralize the system. The concentration of K^+^ was similar to that in the nucleus (Supplementary Table S5). Periodic boundary conditions were applied. The whole system was then subjected to (i) 10,000 steps of steepest descent followed by 10,000 steps of conjugate gradient minimization with a 100 kcal/(mol·Å²) restraint on the whole solute. (ii) the same as (i), but with restraints only on heavy atoms of the solute; (iii) the same as (i), but without restraints. Successively, the system was heated from 0 K to 100 K over 5 ps, then relaxed at 100 K for 5 ps, then from 100 K to 310 K in 0.5 ns, and finally relaxed at 310 K for 4.5 ns by using Langevin dynamics^96^, with a restraint of 100 kcal/(mol Å²) was applied to the heavy atoms of the solute. The time integration step was set to 1 fs. Finally, three independent 500 ns isobaric-isothermal simulations with different initial velocities were performed without restraints and with a time step of 2 fs. Langevin dynamics^96^ and the Monte Carlo barostat^97^ were used to maintain a constant temperature (310 K) and pressure (1 atm), respectively. *CPPTRAJ*^98^ was used for trajectory analyses.

### Animals

Transgenic mouse strains with a genetic C57BL/6 J background (initially obtained from the University Hospital UKA Aachen, Germany) were used. *Sst*^*tm2.l(cre)Zjh*^/J x *B6.CgGt(ROSA)26Sor*^*tml 4(CAG*−*tdTomato)Hze*^ (*Sst*^*+/*−^*-Cre/tdTomato)* served as control animals whereas *Sst*^*tm2.l(cre)Zjh*^*/J* x B6.CgGt(ROSA)26Sor^tm14(CAG−tdTomato)Hze^ x *B6; 129S-Dnmt1tm2Jae*/J (*Sst-Cre*^*+/*−^*/tdTomato/Dnmt1 loxP* ^*2*^*)* were used as *Dnmt1* knockout (KO) model. Detailed information on mouse strains, animal housing, and ethics oversights is provided in the Supplementary Information and Supplementary Fig. S2a. Sex was not distinguished in embryonic analyses due to technical limitations during the experimental procedures. For adult experiments, only male mice (3–6 months old) were used to avoid confounding genotype-specific effects by hormonal fluctuations associated with the female estrous cycle. The number of embryos and adult mice used is specified in the respective figure legends and methods.

### Isolation of embryonic and adult brains

Individuals of embryonic stage 14.5, 16.5, or 18.5 were isolated as described in Symmank et al.^99^. Briefly, pregnant females were anesthetized by intraperitoneal administration of ketamine/xylazine (200/25 mg/kg living weight per injection up to a maximum application of 600/75 mg ketamine/xylazine per kg living weight in total). Upon reaching surgical tolerance, the abdominal cavity was opened to expose the uterine horns that were removed. Embryos were isolated from the uteri and decapitated. For histological analyses of E14.5 and E16.5 brains, heads were directly transferred to 4% paraformaldehyde (PFA)/1× phosphate-buffered saline (PBS), while at E18.5, brains were removed from the skull before transferring them to 4% PFA/1× PBS. E14.5 heads were fixed for 5 h, while E16.5 heads and E18.5 brains were fixed overnight at 4 °C on an orbital shaker (50 rpm). Afterwards, stepwise cryopreservation was performed by overnight incubation first in 10% Sucrose/1× PBS, followed by 30% sucrose/1× PBS at 4 °C on an orbital shaker (50 rpm). Tissue was frozen in liquid nitrogen and stored at −80 °C.

For the isolation of adult brains, male mice were sacrificed with an overdose of 5% (v/v) isoflurane. For histological analyses and identification of Neuropixels recording sites, transcardial perfusion was conducted with 1× PBS (pH 7.4) followed by 4% PFA/1× PBS (pH 7.4) with a pump^100^. After brain preparation, post-fixation was conducted in 4% PFA/1× PBS for 24 h at 4 °C on a roller mixer with constant rotation (approx. 50 rpm). Then, cryopreservation was performed in 10% sucrose/1× PBS and 30% sucrose/1× PBS for 24 h each at 4 °C on a roller mixer with constant rotation (~50 rpm) before brains were frozen in liquid nitrogen and stored at −80 °C.

### Organotypic brain slices and single-cell preparations

E14.5 MGE- and cortical single cells were prepared according to previous studies^12,28^. The dorsal part of the MGE and the medial part of the cortex were dissected in Gey’s Balanced Salt Solution (GBSS, pH 7.4)/0.65% D-glucose on ice and collected in Hanks’ Balanced Salt Solution (HBSS, w/ phenol red, w/o calcium, w/o magnesium)/0.65% D-glucose on ice. After treatment with 0.04% of trypsin/EDTA (Thermo Fisher Scientific, USA) for 17 min at 37 °C, the tissues were dissociated in cold Dulbecco’s Modified Eagle Medium (DMEM) with additional L-glutamine and 4.5 g/L D-glucose (Thermo Fisher Scientific, USA), 10% fetal bovine serum (FBS; Biowest, USA), and 1% penicillin/streptomycin (P/S; Thermo Fisher Scientific, USA) by trituration with glass Pasteur pipettes and by subsequent filtering through a nylon gauze (pore size 140 µm; Merck, USA). Dissociated MGE cells were seeded on laminin (19 µg/mL; Sigma-Aldrich, USA)/poly-L-lysine- (10 µg/mL; Sigma-Aldrich, USA) coated glass coverslips at a density of 455 cells/mm^2^^2^. Cortical cells were seeded at clonal densities (150 cells/mm^2^). After 5–6 h of incubation (37 °C, 5% CO_2_ and 95% relative humidity) in Neurobasal medium with phenol red, 1× B27™, and 0.25x GlutaMAX (Gibco, USA), MGE cells were transfected with *Dnmt1* siRNA (30 nM, #sc-35203, Santa Cruz, USA) and scrambled control siRNA oligos (15 nM, BLOCK-iT^TM^ Fluorescent Oligo, #2013, Thermo Fisher Scientific, USA) for 24 h using Lipofectamine^TM^ 3000 following the manufacturer’s instructions (Thermo Fisher Scientific, USA). For fixation, 4% PFA/1× PBS was applied for 10 min.

Cortical cells plated at clonal density were incubated in culture medium (Neurobasal medium with phenol red, 1× B27™, 0.25x GlutaMAX (Gibco, USA), and 0.4% methylcellulose (Sigma, USA)) for 5–6 h at 37 °C, 5% CO_2_, and 95% relative humidity. Afterwards, a treatment with either 5 µg/mL of a recombinant human Fc control protein (Rockland Immunochemicals, USA) or 5 µg/mL of a recombinant human efnB2-Fc (R&D Systems, USA), pre-clustered with 10 µg/mL of an anti-human IgG antibody (Thermo Fisher Scientific, USA), was conducted for 24 h, prior to fixation with 4% PFA/1× PBS for 10 min.

For organotypic brain slice preparations^20^, brains of E14.5 embryos were embedded in 4% low-melt agarose (37 °C) in Krebs buffer (126 mM NaCl, 2.5 mM KCl, 1.2 mM NaH_2_PO_4_, 1.2 mM MgCl_2_ * 6H_2_O, 2.1 mM CaCl_2_; pH 7.4; supplemented with 10 mM D-glucose and 12.5 mM NaHCO_3_, sterile-filtered) and cut into 350 µM coronal slices, using a 5100mz-Plus vibrating microtome (speed: 0.7–0.8 mm/s and blade oscillation frequency: 5 Hz; Campden Instruments, United Kingdom). Sections were collected in ice-cold post-holding buffer (1× Krebs buffer, 10 mM HEPES, 1% P/S, 0.2% gentamycin, pH 7.4), and then transferred to µ-slide 4 Well imaging plates (ibidi GmbH, Germany) coated with 19 µg/mL laminin (Sigma-Aldrich, USA) and 10 µg/mL poly-L-lysine (Sigma-Aldrich, USA) in Neurobasal without phenol red, 1× B27™, 1% P/S, 0.5% D-glucose, 10 mM HEPES. Life cell imaging was performed in tile scans including z-stacks of 8–10 µm step size every 15 min with a confocal-like Leica DMi8 fluorescent microscope in combination with a THUNDER® imager unit (Leica, Germany) and the corresponding software *LASX* (Leica, Germany) equipped with an incubation chamber (37 °C, 5% CO_2,_ and 95% relative humidity; excitation wavelength of 544 nm with TRITC emission filter). Post-processing was executed in the *LASX* software using the “*Mosaic Merge*”- and “*Thunder Lightning (Large Volume)*” tools. A maximum intensity projection of the merged tile scans was processed using the *Fiji* software^101^ and *LASX*. Analysis was performed blindly using the manual track plugin from *ImageJ* (NIH, USA) to track cells with a migration time of at least 6 h.

### Histology and immunocytochemistry

For embryonic brains, on-slide immunohistochemistry was conducted on 50-µm coronal sections (CM3050 S Cryostate (Leica, Germany)), collected on Superfrost®Plus (Avantor, USA) object slides as described in Pensold et al.^20^. All samples were washed for 5 × 20 min in 1× PBS /0.5% Triton X-100/0.5% Tween®20 with constant horizontal shaking (50 rpm) and treated with blocking solution (4% bovine serum albumin (BSA) and 10% normal goat serum in 1× PBS/0.5% Triton X-100/0.5% Tween®20) for 2 h at room temperature (RT). Primary antibody incubation diluted in blocking solution was conducted overnight at RT in a humid chamber. After washing (5 × 20 min) in 1× PBS/0.5% Triton X-100/0.5% Tween®20, secondary antibodies were applied in blocking solution for 2 h at RT. After washing for 3 × 20 min, samples were stained with 4’,6-diamidino-2-phenylindol dihydrochloride (DAPI, 1:10,000 in PBS, Carl Roth, Germany) for 15 min at RT, followed by washing twice for 5 min with PBS. Sections were embedded in Mowiol or Fluoromount (Thermo Fisher Scientific, USA).

For adult brains, immunohistochemistry was performed in free-floating sagittal and coronal sections (30 µm; CM3050 S Cryostate (Leica, Germany)). Slices were transferred to 1× PBS and stored at 4 °C. For sagittal sections, Bregma 1.32 and 1.44 were used, while Bregma 1.18, 1.10, 0.14, −0.22, −3.08, and −3.28 were taken for coronal sections. The same procedure as for embryonic sections was applied, except that antigen retrieval with heated HistoVT One® (1× HistoVT One®/H_2_O bidest., Nacalai, Japan) at 70 °C for 20 min was performed for staining against DNMT1. Sections that were stained for SST, calretinin, SOX2, and NPY underwent an antigen retrieval with citrate buffer (95 °C; 10 mM, pH 6.0, supplemented with 0.5% Tween®20) for 15 min and subsequent cool-down for 30 min before washing. Finally, all sections were transferred onto glass slides in 0.5% (w/v) gelatine/0.05% (w/v) chromium(III) potassium sulfate dodecahydrate (KCrS_2_O_8_)/H_2_O solution prior to embedding in Mowiol.

Immunostaining on dissociated MGE and cortical single cells was conducted by washing coverslips with 1× PBS/0.1% Triton X-100 for 3×5 min and blocking with 1× PBS/0.1% Triton X-100/4% BSA for 30 min at room temperature. Primary antibodies were applied for 2 h at room temperature. After washing for 3×5 min with 1× PBS/0.1% Triton X-100, the secondary antibody was incubated for 1 h at room temperature. Phalloidin-647 diluted 1:1000 in 1× PBS (#ab176759, Abcam, USA) was applied for 20 min after washing. Then, a final washing step with 1× PBS for 10 min and a DAPI staining (1:10000/1× PBS; Carl Roth, Germany) for 5 min were performed, and coverslips were mounted in Mowiol.

Following primary antibodies were used: mouse anti-Calretinin (1:500; Swant, Switzerland, #6B3), rabbit anti-NPY (1:2500; Immunostar, USA, #2940), rabbit anti-TBR1 (1:200; Abcam, USA, #ab31940); rabbit anti-EOMES (1:500; Abcam, USA, #ab23345); rat anti-SST(1:100; Millipore, USA, #MAB354), mouse anti-Parvalbumin (1:2000; Swant, Switzerland, #235); rabbit anti-DNMT1 (1:100; Santa Cruz, USA, # sc20701); rabbit anti-CUX1 (CDP; 1:100, Santa Cruz, USA, #sc13024); mouse anti-Nestin (1:100; Merck USA, #MAB353), rabbit anti-ß-Tubulin III (1:500; Sigma Aldrich, USA, #T2200), mouse anti-SOX2 (1:200; #MA1-014, Invitrogen, USA) and rabbit anti-ERBB4 (1:1000; Proteintech, USA, #22387-1-AP).

Following secondary antibodies conjugated with respective fluorophores were used at 1:1000 dilutions: Alexa488-goat anti-Rat IgG (Invitrogen, USA, #A11006) Cy5-Goat anti-Rabbit IgG (Life Technologies, USA, #A10523), A488-Donkey anti-Mouse IgG (Jackson, USA, #15454150), Cy5-Goat anti-Mouse IgG (Jackson, USA, #115175146), A488-Goat anti-Rabbit IgG (Life Technologies, USA, #A11008).

Detailed information on the microscopes and the settings for capturing immunocyto- and histochemical stainings is provided in the supplementary methods.

### Transcriptome data on neurons overexpressing DNMT1

*Dnmt1*^*tet/tet*^ mouse embryonic stem cells have been previously described and obtained by Prof. K. Naga Mohan (Hyderabad University, Hyderabad, India)^102^. The levels of DNMT1 in these cells are four times higher than those of the normal wild-type *R1* ESCs. Upon differentiation, the induced *Dnmt1*^*tet/tet*^ neurons produced contain twice the DNMT1 levels as in *R1* neurons^102^. Differential expression gene data on *Tet/Tet* neurons were taken from Singh et al.^36^ and genes with significantly altered transcript levels were compared with the transcriptome data on the tissues lacking DNMT1.

### Enrichment of E14.5 tdTomato^+^ cells for RNA and methyl-sequencing

For FACS-mediated enrichment of *Sst-Cre*/*tdTomato* cells, telencephalons were prepared from E14.5 embryos and subjected to cell dissociation. Nuclease-free reaction tubes were used during isolation and long-term storage of the resulting material. The telencephalons were collected in cold HBSS (w/ phenol red, w/o calcium, w/o magnesium)/0.65% D-glucose; 4 µg/µL (600 U) of DNAse I (AppliChem GmbH, Germany). After treatment with 0.04% trypsin for 17 min at 37 °C, HBSS was replaced by DMEM with additional L-glutamine and 4.5 g/L D-glucose, 10% FBS, and 1% P/S to stop the trypsinization. Subsequently, the cells were pelleted, resuspended, and triturated in cold HBSS (w/o phenol red, w/o calcium, w/o magnesium)/0.65% D-glucose, before being filtered through a nylon gauze (pore size 140 µm, Merck, USA) for FACS.

FACS was performed by the Flow Cytometry Facility (FCF, University Hospital RWTH Aachen, Germany). Respective parameters for the procedure using a BD FACS Aria Fusion (BD Biosciences, USA) were defined as follows: 5-laser (FCS, SSC, PE, BV421), 18-color (3-6-2-4-3). TdTomato-positive cells were either collected in 100 µL of cold TRIzol™ (Thermo Fisher Scientific, USA) for subsequent RNA sequencing or in 100 µL of cold HBSS (w/o phenol red, w/o calcium, w/o magnesium)/0.65% D-glucose for further processing for DNA methylation analysis. Finally, all samples were stored at −80 °C.

### Total RNA seq

TdTomato-positive E14.5 *Sst-Cre/tdTomato or Sst-Cre/tdTomato/ Dnmt1 loxP* ^*2*^ cells from the basal telencephalon and the cortex were FAC-sorted into 100 µL TRIzol™ reagent (Thermo Fisher Scientific, USA). Samples were mixed by inversion and stored at −80 °C until processing. RNA was isolated from 50,000 cells pooled per genotype. The samples were filled up to 1 mL with TRIzol™ and dounced 25 times in a glass homogenizer using the small-clearance pestle. Samples were incubated for 5 min at room temperature, supplemented with 200 µL of chloroform, and mixed by shaking vigorously until a homogenous milky solution appeared. Following another incubation at room temperature (until a visible phase separation appeared), samples were centrifuged at 13,000 × *g* and 4 °C for 15 min in a tabletop centrifuge with cooling function. For precipitation, the clear upper phase was collected and mixed with 70% ethanol. Samples were bound onto RNeasy mini columns (Qiagen, Germany) and washed according to the instructions in the manual. RNA was eluted with 30 µL nuclease-free water.

RNA concentrations were determined using a Qubit™ 4 fluorometer (Thermo Fisher Scientific, USA) with RNA HS reagents (Thermo Fisher Scientific, USA). RNA integrity was checked on a Tape Station 4200 using the HS RNA kit (Agilent Technologies, USA).

Prior to library preparation, samples were digested with HL dsDNAse I (ArcticZymes Technologies ASA, Norway) for 10 min at 37 °C to remove traces of gDNA. To avoid digestion of the newly generated cDNA during library preparation, the dsDNAse I was heat-inactivated for 5 min at 58 °C. Thereafter, samples were subjected to library preparation using the TAKARA SMARTer Stranded Total RNA-Seq Kit v3 - Pico Input Mammalian for Illumina (Takara Bio, Japan). Fragmentation was done at 94 °C for 4 min. Illumina adaptors and indices were ligated to cDNA in a PCR reaction with five cycles (98 °C for 15 s, 55 °C for 15 s, and 68 °C for 30 s). RRNA depletion was performed on the amplified libraries. Final libraries were subjected to an upscale PCR with 13 cycles (98 °C for 15 s, 55 °C for 15 s, and 68 °C for 30 s). Amplified libraries were cleaned with magnetic AMPure XP beads (Beckman Coulter, USA). Library concentration was determined with a Qubit™ 4 fluorometer using the 1× dsDNA HS reagent (Thermo Fisher Scientific, USA). Library size was assessed on a Tape Station 4200 using the DNA D1000 kit (Agilent Technologies, USA).

Libraries were diluted, equimolarly pooled, denatured, and loaded for clustering onto an Illumina NovaSeq 6000 SP (200 cycles) flow cell (Illumina, USA) in conjunction with a 1% PhiX control library, and run on an Illumina NovaSeq machine (Illumina, USA) in 75 bp paired-end mode. The 1% PhiX control library was spiked in to improve base calling accuracy.

*FASTQ* files were generated using *bcl2fastq* (Illumina, USA). To facilitate reproducible analysis, samples were processed using the publicly available *nf-core/rnaseq* pipeline version 3.12^103^ implemented in *Nextflow* 23.10.0^104^ with minimal command. In brief, lane-level reads were trimmed using *Trim Galore* 0.6.7^105^ and aligned to the mouse genome (GRCm39) using *STAR* 2.7.9a^106^. Gene-level and transcript-level quantification was done by *Salmon* v1.10.1^107^. All analysis was performed using custom scripts in *R* version 4.3.2 using the *DESeq2* v.1.32.0 framework^108^.

### MethylSeq

TdTomato-positive E14.5 *Sst-Cre/tdTomato* and *Sst-Cre/tdTomato/ Dnmt1 loxP* ^2^ cells were FAC-sorted into 100 µL HBSS. Samples were mixed by inversion and stored at −80 °C until processing.

DNA was isolated from at least 50,000 pooled cells per sample using the PureLink genomic DNA Mini Kit (Thermo Fisher Scientific, USA). Per genotype, the samples were initially pooled by volume (200 µL each), supplemented with lysis buffer provided in the kit, and incubated with 2 µL proteinase K (Thermo Fisher Scientific, USA) at 55 °C for 10 min. DNA was precipitated with 100% ethanol. Samples were bound to one column per genotype each, washed as instructed, briefly dried, and eluted with 35 µL Tris-EDTA (TE) buffer. DNA concentrations were determined using the Qubit^TM^ 4 fluorometer with the 1× dsDNA HS reagent (Thermo Fisher Scientific, USA). Quality/integrity was checked on a Tape Station 4200 using the Genomic DNA kit (Agilent Technologies, USA).

Libraries were generated using the Enzymatic Methyl-seq kit for Illumina (#E7120, New England Biolabs, USA). After enzymatic shearing for 25 min at 37 °C with the NEBNext UltraShear enzyme and buffer, followed by an inactivation at 65 °C for 15 min, 5-methylcytosines were oxidized by TET2 after adaptor ligation. Samples were denatured with formamide and deaminated with APOBEC. Libraries were subjected to 7 cycles of upscale PCR (98 °C for 10 s, 62 °C for 30 s, and 65 °C for 60 s). Library concentrations were determined with a Qubit^TM^ 4 fluorometer and the 1× dsDNA HS reagent (Thermo Fisher Scientific, USA). All recommended clean-up steps were performed with magnetic AMPure XP beads (Beckman Coulter, USA). Library size was assessed on a Tape Station 4200 using the DNA D5000 kit (Agilent Technologies, USA). Concentrations were determined with a Qubit^TM^ 4 fluorometer and the 1× dsDNA HS reagent (Thermo Fisher Scientific, USA).

Libraries were diluted, equimolarly pooled, denatured, and clustered onto a NovaSeq 6000 S1 v1.5 (300 cycles) flow cell (Illumina, USA). The 1% PhiX control library was spiked in to improve base calling accuracy. Paired-end sequencing was performed with 151 cycles.

*FASTQ* files were generated using *bcl2fastq* (Illumina, USA). To facilitate reproducible analysis, samples were processed using the publicly available *nf-core/methylseq* pipeline version 3.0.0^103^ implemented in *Nextflow* 24.10.5^104^ with the minimal command. Briefly, *FastQC* (http://www.bioinformatics.babraham.ac.uk/projects/fastqc) and *Trim Galore*^109^ were utilized to perform quality control, and clean reads were aligned to the reference genome using *Bismark*^110^ to account for bisulfite conversion and identify methylated cytosines. Differentially methylated sites and regions were called by the *R* package *DSS*^111^ and annotated using the *GENCODE VM23* dataset. Regions were similarly annotated with a margin of 3 kb in front of the TSS. Methylation tracks were converted from mm10 to mm39 using *rtracklayer*^112^ for integration with RNA seq data and visualized in *IGV* ^113^. The sequence of the promoter regions, defined as 3 kb before and after the TSS, was further analyzed for the enrichment of previously identified DNMT1-binding motif using the *AME* algorithm provided within the *MEME suite*^114^. Gene sets of interest were analyzed for the enrichment of gene ontology terms using *ShinyGO* 0.80/0.82 with the *biological processes*’ dataset^115^.

### Single-cell RNA-sequencing

The dorsal telencephalons from E14.5 C57BL/6 J mice were dissected. Single-cell suspensions were prepared using a papain dissociation system (#LK003150; Worthington Biochemical Corporation, USA), and all centrifugation steps were done at 4 °C. Cells were manually counted using Trypan Blue exclusion, which consistently showed a viability greater than 95%.

ScRNA-seq libraries were prepared using the 10x Genomics 3’ Gene Expression Kit v3.1 (10x Genomics, USA. Each sample had a target of 10’000 cells and was independently loaded in the Chromium Controller (10x Genomics, USA). Quality control of the cDNA and final libraries was conducted using the High Sensitivity RNA D5000 and D1000 ScreenTape assays (Agilent Technologies, USA), respectively. Libraries were pooled and sequenced on a NovaSeq 6000 using the S2 Reagent Kit v1.5 with 100 cycles (Illumina, USA.

*FASTQ* files were processed using *CellRanger* v7.0.0. All bioinformatics analyses were performed in *R* 4.4.0 running under *Ubuntu* 20.04.6 *LTS*. The *Seurat* v5 package^116^ was used for filtering, quality control, clustering, and annotation of the data. *CellChat* v2.1.2^58^ was used to compute the cell communication probabilities among different clusters.

### Single-nucleus RNA-sequencing

The medial neocortices from E16.5 *Sst-Cre/tdTomato* and *Sst-Cre/tdTomato/Dnmt1 loxP* ^*2*^ mice were dissected. The samples were snap-frozen on dry ice and stored at −80 °C until library preparation to ensure RNA integrity was maintained while the genotype and the sex of each sample could be verified for a bias-free transcriptomic analysis. Consequently, single-nucleus RNA sequencing (snRNA-seq) was selected over scRNA-seq to accommodate the processing of frozen samples. The nuclei were extracted from the frozen tissue by discontinuous sucrose gradient ultracentrifugation. Briefly, the tissue was homogenized in 1 mL of lysis buffer (0.32 M sucrose, 10 mM Tris-HCl (pH 8.0), 5 mM CaCl2, 3 mM Mg acetate, 1 mM dithiothreitol (DTT), 0.1 mM EDTA, 0.1% Triton X-100, 50 U/mL RNase inhibitors (#M0314S, New England Biolabs, USA)) using a 2-mL glass Dounce homogenizer on ice and stroking 25 times with pestle A followed by 100 strokes with pestle B. The homogenates were transferred to 5-mL ultracentrifuge tubes (#344057, Beckman Coulter) and under-layered with 3 mL of sucrose cushion (1.8 M sucrose, 10 mM Tris-HCl (pH 8.0), 3 mM Mg acetate, 1 mM DTT, 50 U/ml RNase inhibitors). The samples were loaded onto a Sw-55 Ti rotor and centrifuged for 1 h at 4 °C and 28,300 rpm (97,500x *g*). The nuclei pellets were resuspended in 150 µl of cold 1% BSA in PBS and immediately fixed using the Evercode™ Nuclei Fixation kit (Parse Biosciences, USA) following the manufacturer’s guidelines. The fixed nuclei were stored at −80 °C until library preparation.

The snRNA-seq libraries were generated with the Evercode™ WT kit (Parse Biosciences, USA). The quality check of the cDNA and the final libraries was performed using the High Sensitivity D5000 and D1000 ScreenTape kits (Agilent Technologies, USA). Libraries were equimolarly pooled and sequenced in conjunction with 5% PhiX control library on an Illumina NovaSeq machine in paired-end mode using the S2 Reagent Kit v1.5 (200 cycles; Illumina, USA).

The sequencing dataset was processed using *Trailmaker*^TM^ (https://app.trailmaker.parsebiosciences.com/; Parse Biosciences, 2024). Unfiltered count matrices were further processed using the *Seurat* package for *R* (*R* 4.4.1, Seurat 5.0.1.9001)^116^. Cells were filtered based on counts, discarding cells below 1500 and above 60000 reads per cell. Dead or dying cells were removed by filtering droplets with high mitochondrial content (10% cut-off).

Subsequently, data was normalized prior to principal-component analysis (PCA) and Leiden-clustering. A Uniform Manifold Approximation and Projection (UMAP) embedding was calculated to visualize the results. Cluster-specific marker genes were identified by comparing cells of each cluster to all other cells using the *presto* package implementation of the Wilcoxon *rank-sum* test. The top marker genes for each cluster were cross-referenced with known cell type-specific markers from the literature and publicly available databases.

The Annotated Clusters were subsequently used to infer cell-cell communication probabilities using the *CellChat* Database and corresponding *R* package (*CellChat* version 2.1.2)^58^.

### MERSCOPE analysis

Spatial transcriptomic analysis was performed on 10 µm brain sections from fresh-frozen E16.5 *Sst-Cre/tdTomato* and *Sst-Cre/tdTomato/Dnmt1 loxP* ^*2*^ embryos using the MERSCOPE™ system (Vizgen, USA) according to the manufacturer’s instructions. Briefly, tissue samples were mounted onto specialized slides (MERSCOPE slides, #20400001, Vizgen, USA) and fixed to preserve RNA integrity. Multiplexed Error-Robust Fluorescence In Situ Hybridization (MERFISH) was then applied, where gene-specific oligonucleotide probes hybridized to target RNA molecules. We used the commercially available Pan Neuro panel, covering 500 transcripts used for the identification of cell types in the mouse Brain.

Following hybridization, high-resolution fluorescence imaging was conducted on the MERSCOPE platform to capture the spatial distribution of individual transcripts at subcellular resolution. The imaging data was preprocessed on the instrument, which decodes RNA signals, assigns molecular identities, segments the tissue into cells, and quantifies transcript abundance across individual cells within the tissue.

Two brain tissue sections from comparable anatomical planes were analyzed using *Seurat* in *R (R* 4.4.1*, Seurat* 5.0.1.9001*)*. After normalization and identification of highly variable features for each dataset, the datasets were integrated using reciprocal PCA to account for shared sources of variation. Clustering was performed using the *Louvain* algorithm at a resolution of 0.8, and clusters were manually annotated based on marker genes identified through differential expression analysis. Heterogeneous clusters were further resolved through subclustering, with iterative marker analysis and annotation revealing additional distinct cell types and states within the brain tissue.

### Neuropixels recordings and behavioral experiments

#### Surgical procedures

Mice received systemic analgesia prior to surgical procedures in form of subcutaneous injections of carprofen (4 mg/kg, Rimadyl, Zoetis GmbH, Germany) and buprenorphine (0.1 mg/kg, Buprenovet sine, Bayer Vital GMBH, Germany) and were then anesthetized using (1%–2.5%) isoflurane in oxygen. The eyes were covered with eye ointment (Bepanthen, Bayer Vital GmbH, Germany) to prevent them from drying out. Following a local injection of bupivacaine (0.08 mL of 0.25% Bucain 7.5 mg/mL, Puren Pharma GmbH, Germany), the scalp was incised and pushed outward to fix it in place using tissue adhesive (Vetbond, 3 M). A circular headbar was attached on top using dental cement (C&B Metabond, Parkell USA; Ortho-Jet, Lang Dental). For electrophysiological recordings, craniotomies were performed to inject a viral vector into the cortex (*AAV1.shortCAG.dlox.hChR2(H134R).WPRE.hGHp*, Zurich Vector Core, viral titer = ~8 × 10^12^ vg/mL). We targeted primary somatosensory (S1) and visual (V1) cortex (stereotactic coordinates; S1: −1.5 mm anteroposterior and −3.5 mm mediolateral from Bregma; V1: −4 mm anteroposterior and −2 mm mediolateral from Bregma) and injected a volume of 200 nL in bouts of 10 nL with a 14-s delay between bouts (Nanoject III, Drummond Scientific, USA). For each coordinate, injections were performed at two cortical depths (300 and 600 µm), adding up to a total volume of 400 nL per injection site. The glass pipette was removed at least 5 min after the full volume was injected to reduce the risk of backflow. After viral injections, a 3-mm wide round coverslip was placed inside the craniotomy and fixed with light-curable dental cement (DE Flowable composite, Nordenta, Germany). The coverslips contained a small opening (~0.2 mm) that was covered with silicon to allow access of the Neuropixels probes to the cortex. After the surgery, all animals received the same injections of carprofen and buprenorphine as in the beginning. They also received buprenorphine (0.009 mg/mL, Buprenovet sine, Bayer Vital GmbH, Germany) and enrofloxacin (0.0227 mg/mL, Baytril 5%, Bayer Vital GMBH, Germany) in their drinking water for three days following the surgery. Behavioral training started after at least two weeks of recovery

### Neuropixels recordings

Electrophysiological recordings were done with Neuropixels 1.0 Probes in head-fixed mice, freely running on a wheel. For each mouse, we performed four recordings on consecutive days. To later recover the probe position in each recording, the probes were painted with DiD cell labeling solution (Invitrogen V22887, USA) before each recording. To record neural responses to tactile stimulation across all cortical layers, the probes were inserted at an orthogonal angle to the brain surface (~10°). The stimulation protocol was started 5–10 min after insertion. We recorded high pass-filtered data above 300 Hz at 30 kHz and low pass-filtered signals between 0.5 and 100 Hz at 2.5 kHz from the bottom 384 channels of the Neuropixels probe ( ~ 3.8 mm active recording area). Signals were acquired with an external Neuropixels PXIe card (IMEC, Belgium) used in a PXIe-Chassis (PXIe-1071, National Instruments, USA). Triggers and control signals for different stimuli and wheel movements were separately recorded as analog and digital signals using the *SpikeGLX* software (Janelia Farm Research Campus, USA; Bill Karsh).

Visual stimulation to induce gamma oscillations consisted of 5-s long full-field drifting square wave gratings at horizontal orientation and a spatial frequency of 0.04 cycles per degree. All visual stimuli were presented at a 17 cm distance from the right eye on a gamma-corrected LED-backlit LCD monitor (Viewsonic VX3276-2K-MHD-2, 32”, 60 Hz refresh rate). Tactile stimulation was controlled by a microcontroller-based finite state machine (Bpod r2, Sanworks, USA) using custom *Matlab* code (2020b, MathWorks). Tactile stimuli consisted of 20-ms long air puffs at 0.03 bar pressure directed at the distal parts of the whiskers. In each trial, two air puffs were presented at an inter-stimulus interval of 500 ms. The overall stimulation protocol consisted of 50 tactile trials and 50 visual trials in randomized order. Inter-trial intervals were also randomized between 3 and 5 s.

To extract spiking activity, channels that were broken or outside of the brain were detected and removed from the recording using the *SpikeInterface* analysis toolbox. The remaining channels were time-shifted and median-subtracted across channels and time. Corrected channels were then spike-sorted with the *Kilosort 2.5* software and manually curated using *phy*. All sorted spiking and local field potential data were analyzed using custom *Matlab* code (2020b, MathWorks).

To identify strong oscillatory events in some recordings, we analyzed the LFP signal at a cortical depth of 500 μm and computed the spectrogram with a short-time Fourier transform and a moving window approach (2-s-long Hamming window with a step size of 0.1 s). We then calculated the mean spectral power between 0.5 and 10 Hz after subtracting the median power for each frequency over the entire session. The resulting trace was then z-scored, and we identified potential epileptiform events where the mean spectral power remained above 2 standard deviations for at least 10 s. This identified a total of eight putative epileptiform events between 18.2 and 39.5 s across all *Dnmt1* KO recordings, whereas no events were detected in WT mice. To ensure that electrophysiological results were not affected by this activity, we excluded all data during, as well as 15 s before and after each event, from all subsequent analyses.

Peri-event time histograms (PETHs) for sensory responses in each cluster were computed with a bin size of 10 ms and baseline-subtracted by the mean activity within 1 s before the laser onset (between 2 to 1 s before the first tactile stimulus). Trial-averaged local field potentials (LFPs) in response to sensory stimulation were similarly baseline-corrected. To compute current source densities (CSDs) from LFP signals, we used the inverse CSD method by Pettersen et al.^69^. We applied the spline iCSD method, assuming a smoothly varying CSD between electrode contacts, based on polynomial interpolation. We assumed a homogeneous, isotropic conductivity of *σ *= 0.3 S/m within and directly above the cortex^69^. To reduce spatial noise, the estimated CSD was subsequently convolved with a Gaussian spatial filter with a standard deviation of 0.1 mm. For LFP and CSD analyses, the signals from neighboring contacts at the same depth were averaged together to improve signal quality. After recordings, brains were prepared and cryo-sectioned coronally for control of electrode positioning. Images were acquired using an inverted fluorescence microscope (EVOS M5000, Thermo Fisher) using either a ×1.25 or a ×10 objective. For DiD imaging in the infrared range, a filter set with an excitation wavelength of 635/18 nm and an emission wavelength of 692/40 nm (Light Cube, Cy5) was used. For DAPI, a filter set with an excitation wavelength of 357/44 nm and an emission wavelength of 447/60 nm (Light Cube, DAPI 2.0) was applied.

### Evidence accumulation task

Head-fixed, water-deprived mice (8–12-week-old males, *N* = 7 Ctrl mice and *N* = 6 KO animals) were stepwise introduced to performing a series of uni- or multisensory evidence accumulation tasks in a custom-built setup. The stimulus presentation, lick detection, and reward delivery were driven by a microcontroller-based finite state machine running on a *Teensy* 3.2 (PJRC) and using custom *Python* code (*Python* 3.7; https://github.com/NabbefeldG/MS_task_gerion_V2_5). For all trials, the general scheme of events was similar: for 3 s, randomized sequences of up to 6 visual, tactile, or visuotactile stimuli were presented on one or both sides of the mouse. After a 0.5-s-long delay period, the animal had to respond within 2 s to obtain a reward. The ITI between trials was 3.5 s. Mice were first trained on reliably detecting visual stimuli, consisting of 6 visual gratings (spatial frequency = 0.018 cycles per degree) that were moving over the screen at a temporal frequency of 2 Hz. After mice learned to accurately respond on the side, where visual stimuli were presented, tactile stimuli were introduced in the form of 6 air puffs, as described above (see Neuropixels Recordings). Air puffs occurred at regular intervals of 0.5 s during the 3-s stimulus period. After mice also accurately detected the side of tactile stimulation, visuotactile stimuli were introduced, where coherent visual and tactile stimuli were presented. Once mice achieved stable detection performances in all modalities, distractor stimuli of the same modality were introduced on the opposing side. While the number of stimuli in these trials varied to confront animals with different levels of difficulty, the general goal was for the mice to indicate the side with the higher number of presented stimuli.

### Morris water maze (MWM)

Visual navigation and learning capacities were investigated using a MWM. Mice (8–12-week-old males, *N* = 7 Ctrl. mice and *N* = 6 KO animals) were trained to search a translucent platform (Ø 10 cm) in a circular pool (Ø 1 m) containing tepid water. The pool was divided into four virtual quadrants, each of them equipped with distinct visual cues. Mice were tested on 6 consecutive days. Start positions for each trial were chosen at random. Mice remained on the platform for at least 5 s after finding it, to enable memorization of spatial cues. If a mouse did not find the platform within the given time limit, it was manually guided to the platform. In between trials, mice were kept underneath a red lamp for at least 10 min. Animals were habituated to the task on their first day of experiments by performing four trials for a maximum duration of 90 s each. The translucent platform slightly protruded from the water surface to facilitate quick locating. On the following 5 training days, the platform was submerged 1–2 cm below the water surface. All animals conducted 12 trials per day with three starts per quadrant, respectively. The maximum duration per trial was set to 60 s. Mice were recorded from above, and behavioral data were processed using *ANY-maze* (Stoelting Co., USA).

### Nest-building procedure

Nest-shredding and -building tests were performed with male mice between 12 and 24 weeks of age (*N* = 16 animals per genotype). Both *Sst-Cre* strains were tested by placing respective animals in separate housing cages with *ad libitum* access to food and water but without further enrichment except for fresh bedding and nest-building material (standardized autoclaved nestlets with a weight of 2–3 g (5 cm × 5 cm, Lexx, Germany)). For each nestlet, the weight was determined before the experiment, which took place during the murine active phase (5 p.m. to 9 a.m.). After testing, all mice were transferred to their home cages, and the percentage of shredded material as well as the corresponding nest-building score^117^ were recorded. Mice were tested twice within one week, with two days between both trials. The resulting data were averaged for each mouse. The higher the nest-building score, the better the performance: Score 1 (nestlet > 90% intact), Score 2 (nestlet 50-90% intact and only partially torn), Score 3 (nestlet <50% intact but no distinct nest site, < 90% within a defined quarter of cage), Score 4 (nestlet <90% intact, identifiable but flat nest in a defined cage quarter, nest walls <50% of mouse’s body height), and Score 5 (nestlet <90% intact, identifiable nest in a defined quarter of cage, roundish nest with walls covering > 50% of mouse’s body height).

### Pentylenetetrazole (PTZ)-induced epileptic seizure protocol

Male *Sst-Cre/tdTomato* and *Sst-Cre/tdTomato/Dnmt1 LoxP* ^*2*^ mice (13–17-week-old, *N* = 10 animals per genotype) underwent an intraperitoneal administration of pentylenetetrazole (PTZ, Sigma-Aldrich, USA) with 10 mg/kg body weight. PTZ was diluted in sterile Ringer’s solution (pH 7.3–7.4) to a concentration of 5 µg/µL beforehand. All mice received an intraperitoneal injection of PTZ (40 µL of PTZ solution per 20 g body weight) every ten minutes. All tested animals were monitored in transparent cages with no additional enrichment. Within every period of ten minutes, the occurrence of different epileptic events ranked from severity level 0 (no abnormalities) to the most severe score 7 (final tonic-clonic seizure with overstretched limbs and tail) was detected. For each period of ten minutes, all detected severity scores were added up and compared between *Sst-Cre/tdTomato* and *Sst-Cre/tdTomato/Dnmt1 LoxP* ^*2*^ mice. Animals that depicted a final tonic-clonic seizure before the end of the experiment (a maximum of 12 injections and spending 150 min in the setup) were not included in the calculations after their final epileptic event (score 7). Severity levels and corresponding events: 1: immobilization by sudden arrest and lying flat on the ground for several seconds up to minutes. 2: facial twerking, intensive mouth movement, and/or teeth grinding without convulsions. 3: frequent head nodding and/or partial myoclonic events (mostly unilateral limb- or tail clonus). 4: continuous whole-body myoclonus indicated by a stretched back, as well as extensive and dynamic stiffening of the tail with overhead pointing towards the rostrum. 5: clonic seizure characterized by unilateral forelimb clonus and bending over until reaching a sitting/standing position. 6: clonic-tonic seizure with falling on one side, wild rushing, and jumping. 7: generalized tonic-clonic seizure indicated by wild rushing, jumping, and tonic extension culminating in overstretched limbs and tail. This epileptiform event results in respiratory depression and/or death (end of the experiment). After the PTZ protocol, all mice were sacrificed with an overdose of 5 vol% isoflurane (v/v), followed by cervical dislocation after reaching surgical tolerance, verified by loss of withdrawal response to toe pinch.

### Statistics and figure illustration

Statistical tests were performed using *Matlab*, *Python*, *R,* and *GraphPad Prism*. Unless otherwise stated, normally distributed data was tested applying unpaired and two-tailed Student’s *t*-test and an unpaired Welch’s *t*-test, nested two-way ANOVA, and two-way ANOVA followed by Bonferroni correction. For non-normally distributed data, we used a Wilcoxon *rank-sum* test. Respective statistical tests can be found in the main text and individual captions.

Unless otherwise stated, all depicted error bars represent the standard error of the mean (±SEM). Violin plots show the distribution of the numeric data using density curves, with the respective frequency of data points represented by the width. Straight lines represent the median and dotted lines the corresponding interquartile range. Single-value plots (XY-graphs) display all detected data points together with their mean and SEM used to illustrate analyses, including two-way nested ANOVA tests. Data derived from one specimen (embryo, adult mouse) are illustrated by different shapes of the respective data points and can therefore be distinguished from values derived from other animals. For boxplots, the central box represents the interquartile range (IQR), with the median denoted as a horizontal line within the box. Moreover, the 25th percentile (Q1) and the 75th percentile (Q3) of the data are shown. The whiskers extend to the data’s minimum and maximum values.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Video 1

Supplementary Video 2

Supplementary Video 3

Supplementary Video 4

Supplementary Video 5

Supplementary Video 6

Supplementary Video 7

Supplementary Video 8

Supplementary Video 9

Supplementary Video 10

Reporting Summary

Transparent Peer Review file

## Data Availability

The data supporting the results of this study are available as described in the results and the method part as hyperlinks or were directly uploaded to the corresponding data platforms, which are also stated, respectively. We confirm there is no (privacy) conflict in sharing our data openly. Since our study did not use human/patient material, there is no need to anonymize corresponding data to comply with ethical and legal standards. In addition to the original data generated during this research, secondary data used in the analysis are also referenced and can be accessed from the provided raw data overview, the mentioned data servers, or via hyperlinks stated in the study. For further information regarding data access or requests, please contact Geraldine Zimmer-Bensch. The sequencing datasets generated and/or analyzed for this study have been deposited in the Gene Expression Omnibus repository with the following accession numbers: GSE276510 [ChIP-seq], GSE298336 [snRNA-seq], GSE298865 [Methyl-seq], GSE276516 [RNA-seq bT], and GSE300332 [RNA-seq ctx]. The MERSCOPE datasets have been deposited in the Gene Expression Omnibus repository with the accession number GSE298591 [MERFISH]. Single-cell RNA datasets from C57BL6/J embryos used for *CellChat*-based binding predictions are deposited under: GSE300648, GSE300649, and GSE291845 for the E14.5 dataset, and GSE291845, GSE300653 and GSE300678 for the E16.5 dataset. As this dataset is currently under consideration for publication in a different context, access is temporarily restricted and can be granted upon request by contacting Prof. Tanja Vogel (). The MD simulation data have been deposited in the MDposit IRB node under the project number A022O. Neuropixels recording data are available in a figshare repository [10.6084/m9.figshare.28282838].

# Supplementary material for: DNMT1-mediated regulation of somatostatin-positive interneuron migration impacts cortical architecture and function
**Source:** Nat Commun. 2025 Jul 24;16:6834. doi: 10.1038/s41467-025-62114-0
**Supplement:** Supplementary file 1 — Supplementary Information File

# Supplementary Information

## DNMT1-Mediated Regulation of Somatostatin-positive Interneuron Migration Impacts Cortical Architecture and Function

Julia Reichard<sup>1,2\*</sup>, Philip Wolff<sup>1,2\*</sup>, Song Xie<sup>3,4</sup>, Ke Zuo<sup>3,5,6</sup>,  
Camila L. Fullio<sup>7,8</sup>, Jian Du<sup>1</sup>, Severin Graff<sup>2,9</sup>, Jenice Linde<sup>1,2</sup>,  
Can Bora Yildiz<sup>1,2</sup>, Georg Pitschelatow<sup>1,2</sup>, Gerion  
Nabbefeld<sup>2,10</sup>, Lilli Dorp<sup>1</sup>, Johanna Vollmer<sup>1</sup>, Linda Biemans<sup>1</sup>,  
Shirley Kempf<sup>1</sup>, Minali Singh<sup>11</sup>, K. Naga Mohan<sup>11</sup>, Chao-  
Chung Kuo<sup>12</sup>, Tanja Vogel<sup>7</sup>, Paolo Carloni<sup>3,4</sup>, Simon Musall<sup>2,9</sup>  
and Geraldine Zimmer-Bensch<sup>1, 2\*</sup>

52074 Aachen, Germany

Campus, Hyderabad, India

Aachen, Germany

# 1. Supplementary Figures

## Supplementary Figure S1

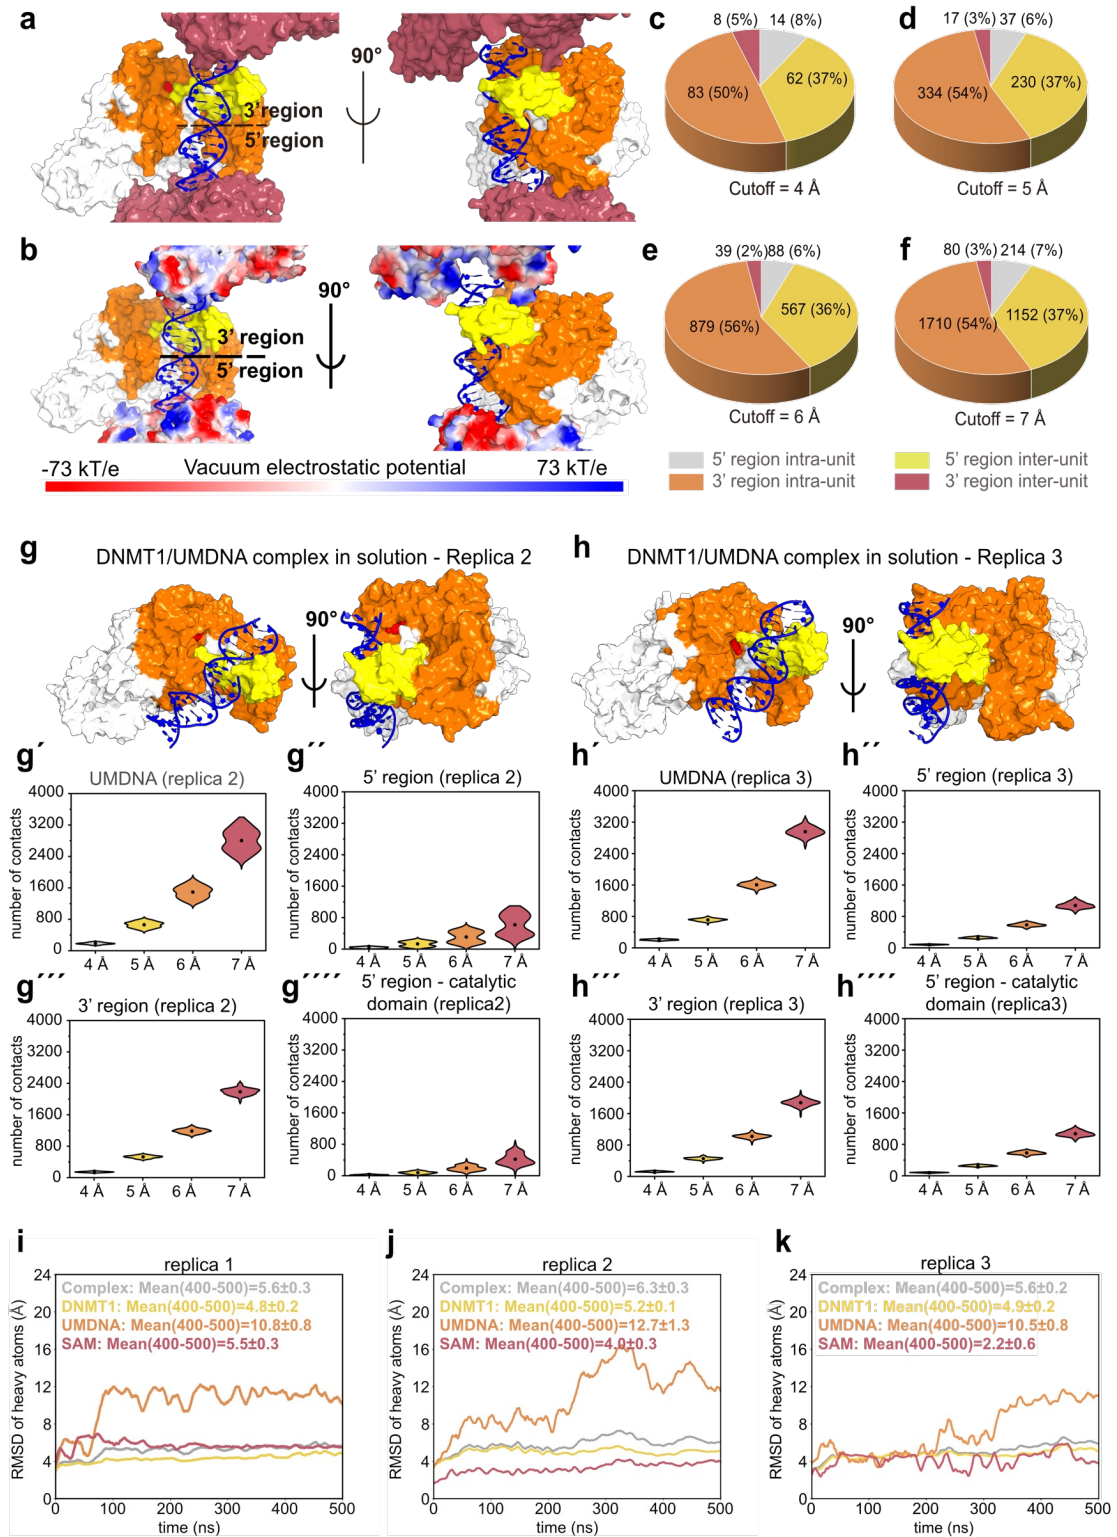

Supplementary Figure S2

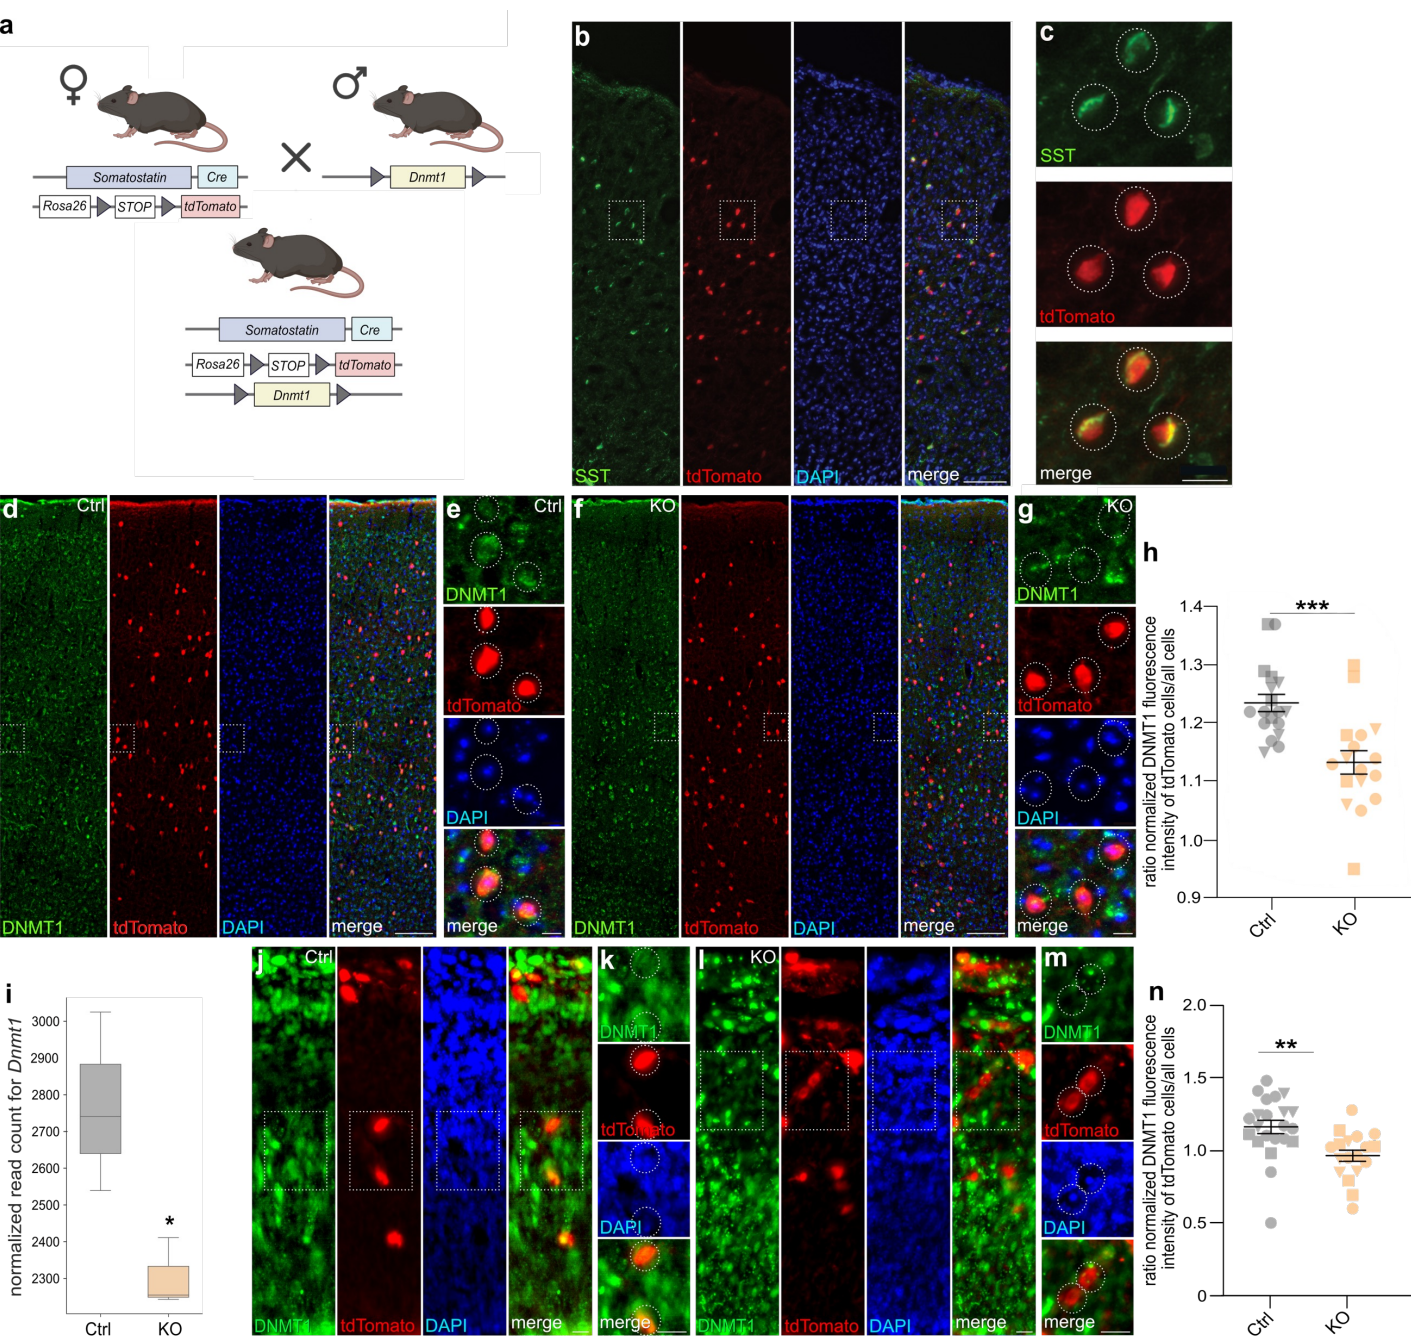

merge

## Supplementary Figure S3

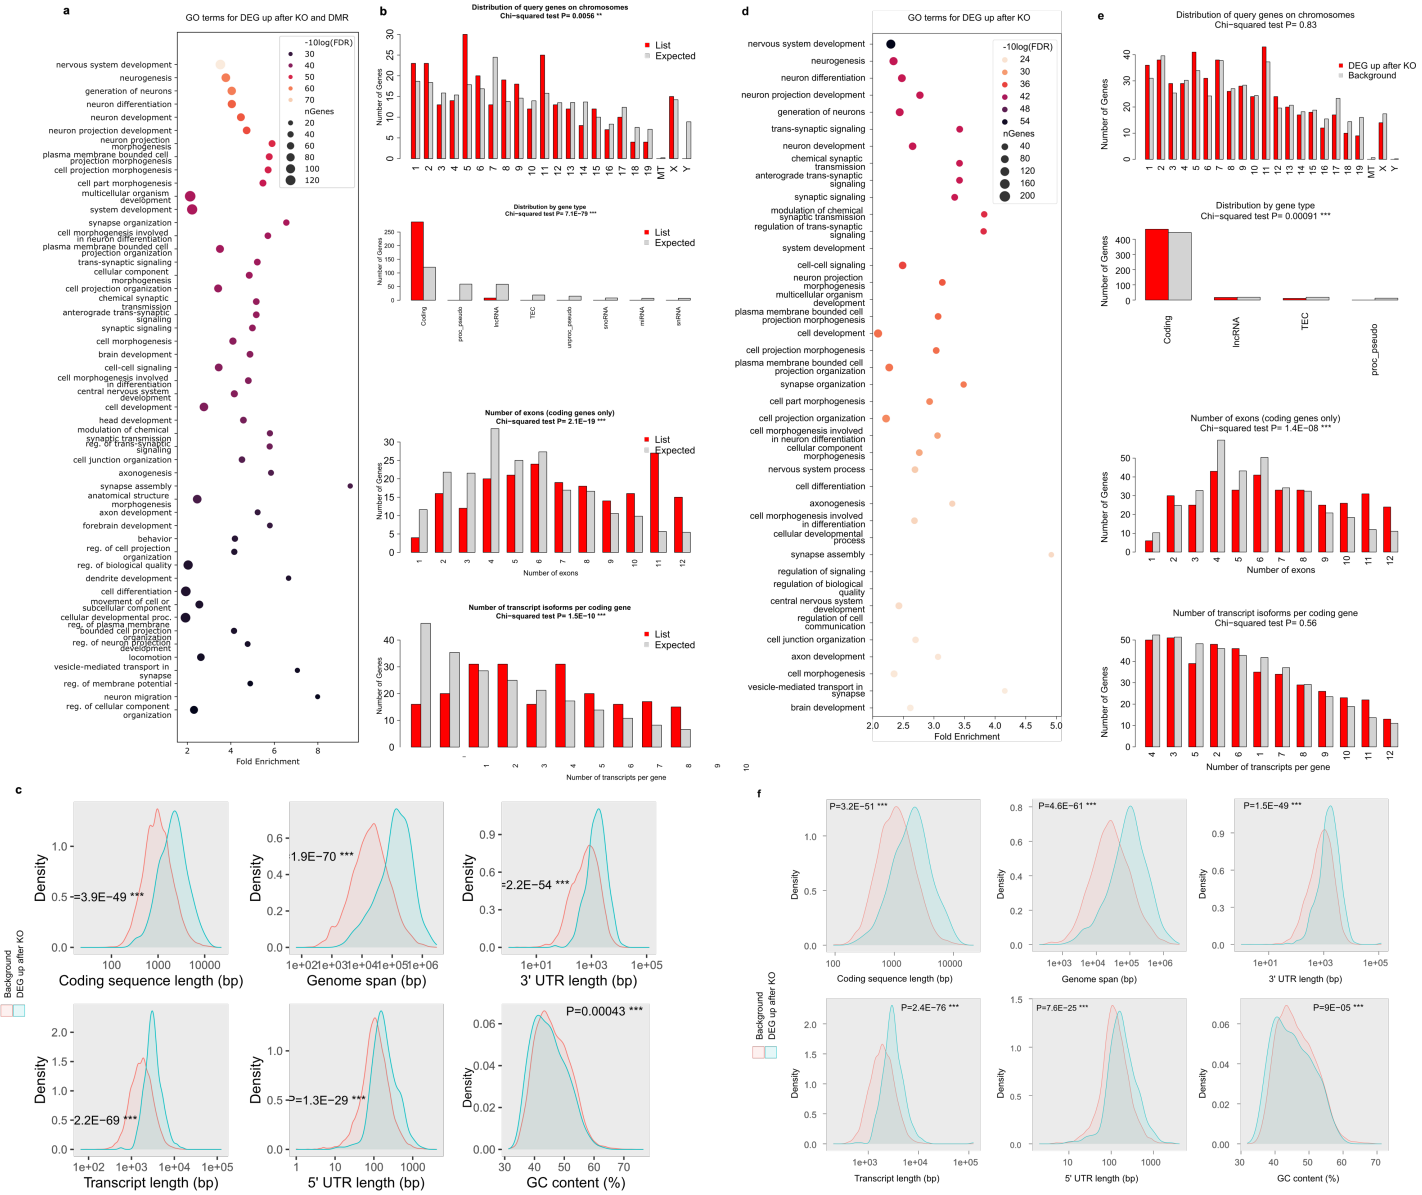

# Supplementary Figure S4

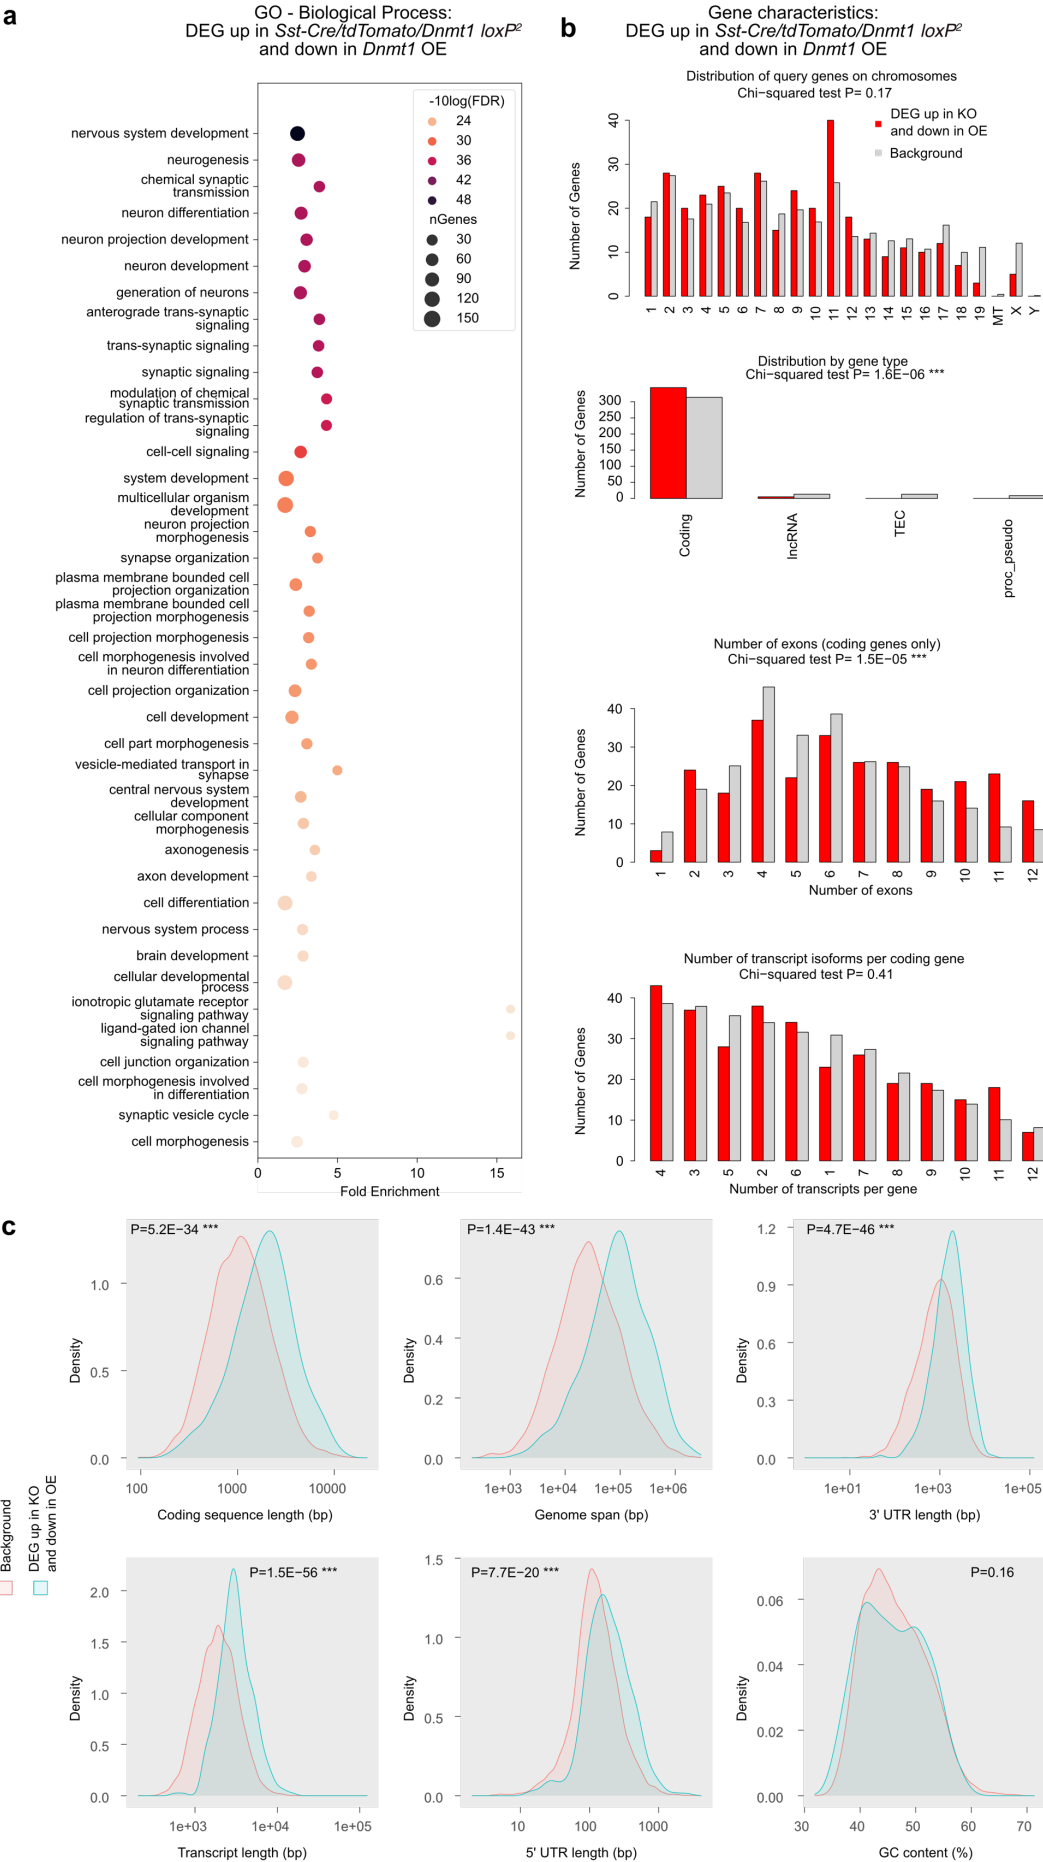

# Supplementary Figure S5

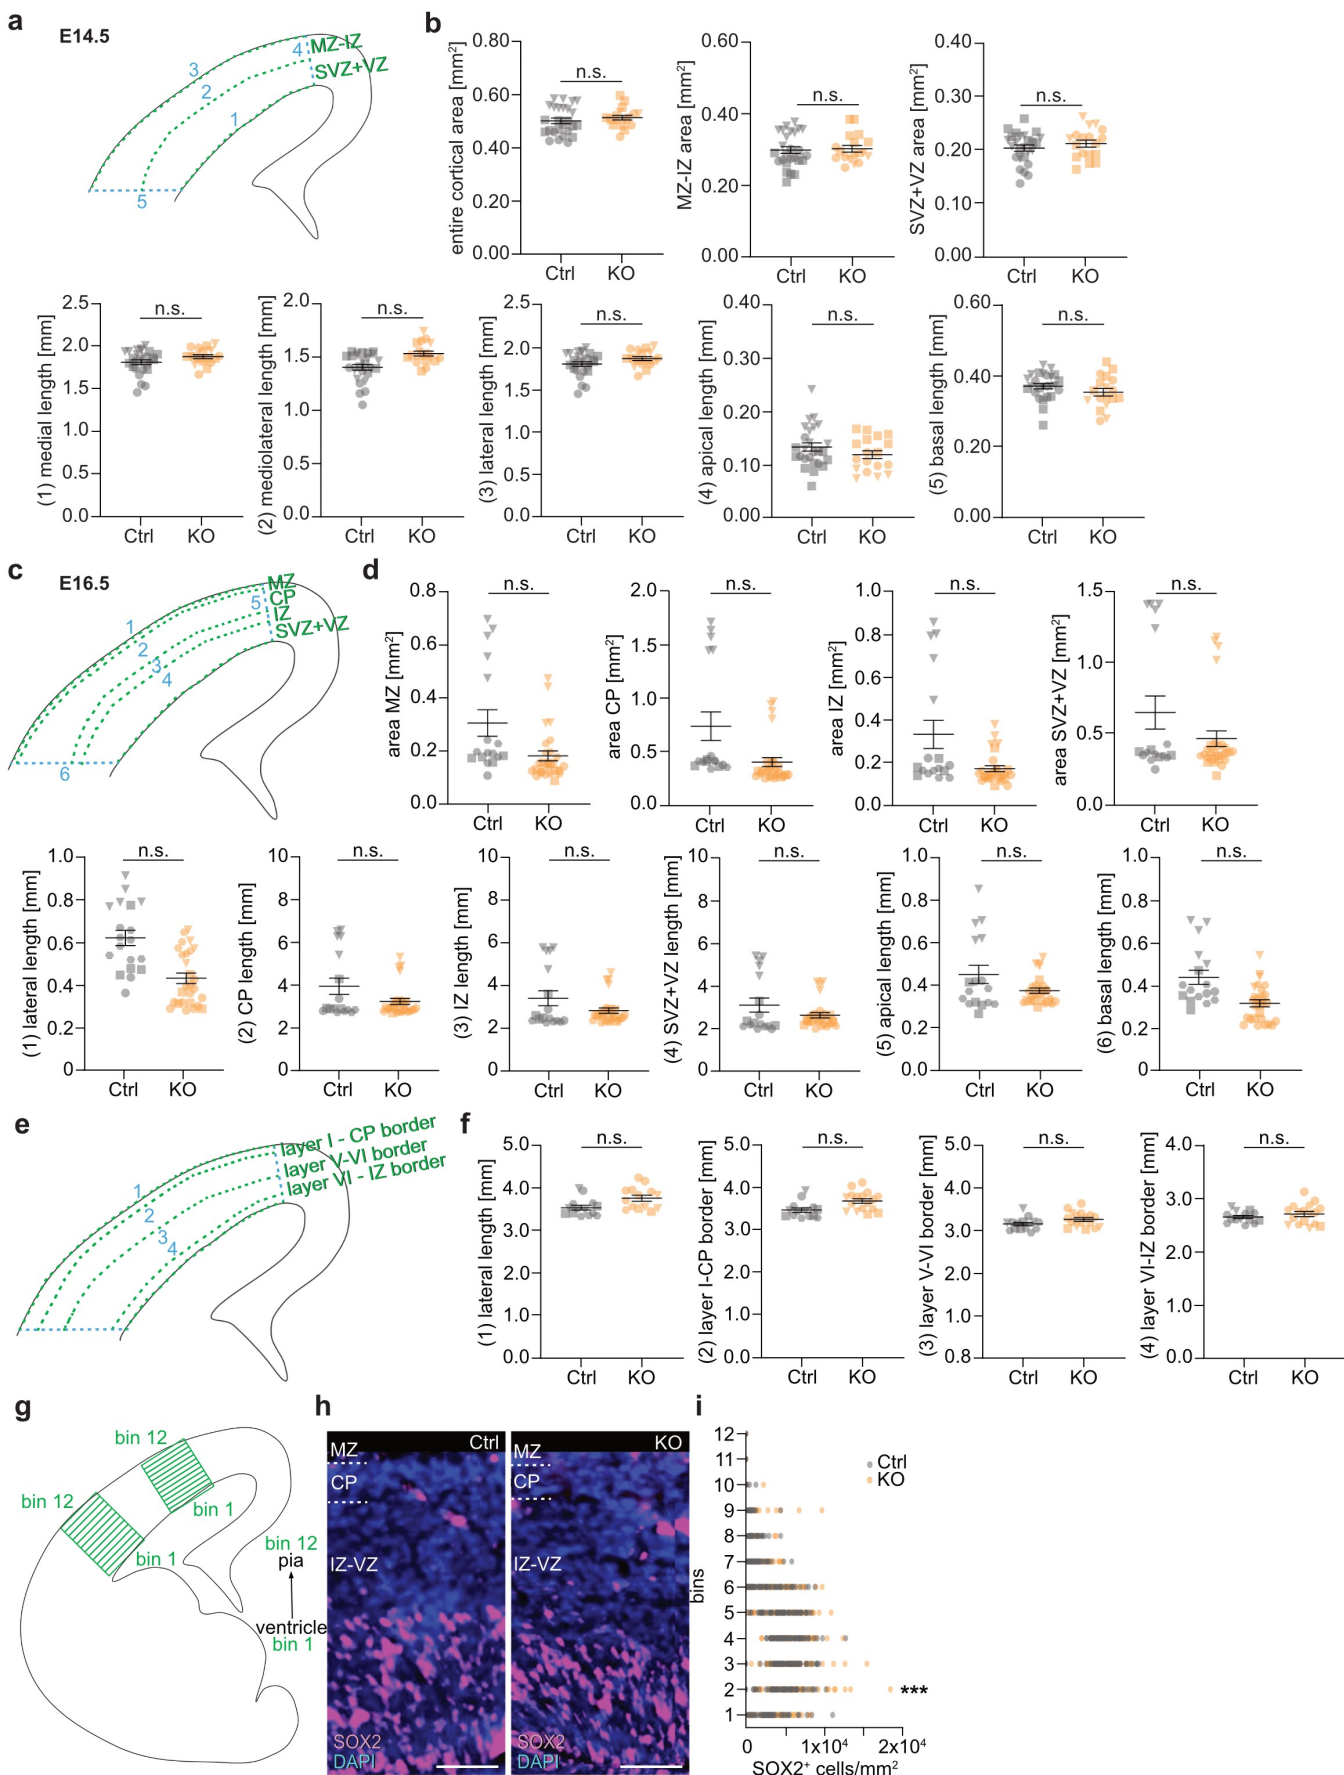

# Supplementary Figure S6

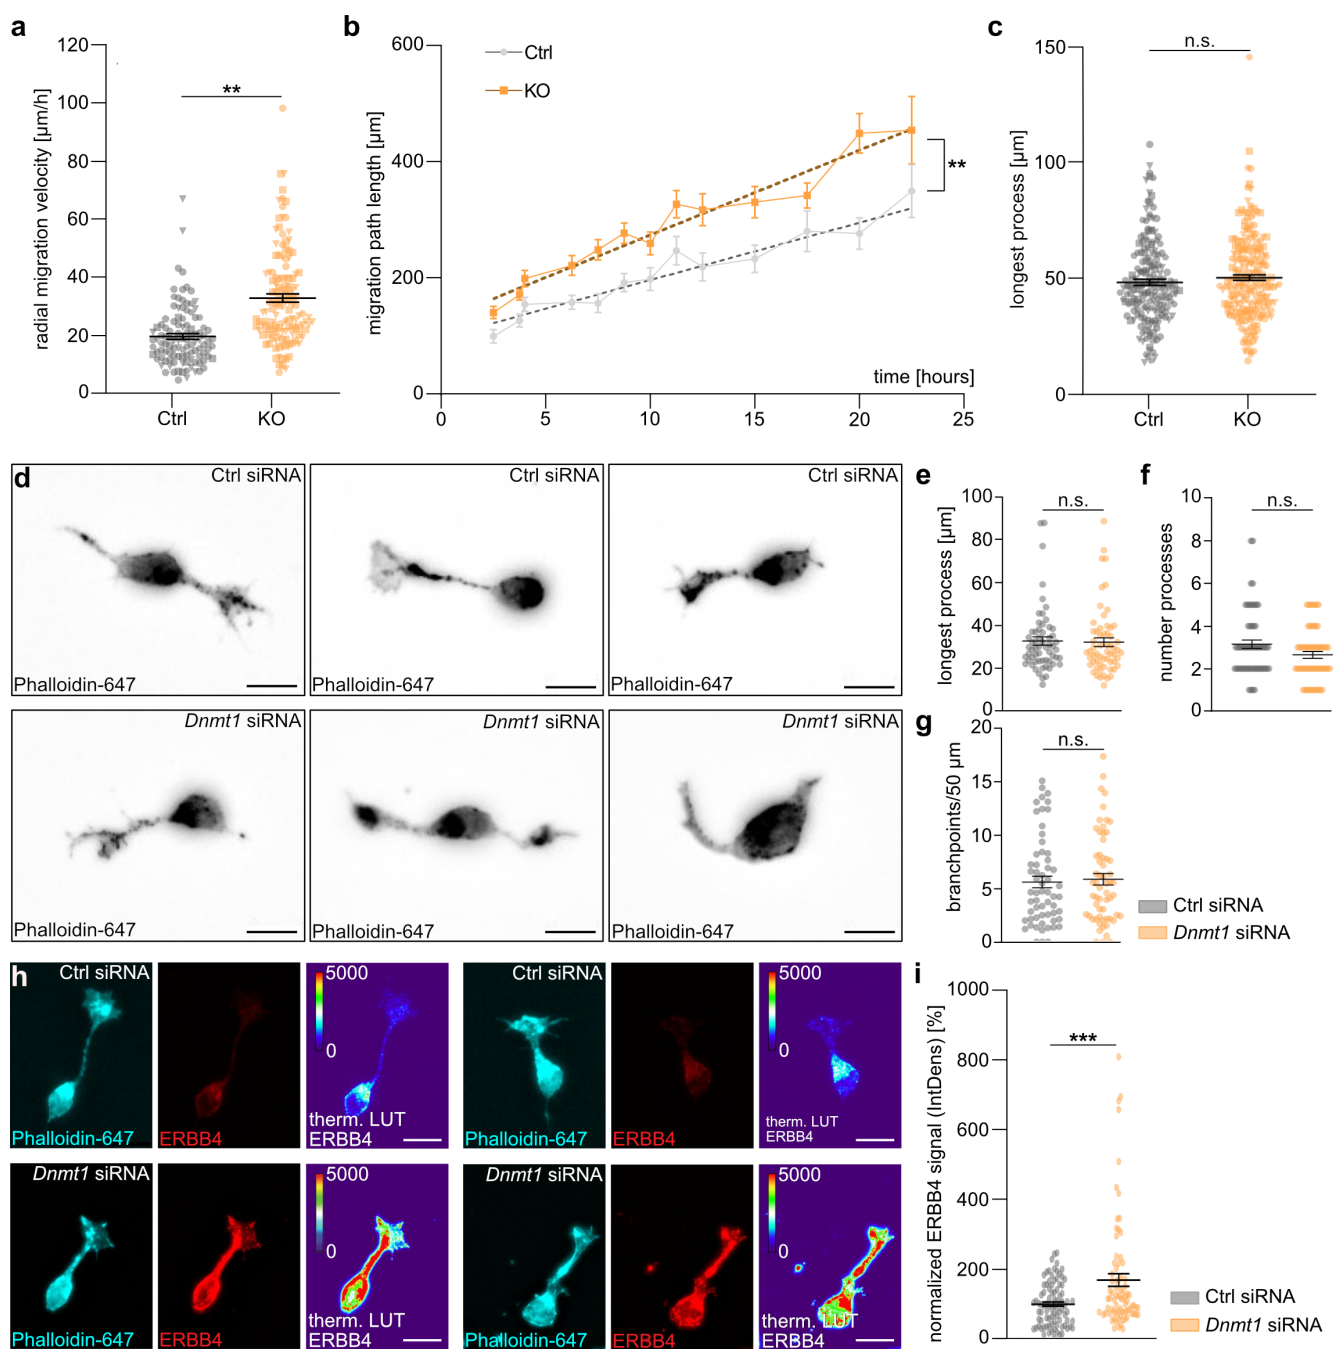

Supplementary Figure S7

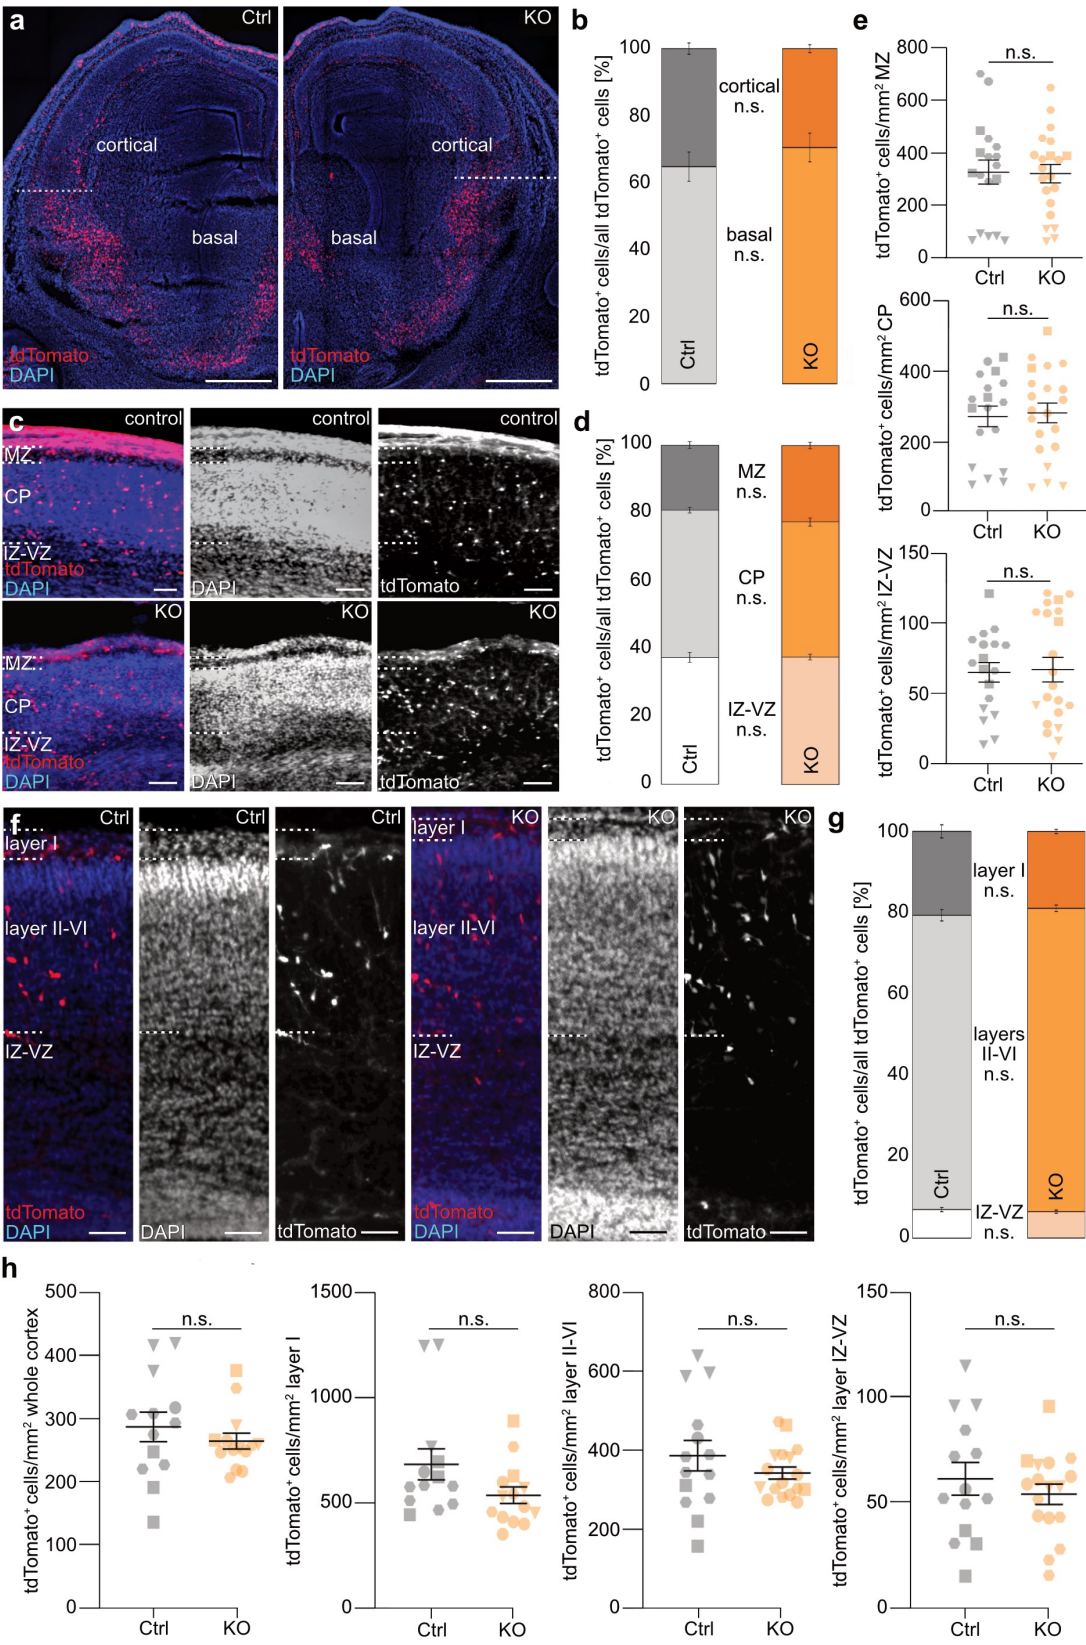

# Supplementary Figure S8

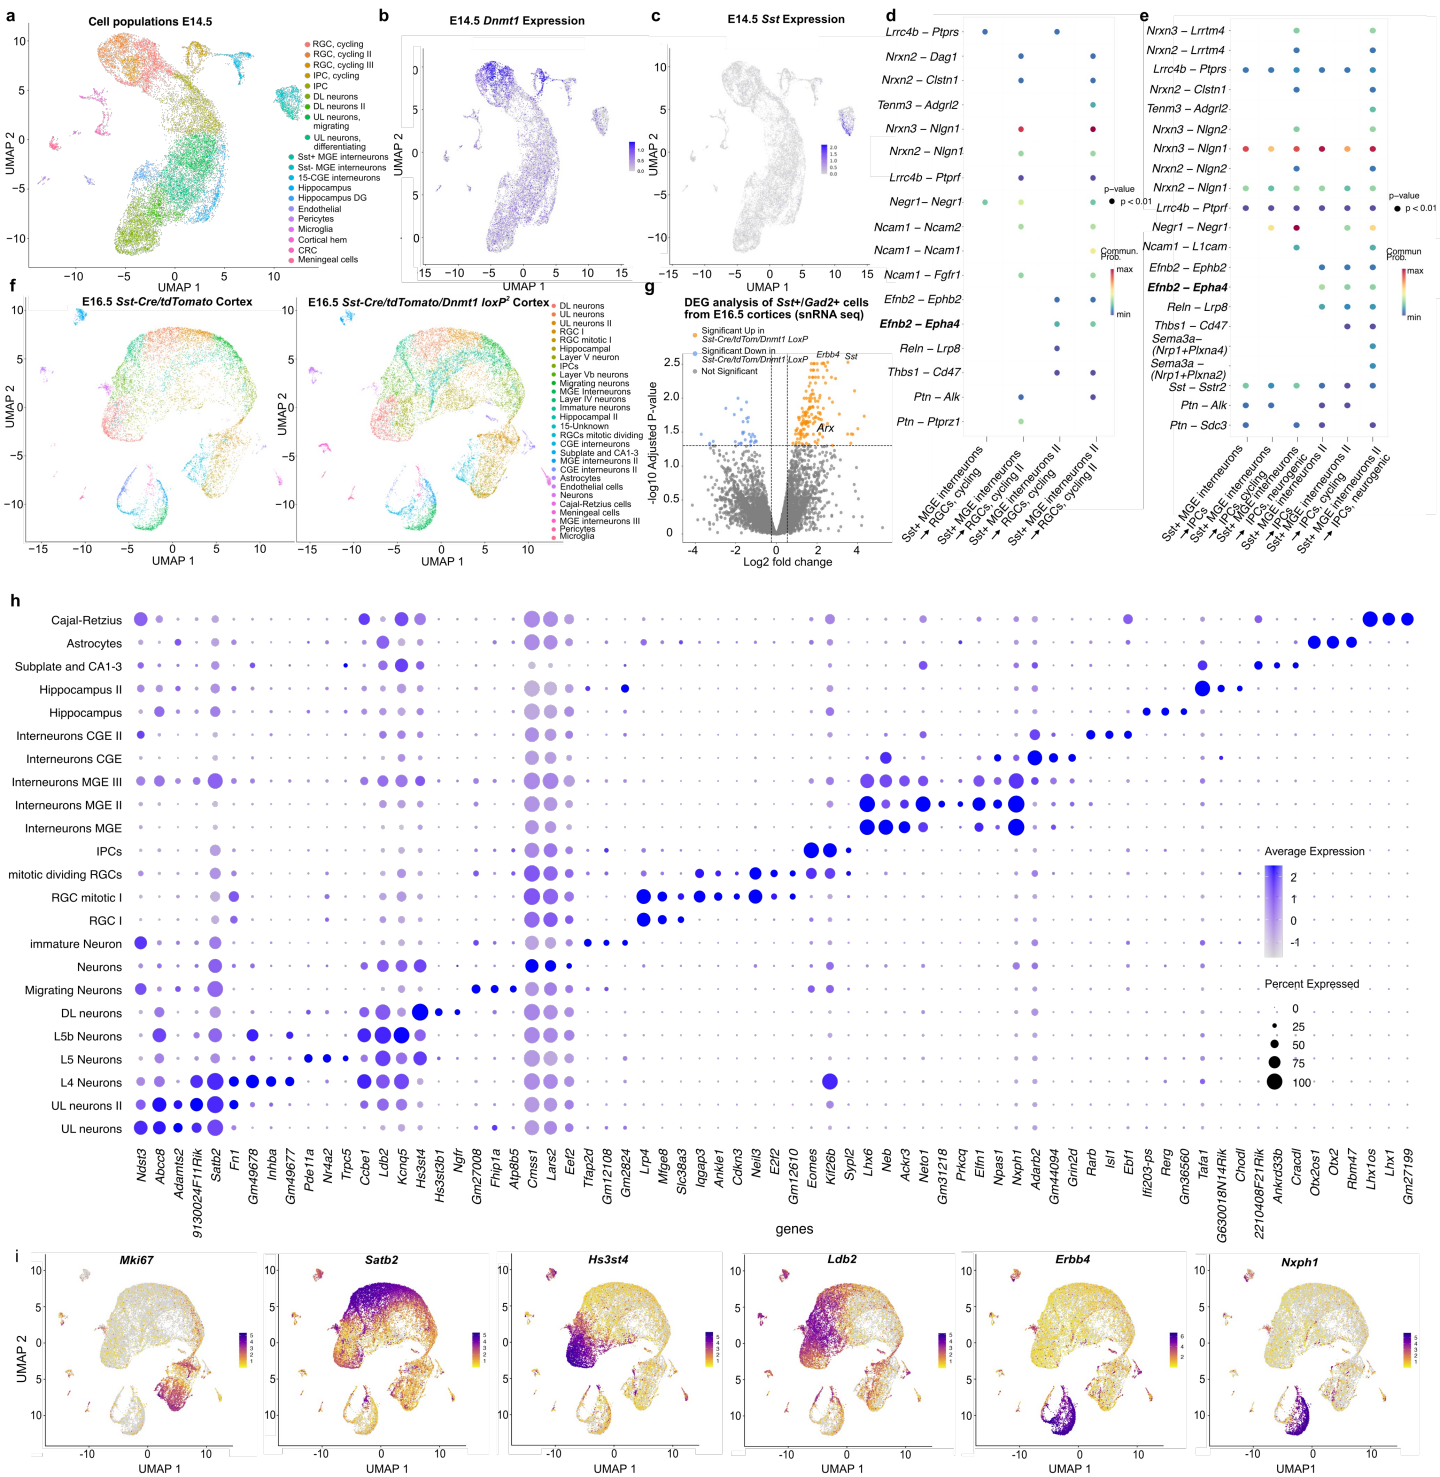

### Supplementary Figure S9

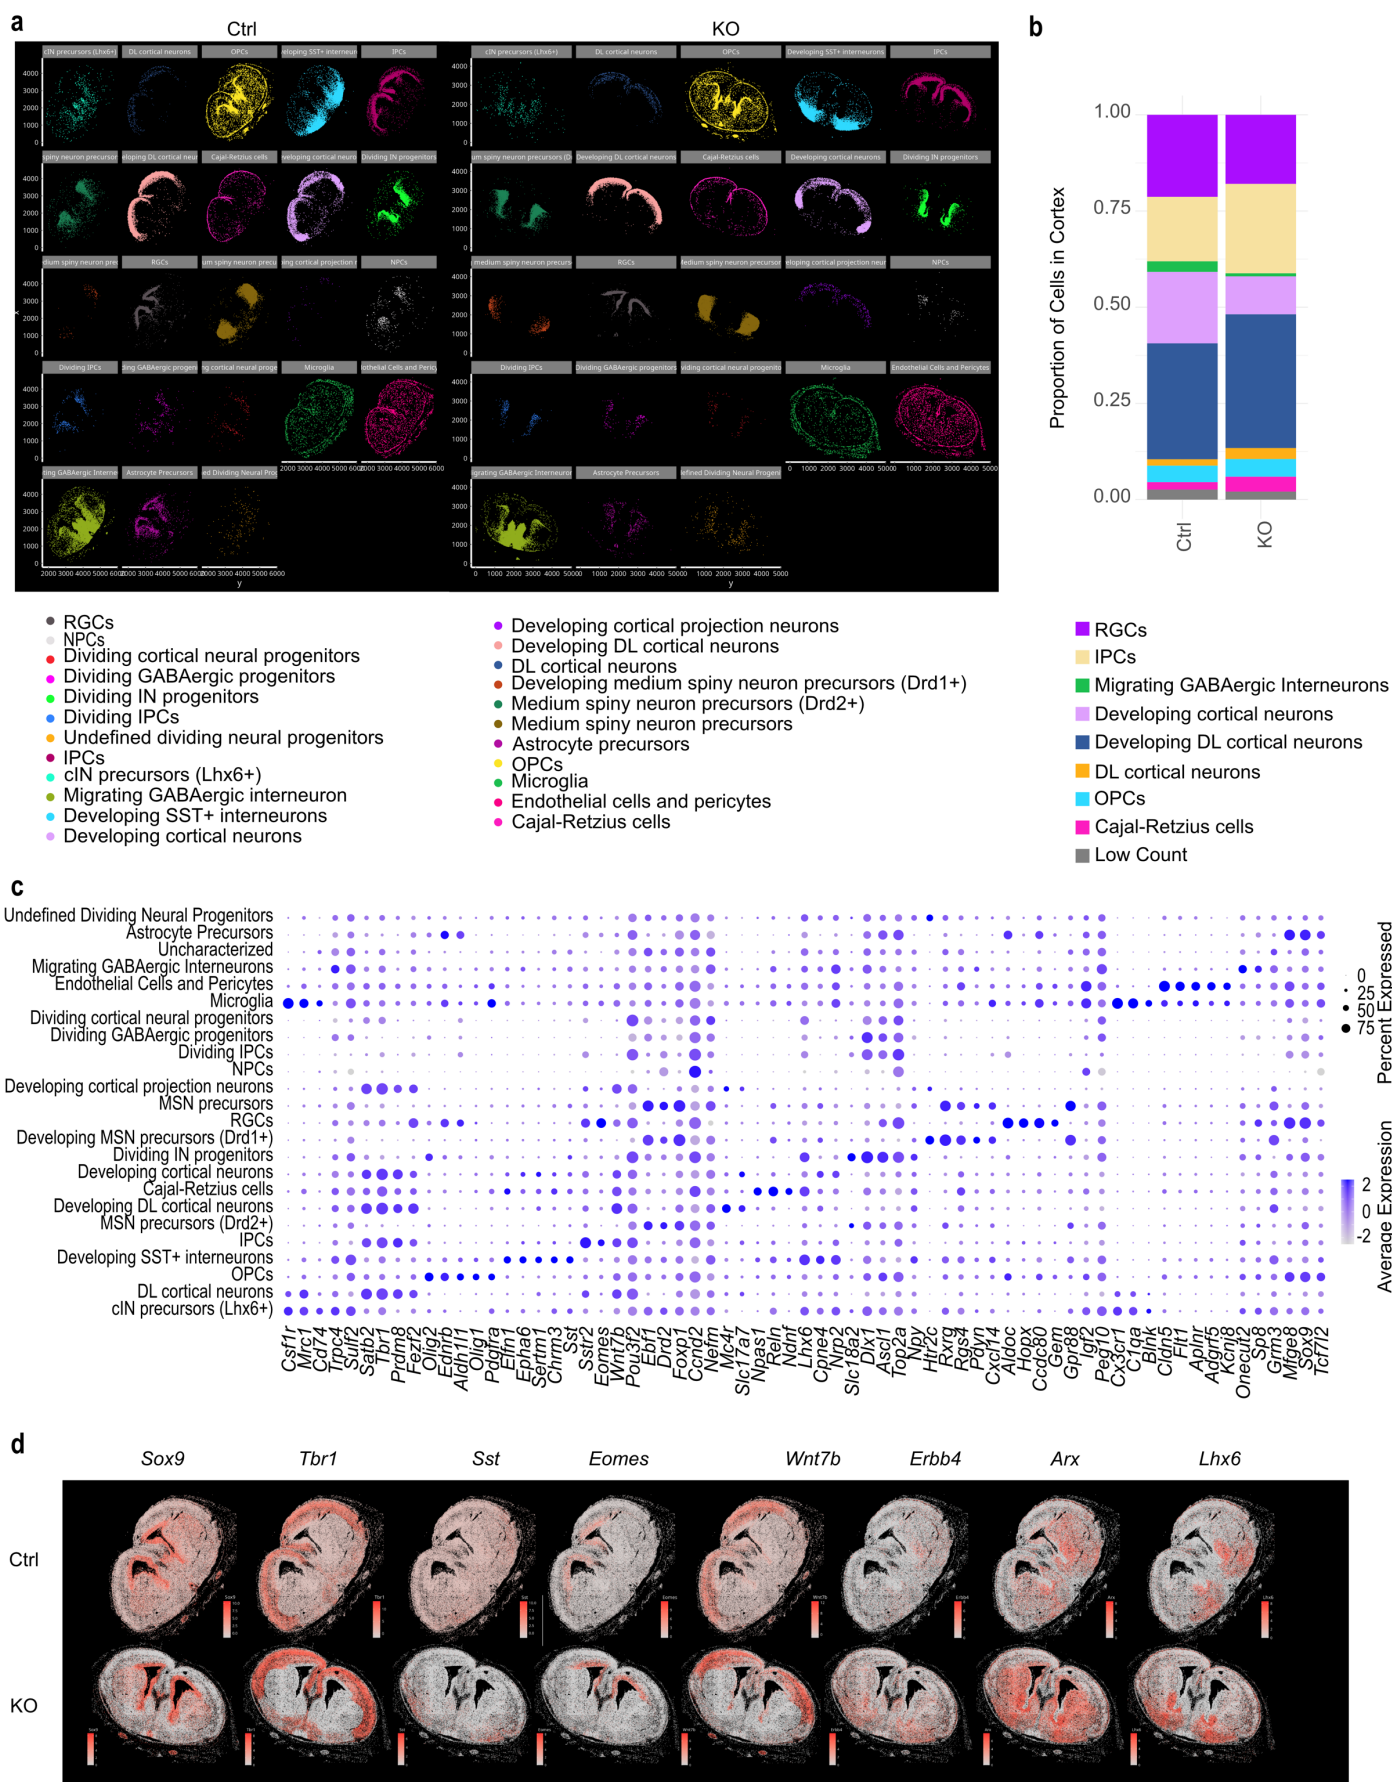

Supplementary Figure S10

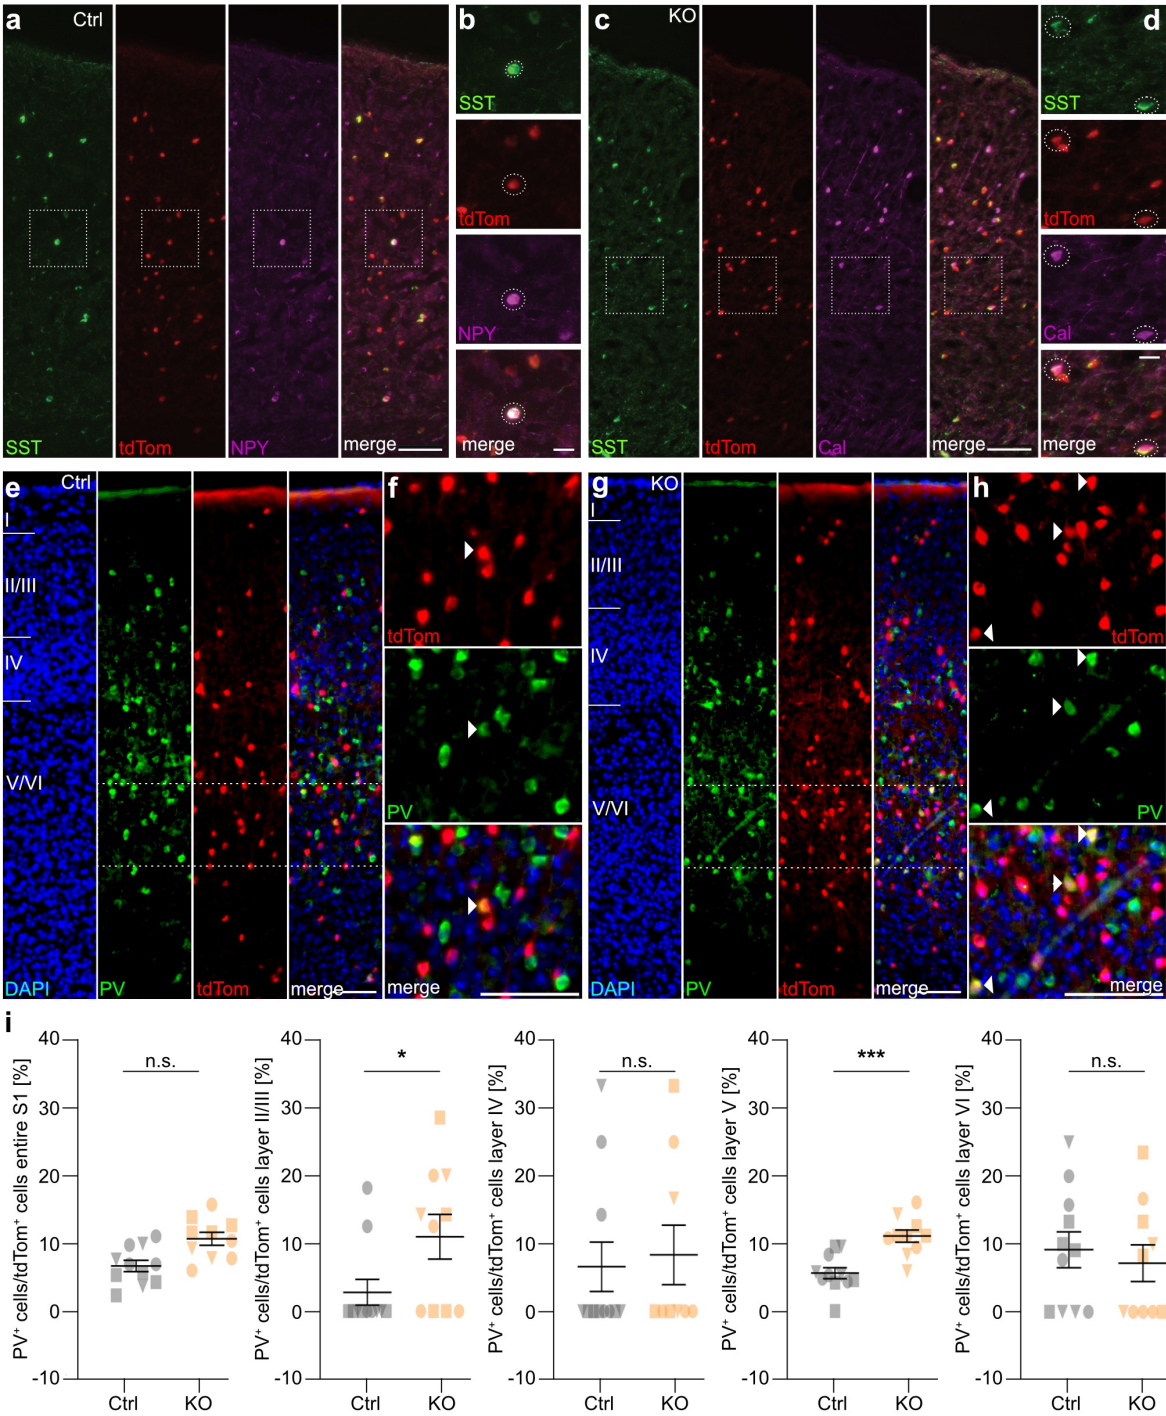

Supplementary Figure S11

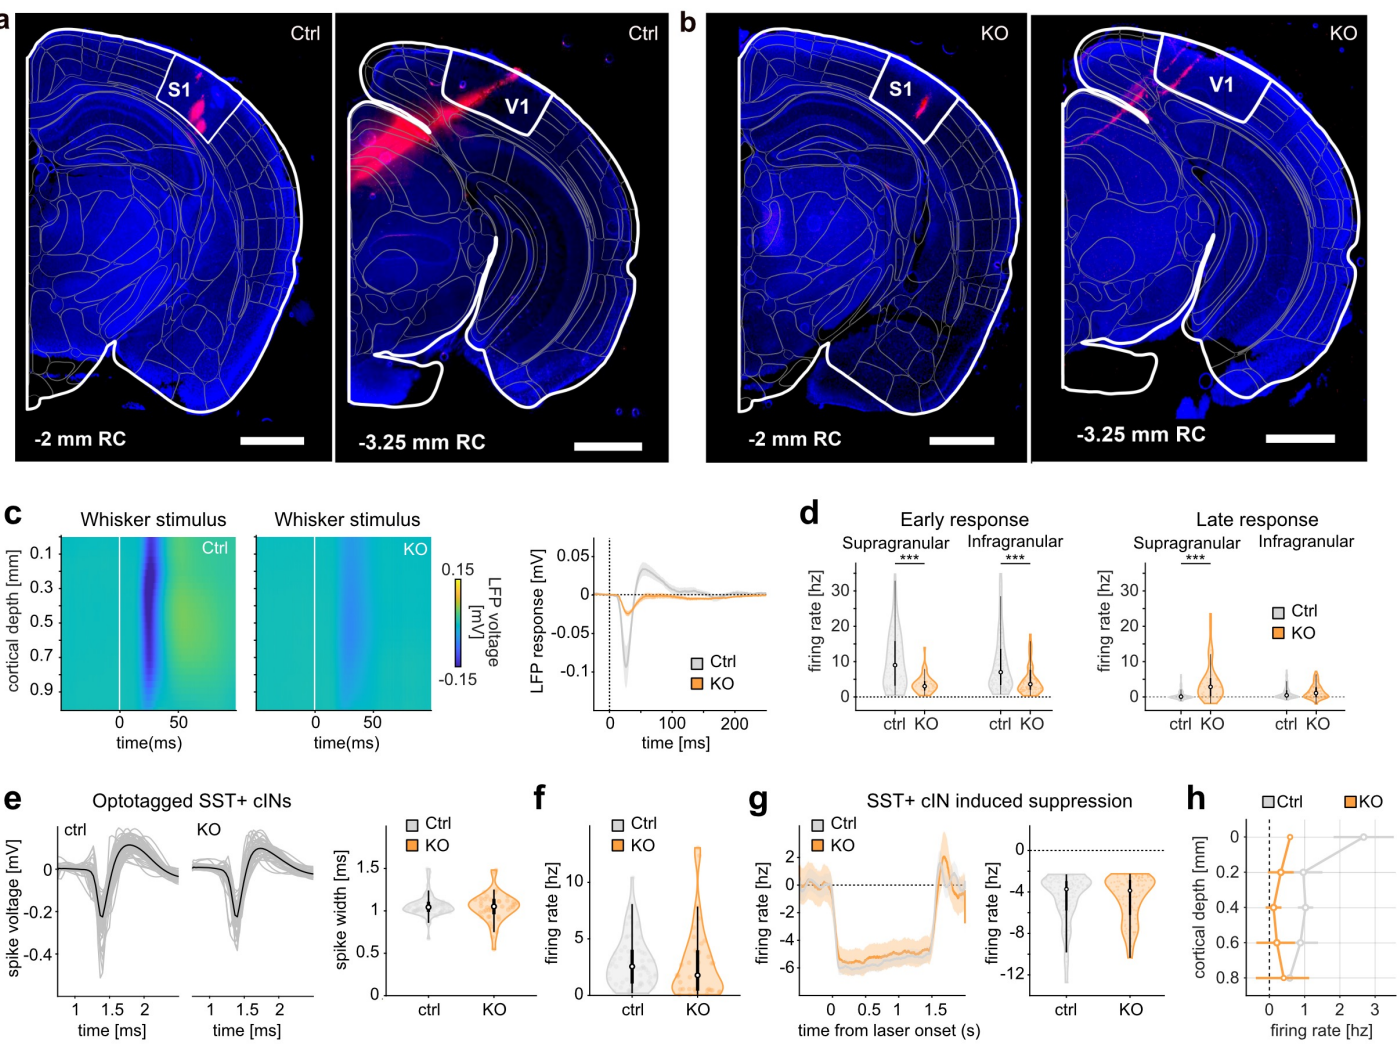

# Supplementary Figure S12

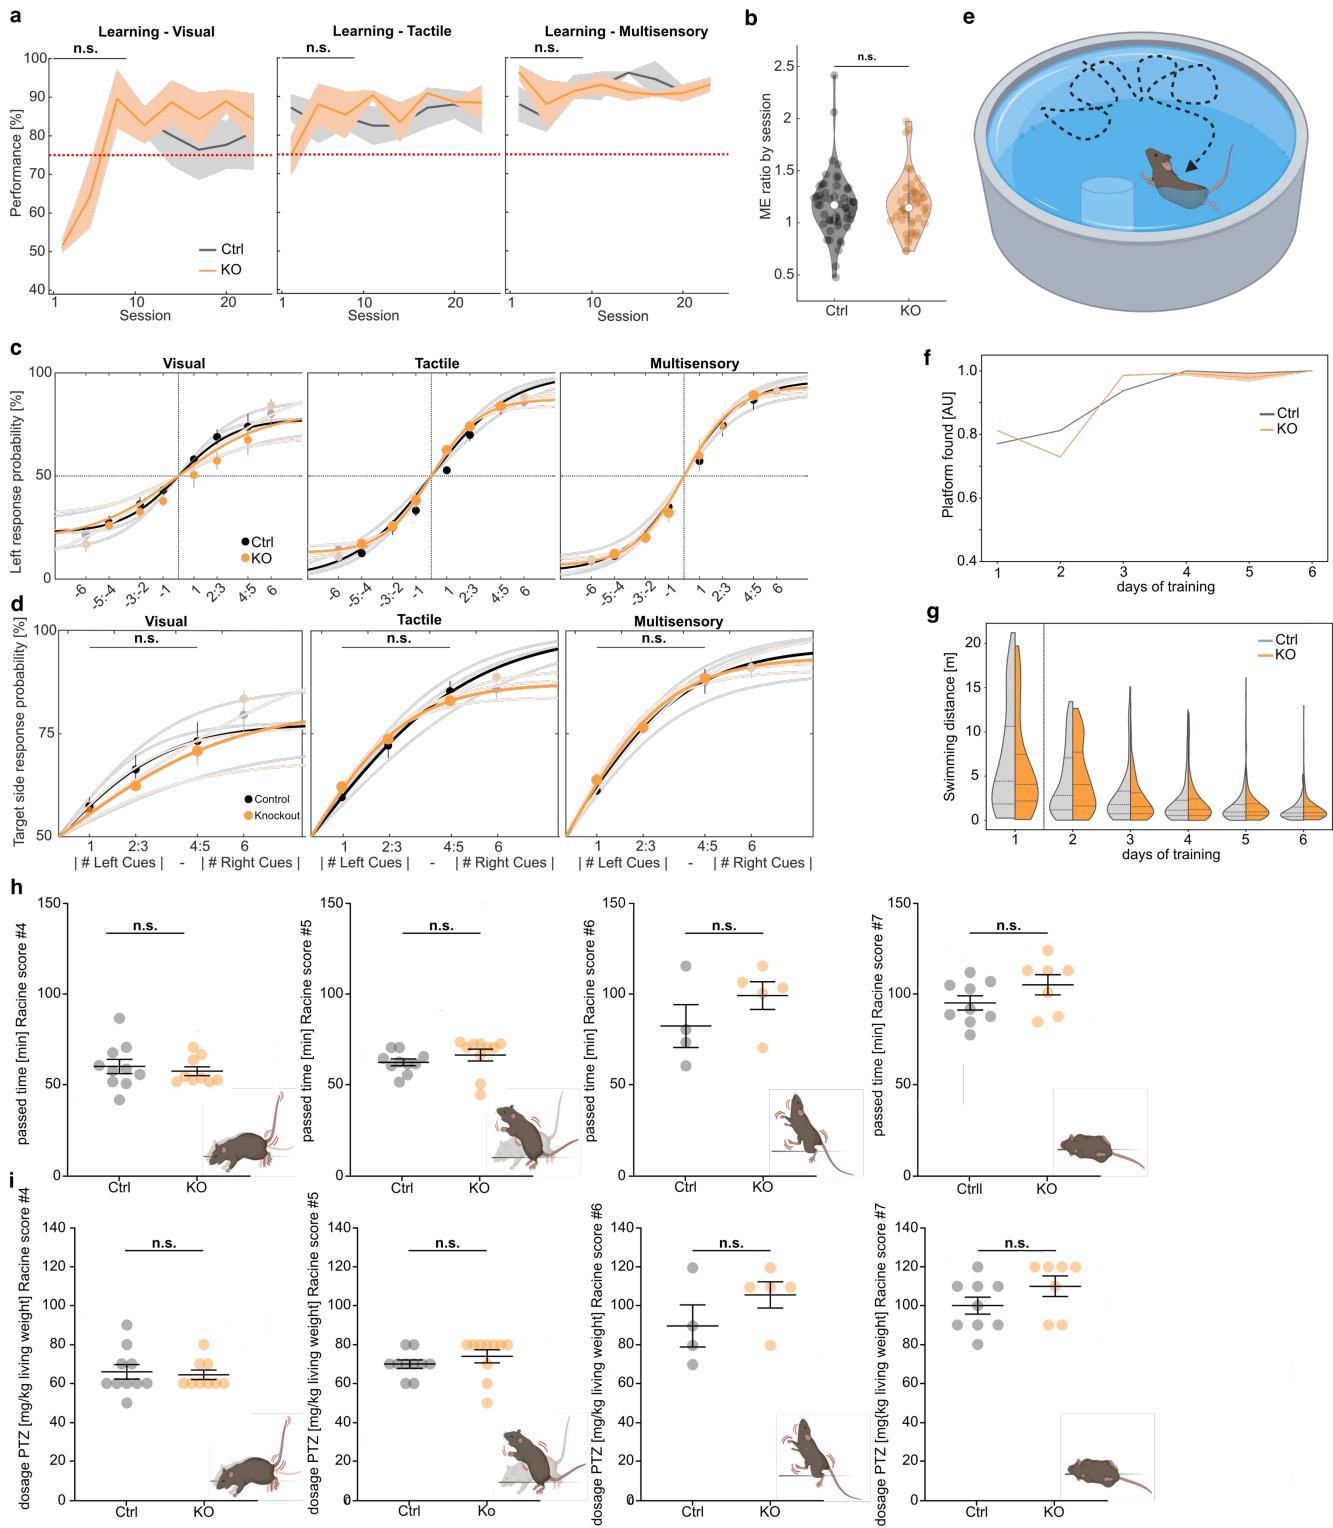

## 2. Supplementary Figure Legends

### Supplementary Figure S1:

#### **Molecular dynamics simulations of DNMT1 binding to unmethylated DNA (UMDNA).**

**(a-f)** Inter-unit DNMT1 proteins interacting with the DNMT1/UMDNA/SAH complex unit in the X-ray structure (PDB ID: 3PTA). **(a)** Intra-unit DNMT1 regions shown including the CXXC domain (yellow), which interacts most with UMDNA (blue), autoinhibitory linker BAH1/BAH2 (white surface), catalytic domain (orange), and SAH (red spheres). The neighboring inter-unit DNMT1 proteins are illustrated in rose-pink. **(b)** Electrostatic surface representation of the complex observed in the X-ray structure. Surfaces are colored as in **(a)**. The additional red and blue surfaces represent negative and positive potential regions, respectively. The inter-unit DNMT1 regions that the UMDNA interacts with are mostly positively charged. **(c-f)** Number of contacts of the 5' and 3' regions with their intra-unit and inter-unit DNMT1 with different distance cutoffs in the X-ray structure. **(g, h)** Simulations of DNMT1/UMDNA interactions in aqueous solution. The complexes shown are at the end of replica 2 and replica 3 with the same coloring scheme as **(a)**. Number of contacts between DNMT1 with UMDNA (**g'**, **h'**), 5' regions (**g''**, **h''**), and 3' regions (**g'''**, **h'''**) as well as between 5' region and the catalytic domain of DNMT1 (**g''''**, **h''''**) during last 100 ns simulations.

**(i-k)** The heavy-atom root-mean-square deviation (RMSD) values for each component were monitored across three independent MD simulations with **(i)** depicting replica 1, **(j)** depicting replica 2, and **(k)** depicting replica 3. UMDNA exhibited significant conformational changes in all replicas, with RMSD values exceeding 10 Å. Raw data are available via the hyperlinks listed in the Data Availability Statement.

### Supplementary Figure S2:

#### **Validation of SST expression and reduced DNMT1 levels in tdTomato<sup>+</sup> cells. (a)**

Mating strategy to obtain *Sst-Cre/tdTomato* (Ctrl) and *Sst-Cre/tdTomato/Dnmt1 loxP<sup>2</sup>* (KO) mice (see methods and supplementary methods for detailed information). **(b)** Microphotographs depicting SST expression in tdTomato-cells in sagittal brain sections (4-month-old male Ctrl mouse, Bregma 2.76). **(c)** Magnified images of the areas outlined in **(b)**. Scale bars: 100 μm in **(b)** and 20 μm **(c)**. **(d-g)** Quantification of DNMT1 expression by immunohistochemistry in Ctrl **(d, e)** and KO **(f, g)** male mice (6month-old) in 30 μm, fixated coronal cryosections (Bregma 1.18, 1.10, 0.14, -0.22, -2.92, -3.08, and -3.28). Scale bars **(d, f)** 100 μm and 10 μm **(e, g)**. **(h)** Quantified ratio of the normalized mean grey value of the DNMT1 immunofluorescence signal in *tdTomato<sup>+</sup>* cells to the normalized mean grey value of DNMT1 immunofluorescence of all cortical nuclei (identified by DAPI, blue). Statistical testing via nested two-way ANOVA ( $p < 0.001$  \*\*\*,  $N = 3$  for Ctrl ( $n = 18$  slices) and KO ( $n = 17$  slices)). **(i)** *Dnmt1* transcript counts determined by RNA sequencing of FAC-sorted Ctrl and KO cells from the E14.5 cortex. 3 libraries were analyzed for both genotypes from pooled material of  $n = 7$  Ctrl embryos, and  $n = 8$  KO embryos;  $\log_2FC = -0.26482506$ ,  $p_{adj.} = 0.0121078$ ). **(j-n)** Quantification of DNMT1 expression by immunohistochemistry in *Dnmt1* Ctrl **(j, k)** and KO **(l, m)** E14.5 embryos in 50 μm, fixated coronal cryosections. Scale bars 50 μm in **(j, l)** and 25 μm **(k, m)**. **(n)** Quantified ratio of the normalized mean grey value of the DNMT1 immunofluorescence signal in *tdTomato<sup>+</sup>* cells to the normalized mean grey value of DNMT1

immunofluorescence of all cortical nuclei (identified by DAPI, blue). Statistical testing via nested two-way ANOVA ( $p < 0.01$  \*\*,  $N = 3$  for Ctrl ( $n = 22$  slices) and KO ( $n = 18$  slices)). Data points originating from the same mouse are plotted using the same symbol. Error bars in (h) and (n):  $\pm$  SEM of the mean. Boxplots in (i) represent the interquartile range (IQR), with the median. Moreover, the 25th percentile (Q1) and the 75th percentile (Q3) are shown by horizontal lines and whiskers extend to the data's minimum and maximum values. Exact  $p$ -values are provided by Supplementary Data 10. Raw data are available via the hyperlinks listed in the Data Availability Statement. FC = foldchange, KO = knockout, Ctrl. = control.

### **Supplementary Figure S3:**

#### **RNA Sequencing and methyl-sequencing analysis of FAC-sorted *Sst-Cre/tdTomato/Dnmt1 loxP<sup>2</sup>* neurons compared to *Sst-Cre/tdTomato* control cells from the E14.5 basal telencephalon**

**(a-c)** Gene ontology (GO) analysis and characteristics of genes that were upregulated in expression and differentially methylated in FAC-sorted *Sst-Cre/tdTomato/Dnmt1 loxP<sup>2</sup>* neurons compared to *Sst-Cre/tdTomato* control cells from the E14.5 basal telencephalon. Background is defined as all detected transcripts in both genotypes; Chi-squared and Student's  $t$ -tests were run to analyze if our gene set has special characteristics when compared with all the other genes (ShinyGO 0.82; <http://bioinformatics.sdstate.edu/go/>). **(a)** Gene ontology (GO) analysis – Biological Process, **(b)** bar plots (tested by Chi-squared test), and **(c)** density plots (Student's  $t$ -test). **(d-f)** GO analysis and characteristics of genes that were upregulated in expression in FAC-sorted *Sst-Cre/tdTomato/Dnmt1 loxP<sup>2</sup>* neurons compared to *Sst-Cre/tdTomato* cells prepared from the E14.5 basal telencephalon. Background is defined as all detected transcripts in both genotypes; Chi-squared and Student's  $t$ -tests were run to analyze if our gene set has special characteristics when compared with all the other genes (ShinyGO 0.80; <http://bioinformatics.sdstate.edu/go/>). **(d)** GO analysis - Biological Process, **(e)** bar plots (tested by Chi-squared test) and **(f)** density plots (Student's  $t$ -test) that depict the characteristics of this gene set compared with the entire set of detected transcripts. Raw data are available via the hyperlinks listed in the Data Availability Statement and Supplementary Tables 1-7.

### **Supplementary Figure S4:**

#### **Analysis of genes overlapping between upregulated genes in *Sst-Cre/tdTomato/Dnmt1-loxP<sup>2</sup>* cells and downregulated after *Dnmt1* overexpression in neurons obtained from ESCs**

**(a-c)** Gene ontology (GO) analysis and characteristics of genes that are upregulated in *Sst* expressing interneurons of *Sst-Cre/tdTomato/Dnmt1-loxP<sup>2</sup>* mice and overlap with genes that are downregulated after *Dnmt1* overexpression (OE) in neurons obtained from murine embryonic stem cells (ESCs)<sup>1</sup>. **(a)** GO analysis (ShinyGO 0.80; <http://bioinformatics.sdstate.edu/go/>) for the overlap. **(b)** Further characteristics are shown in bar plots (tested by Chi-squared test) and density plots (Student's  $t$ -test) **(c)**, depicting the characteristics of this gene set compared with the entire set of detected transcripts. Exact  $p$ -values and raw data are available via the hyperlinks listed in the Data Availability Statement and Supplementary Tables 1-7.

### Supplementary Figure S5:

**The cortical size and dimensions of its different regions do not differ between *Sst-Cre/tdTomato/Dnmt1-loxP<sup>2</sup>* (KO) and *Sst-Cre/tdTomato* (Ctrl) brains at E14.5, E16.5, and E18.5.** (a) Scheme of cortical regions and their extensions in a hemisphere of 50  $\mu$ m-thick coronal brain sections from E14.5 embryos. Quantifications of different parameters are depicted in (b). Quantification was conducted by using a nested two-way ANOVA with  $N = 3$  embryos for both genotypes,  $n = 13$  slices for Ctrl, and  $n = 9$  slices for KO samples. (c) and (e) illustration of cortical regions and their extensions in a single hemisphere of 50  $\mu$ m-thick coronal brain sections from E16.5 and E18.5 embryos, respectively. The cortical size and dimensions for E16.5 and E18.5 KO embryos compared to age-matched control individuals are quantified in (d) for E16.5 and in (f) for E18.5 (nested two-way ANOVA with  $N = 4$  embryos for both genotypes,  $n = 12$  slices for Ctrl, and  $n = 15$  slices for KO for E16.5 (d), and  $N = 4$  embryos for both genotypes,  $n = 12$  slices for Ctrl, and  $n = 9$  slices for KO embryos at 18.5 (f)). (g-i) SOX2 Immunostaining in E14 coronal sections of KO embryos and age-matched Ctrl embryos. (g) Scheme of a coronally sectioned embryonic brain hemisphere illustrating the lateral and dorsal cortical regions that were analyzed regarding the density and distribution of SOX2<sup>+</sup> cells. (h) Immunohistochemical staining of SOX2 in coronal sections (50  $\mu$ m) of E14.5 Ctrl and KO embryos (DAPI: blue and SOX2: magenta). Scale bars: 50  $\mu$ m. (i) Quantitative analysis of SOX2<sup>+</sup> cells per bin (nested two-way ANOVA.  $p < 0.05$  \*,  $p < 0.01$  \*\*,  $p < 0.001$  \*\*\*;  $n = 17$  Ctrl and  $n = 14$  KO sections from  $N = 5$  embryos for both genotypes). MZ: marginal zone, CP: cortical plate, IZ: intermediate zone, SVZ+VZ: subventricular zone, n.s.: not significant, KO = knockout, Ctrl = control. Data points with the same symbol are from the same embryo. Error bars: +/- SEM of the mean (detailed information is provided by Supplementary Data 10).

### Supplementary Figure S6:

**DNMT1 regulates ERBB4 expression and proper migration of MGE-derived cells but does not affect morphology.** (a-c) Live-cell imaging analysis of *Sst-Cre/tdTomato* (Ctrl) and *Sst-Cre/tdTomato/Dnmt1 loxP<sup>2</sup>* (KO) cells in E14.5 organotypic brain slices (350  $\mu$ m coronal sections, time-period of imaging: 20 h). Analysis of the radial migration velocity and migrated path length is shown in (a) and (b), respectively. (c) Migratory morphology of tdTomato<sup>+</sup> cells investigated in organotypic brain slices (350  $\mu$ m coronal sections). Nested two-way ANOVA ( $p < 0.01$  \*\*) with  $N = 3$  embryos and  $n = 4$  slices for Ctrl and KO animals, respectively,  $n = 185$  cells for Ctrl, and  $n = 219$  KO cells. (d-g) siRNA-mediated depletion of *Dnmt1* in MGE-derived single cells *in vitro* (E14.5 + 1DIV). Scale bars: 10  $\mu$ m. Quantification is shown in (e-g). Unpaired two-tailed Student's *t*-test and unpaired Welch's *t*-test,  $n = 60$  cells each for control siRNA and *Dnmt1* siRNA. siRNA: small-interfering RNA; LP: leading process, n.s.: not significant. (h, i) Exemplary microphotographs showing control siRNA-treated (upper panel) and *Dnmt1* KD (knockdown) MGE cells (E14.5 + 1DIV; lower panel) stained for Phalloidin647 and ERBB4. On the very right of each example, thermal-color-coded panels represent the respective fluorescent integrated density (IntDens) of ERBB4 (therm. (thermal) LUT). A dark blue color indicates 0, and a red color represents 5000 fluorescent units of the IntDens. Scale bars: 10  $\mu$ m. (i) Quantification comparing the IntDens of ERBB4 fluorescence signals of Ctrl and *Dnmt1* KD MGE cells. Unpaired two-tailed Student's *t*-test and unpaired Welch's *t*-test,  $p < 0.001$  \*\*\* ( $n = 88$  cells for control siRNA and 78 cells for *Dnmt1* siRNA,  $N = 4$  experiments).

Data points depicted in (a) and (c) with the same symbol derive from one embryo. Error bars: +/- SEM of the mean (detailed information is provided by Supplementary Data 10).

#### **Supplementary Figure S7:**

##### ***Dnmt1* deletion in *Sst-Cre/tdTomato* interneurons does not affect their cortical distribution in E16.5 and E18.5 embryos.**

(a) Microphotographs of tdTomato<sup>+</sup> cells in coronal sections (50  $\mu$ m) of E16.5 *Som-Cre/tdTomato* (Ctrl) and *Som-Cre/tdTomato/Dnmt1 loxP<sup>2</sup>* (KO) brains; scale bars: 500  $\mu$ m. (b) Quantification of the proportional distribution of tdTomato<sup>+</sup> cells in the basal telencephalon and the cerebral cortex of E16.5 coronal sections ( $n = 11$  for Ctrl and  $n = 15$  for KO,  $N = 4$  embryos per genotype). (c) Magnified microphotographs of the cortices of Ctrl and KO embryos from E16.5 coronal brain sections (50  $\mu$ m). Scale bars: 100  $\mu$ m. (d) Quantification of the proportional distribution of tdTomato<sup>+</sup> cells within the E16.5 cortical zones of Ctrl ( $n = 13$  sections) and KO ( $n = 14$  sections) embryos, analyzed in 50  $\mu$ m coronal cryosections with  $N = 4$  embryos per genotype. (e) Quantification of tdTomato-cell density normalized to the given area of the respective cortical zones (E16.5,  $n = 13$  sections for Ctrl and  $n = 14$  sections for KO,  $N = 4$  embryos per genotype). (f) Microphotographs of tdTomato<sup>+</sup> interneurons in the cortex of coronally sectioned (50  $\mu$ m) brains of E18.5 Ctrl and KO embryos; scale bars: 100  $\mu$ m. (g) Quantification of the proportional distribution of tdTomato<sup>+</sup> cells within the E18.5 cortical zones normalized to the overall tdTomato-cell count within the cortex of Ctrl ( $n = 11$  sections and KO  $n = 9$  sections) embryos, analyzed in 50  $\mu$ m coronal cryosections with  $N = 4$  embryos per genotype. (h) Quantification of tdTomato-cell density normalized to the given area of the respective cortical zones at E18.5 ( $n = 11$  sections for control and  $n = 9$  sections for KO,  $N = 4$  embryos per genotype). MZ: marginal zone, CP: cortical plate, IZ-VZ: intermediate zone to ventricular zone, n.s: not significant. TdTomato<sup>+</sup> cells: red and DAPI: blue. All quantifications were conducted using nested two-way ANOVA ( $p < 0.05$  \*,  $p < 0.01$  \*\*,  $p < 0.001$  \*\*\*). Error bars: +/- SEM of the mean (detailed information is provided by Supplementary Data 10). Data points with the same symbol are from the same embryo.

#### **Supplementary Figure S8: scRNA Seq data.**

(a-e) Single-cell RNA sequencing (scRNA-seq) of E14.5 dorsal telencephalons (a-c) and E16.5 cortices (e, f) from C57BL/6J mice. 

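In the E16.5 libraries analysed here, *Sst*+ MGE interneuron-like cells, the senders, were 281 of 9932 kept cells in embryo 4 (2.83%, exact 95% binomial interval 2.51 to 3.17%) and 278 of 10416 in embryo 5 (2.67%, 2.37 to 3.00%). RGC-like cells made up 14.0% and 14.1% of the cells and IPC-like cells 10.2% and 10.3%. Clusters that the naming rules left without a class held 32.9% and 33.5%. Some of these passed the marker mean of a class but failed another naming rule. The intervals cover counting error only. An *Sst* UMI was found in 40.3% and 42.3% of all cells of the MGE interneuron-like cluster, with medians of 6435 and 6393 UMIs per cell. In RGC-like cells, which are not known to make somatostatin, the share was 3.82% and 2.04% at medians of 10958 and 9809 UMIs, a measure of free RNA in the droplets. With each cell thinned to 2000 UMIs, the shares were 29.0% and 31.4% against 1.32% and 0.275%. This left out 11 and 8 shallower cells of the interneuron cluster and 21 and 18 RGC-like cells. *Dnmt1*, which the legend shows by cluster at E14.5, stood at 51.0 ± 2.42 CPM (SD, n = 2) in the senders, 94.3 ± 8.11 CPM (SD, n = 2) in RGC-like and 54.3 ± 3.00 CPM (SD, n = 2) in IPC-like cells. The IPC-like mean joins unlike clusters. The cycling IPC-like cluster held 148 and 126 CPM (embryos 4 and 5), the others 22.6 and 21.8 CPM, and 35.0 and 28.9 CPM. RGC-like clusters lay between 71.5 and 111 CPM in single embryos. *Dnmt1* was higher in RGC-like than in all other cells by a log2 fold change of 0.93 (standard error 0.0782, edgeR adjusted p = 0.000107), and did not differ in the senders (log2 fold change -0.04, standard error 0.0995, edgeR adjusted p = 0.805).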

UMAP illustrating cell clusters at E14.5 are depicted in (a), and *Dnmt1* and *Sst* expression across these cluster are shown in (b) and (c), respectively. (d, e) Panels show significant ligand-receptor pairs involved in communication from SST<sup>+</sup> cINs to cortical progenitors, filtered by differentially expressed genes (DEG) from single-cell RNA-sequencing data. Communication probability is represented by dot color, and  $p$ -value by dot size, with  $p$ -values being computed using a one-sided permutation test. 

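A dot in these panels stands for 1 ligand-receptor pair between a sender and a receiver cluster. The probability behind its colour grows with the ligand's level in the sender and the receptor's in the receiver and levels off when both are high, so it is an expression score and not a measured contact. The permutation behind the dot size reassigns cells to clusters at random and counts how often a score as high results. It treats cells as replicates and therefore speaks of differences between clusters of the sampled cells, not of differences between embryos. For this reason no such p-value was computed from the libraries analysed here, where the spread between the embryos is given instead. The legend adds a filter on differentially expressed genes. The paper's text does not name its thresholds, nor the filters on cells of the single-cell data.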

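Of the 17 pairs shown for RGCs, all 17 scored above 0 in both embryos. *Nrxn3*-*Nlgn1* lay above the next pair, *Ncam1*-*Ncam1* at 0.125 ± 0.00284 (SD, n = 2), by more than the spread between embryos. *Nrxn2*-*Nlgn1* followed at 0.0747 ± 0.00427 (SD, n = 2). *Efnb2*-*Epha4*, *Ncam1*-*Fgfr1* (0.0556 ± 0.00179, SD, n = 2) and *Ncam1*-*Ncam2* (0.0551 ± 0.00186, SD, n = 2) lay within 1 SD of each other. *Negr1*-*Negr1* scored 0.0399 in embryo 4 and 0.0400 in embryo 5. *Efnb2*-*Ephb2* scored 0.022 ± 0.0036 (SD, n = 2), as its receptor had a lower level in RGC-like cells (0.0754 of the largest value) than *Epha4* (0.220). The remaining 9 pairs had means between 0.000827 for *Thbs1*-*Cd47* and 0.0185 for *Tenm3*-*Adgrl2*, whose embryos stood at 0.0113 and 0.0257. Cycling RGC-like clusters, those with a mean log2 ratio of cycling markers of at least 1, gave 0.246 and 0.257 for *Nrxn3*-*Nlgn1*. The other RGC-like cluster gave 0.250 and 0.252. Of the cycling ones, 1 was not led by cycling genes. It held *Nrxn3* at 999 and 921 CPM (embryos 4 and 5), against 98.6 and 121 CPM in the cluster led by cycling genes.

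**Figure D2:**
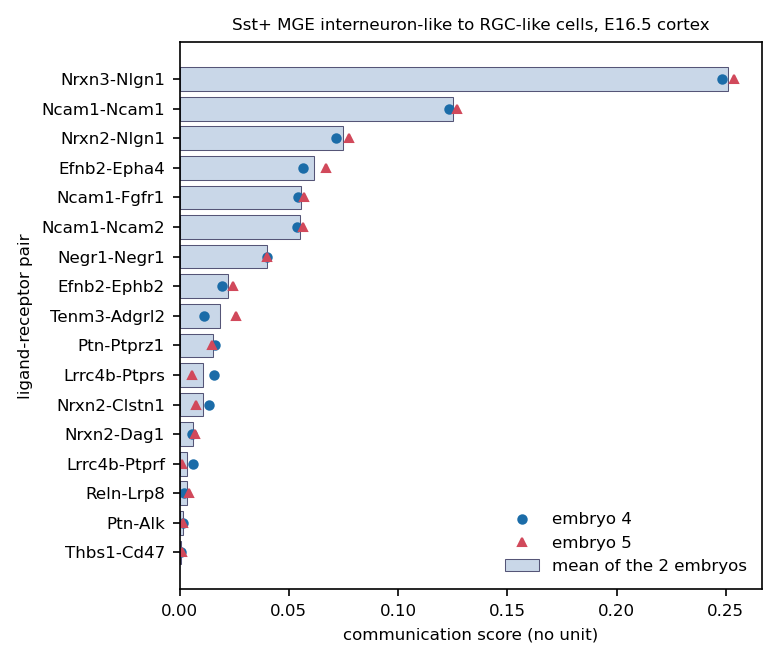
Communication scores (x axis, no unit) from *Sst*+ MGE interneuron-like to RGC-like cells for each of the 17 pairs (y axis). Bars are means of 2 embryos and points the single embryos, with *Nrxn3*-*Nlgn1* at 0.248 and 0.254 and *Efnb2*-*Epha4* at 0.0563 and 0.0668.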

Panel (d) shows the communication with different radial glia cell (RGC) populations at E16.5. 

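Towards IPC-like cells, 16 of the 21 pairs scored above 0 in both embryos. *Efnb2*-*Epha4* (0.0616 in embryo 4, 0.0732 in embryo 5) and *Nrxn2*-*Nlgn1* (0.0603 and 0.0644) lay within 1 SD of each other, and *Nrxn3*-*Nlgn1* lay above both by more than the spread between embryos. *Sst*-*Sstr2* scored 0.0321 ± 0.00164 (SD, n = 2), *Negr1*-*Negr1* 0.0303 ± 0.00936 (SD, n = 2) and *Reln*-*Lrp8* 0.0273 ± 0.0132 (SD, n = 2), an order the spread between embryos does not settle. *Efnb2*-*Ephb2* followed at 0.019 ± 0.00381 (SD, n = 2). The senders were selected for an *Sst* UMI, which raises the ligand level in *Sst*-*Sstr2*. From all cells of the interneuron cluster, *Sst*-*Sstr2* scored 0.00648, *Negr1*-*Negr1* 0.0215 and *Reln*-*Lrp8* 0.0144. *Nrxn3*-*Nlgn2* and *Nrxn2*-*Nlgn2* scored above 0 in embryo 4 only (0.0182 and 0.00432). *Nrxn3*-*Lrrtm4*, *Nrxn2*-*Lrrtm4* and *Ncam1*-*L1cam* were at 0 in both, and with the arithmetic mean in place of the trimean at 0.0198, 0.0045 and 0.00911, so their receptors were found in a minority of the cells. In the cycling IPC-like cluster alone, *Negr1*-*Negr1* reached 0.0697 and 0.0615 and *Efnb2*-*Epha4* 0.0518 and 0.0603. The other IPC-like clusters gave *Negr1*-*Negr1* 0.0209 and 0.0205 and *Efnb2*-*Epha4* 0.0641 and 0.0766.

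**Figure D3:**
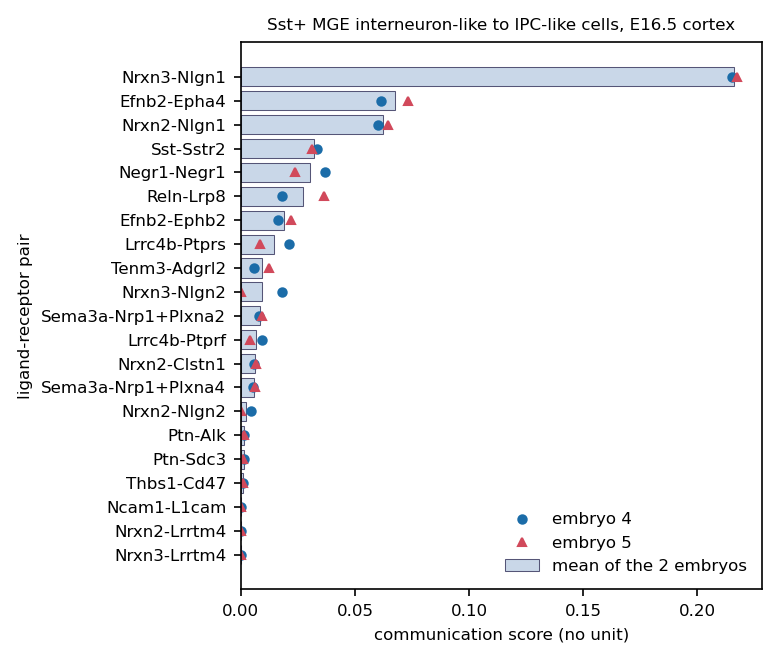
Communication scores (x axis, no unit) from *Sst*+ MGE interneuron-like to IPC-like cells for each of the 21 pairs (y axis). Bars are means of 2 embryos and points the single embryos, with *Nrxn3*-*Nlgn1* at 0.215 and 0.218 and 3 pairs at 0 in both.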

Panel (e) illustrates communication with IPCs at E16.5.

(f-i) Single nuclear RNA (snRNA) sequencing of cortical cells prepared from E16.5 *Sst-Cre/tdTomato* and *Sst-Cre/tdTomato/Dnmt1 loxP<sup>2</sup>* embryos ( $n = 2$  brains from  $N = 2$  mice per genotype). (f) UMAP depicting the cell clusters determined by snRNA sequencing across all samples. (g) Volcano plot collecting the DEGs in *Sst<sup>+</sup>/Gad2<sup>+</sup>* cells between E16.5 *Sst-Cre/tdTomato* and *Sst-Cre/tdTomato/Dnmt1 loxP<sup>2</sup>* samples. (h) Dot plot depicting marker gene

expression in the different cell clusters. **(i)** UMAPs depicting the expression of relevant cluster-determining genes. Exact *p*-values and raw data are available via the hyperlinks listed in the Data Availability Statement.

#### **Supplementary Figure S9: Spatial transcriptomic analysis using MERFISH**

MERFISH was used to investigate the spatial distribution of different cell types in the developing mouse brain at E16.5 in *Sst-Cre/tdTomato* (Ctrl) and *Sst-Cre/tdTomato/Dnmt1 loxP<sup>2</sup>* (KO) embryos. The 10  $\mu$ m-thick coronal brain sections were processed and imaged with the MERSCOPE platform (Vizgen) and further analyzed on the single-cell level in R using Seurat. **(a)** Spatial distribution of identified clusters **(b)** Bar plot depicting the proportional distribution of cell types identified in cortical columns depicted in Figure 6. **(c)** Dot plot illustrating the expression of key marker genes across the identified cell clusters. **(d)** Distribution of select transcripts within control and knockout sections. Exact *p*-values and raw data are available via the hyperlinks listed in the Data Availability Statement.

#### **Supplementary Figure S10: Phenotypic characterization of adult *Som-Cre/tdTomato* (Ctrl) and *Som-Cre/tdTomato/Dnmt1 loxP<sup>2</sup>* (KO) cortices.**

**(a-d)** TdTomato-expressing cells show immunoreactivity for neuropeptide Y and calretinin. Exemplary microphotographs of sagittal sections from a four-month-old *Sst-Cre/tdTomato* animal (Bregma 2.76). **(a and b)** Examples of immunohistochemical stainings using an anti-somatostatin antibody (Som, green) and an anti-neuropeptide Y antibody (NPY, magenta). TdTomato<sup>+</sup> cells are depicted in red. **(c and d)** Examples of immunohistochemical stainings using an anti-somatostatin antibody (SST, green) and an anti-calretinin antibody (Cal, magenta). TdTomato<sup>+</sup> cells are depicted in red. Scale bars in **(a)** and **(c)**: 100  $\mu$ m. Scale bars in **(b)** and **(d)**: 20  $\mu$ m (magnified views of sections outlined in **(a)** and **(c)**, respectively). **(e-h)** Immunostaining using an antibody directed against parvalbumin (PV) in 50  $\mu$ m brain sections of six-month-old **(e, f)** *Sst-Cre/tdTomato* (control) and **(g, h)** *Sst-Cre/tdTomato/Dnmt1 loxP<sup>2</sup>* (KO) mice. Exemplary microphotographs of immunostainings (tdTomato in red, PV in green, DAPI in blue) taken from the primary somatosensory cortex (S1) of coronal slices (Bregma 0.14, -0.22, and -0.34). Scale bars: 100  $\mu$ m (left panels) and 20  $\mu$ m (magnifications of marked selections). **(i)** Quantification of the proportion of tdTomato<sup>+</sup> cells expressing PV in *Sst-Cre/tdTomato* and *Sst-Cre/tdTomato/Dnmt1 loxP<sup>2</sup>* mice across the cortical layers, normalized to the total amount of all detected tdTomato<sup>+</sup> cells. Nested two-way ANOVA with *n* = 11 slices for control and *n* = 10 for KO from *N* = 3 brains for both genotypes. *p* < 0.05 \*, *p* < 0.01 \*\*, *p* < 0.001 \*\*\*, n.s.: not significant. Error bars: +/- SEM of the mean (detailed information is provided by Supplementary Data 10). Data points sharing the same symbol represent one mouse

#### **Supplementary Figure S11:**

##### **Neuropixels recordings in adult *Sst-Cre/tdTomato/Dnmt1-loxP<sup>2</sup>* (KO) and *Sst-Cre/tdTomato* (Ctrl) mice**

**(a, b)** Histological localization of Neuropixels probes in S1 (left) and S1 (right) of *Sst-Cre/tdTomato* (Ctrl, **a**) and *Sst-Cre/tdTomato/Dnmt1-loxP<sup>2</sup>* (KO, **b**) mice. Each electrode was coated with fluorescent DiD for post-hoc verification. After recordings, brains were cut (50  $\mu$ m

slices) and stained with DAPI (blue). Based on anatomical landmarks, slices were aligned to the Allen CCF to verify correct probe positions. **(c-h)** Adult KO mice show functional abnormalities. **(c)** Left and center: Average S1 LFP across cortical depth, following a 20-ms air puff stimulus (white line) to the whisker pad. Blue colors indicate negative, and yellow colors positive LFP responses. Right: Across all layers, LFP responses were stronger and more temporally precise in Ctrl (grey) compared to KO (orange). **(d)** Quantification of spiking responses to tactile stimulation for neurons in the supra- and infragranular S1 layers (see also Fig. 7i). Early spiking responses within the first 30 ms after stimulus onset were significantly reduced in KO mice, especially in the supragranular layers (early response<sub>control</sub> = 11.99 ± 0.86 hz, early response<sub>KO</sub> = 4.58 ± 0.68 hz,  $p < 8.5^{-35}$ ,  $n_{\text{control}}$  = 183 neurons from 2 mice,  $n_{\text{KO}}$  = 60 neurons from 2 mice). Supragranular tactile responses were also longer lasting in KO mice, with significantly increased late sensory responses from 100 to 300 ms (late response<sub>control</sub> = 2.09 ± 0.48 hz, late response<sub>KO</sub> = 5.92 ± 1.35 hz,  $p = 0.0003$ ). **(e)** Optogenetic stimulation of SST<sup>+</sup> cINs in V1 and S1 with 20-ms-long flashes of blue light (10 mW, 488 nm), to isolate SST<sup>+</sup> cIN activity. The action potential waveform of light-responsive neurons was largely similar between genotypes. Spike width was also not significantly different (spike width<sub>control</sub> = 1.04 ± 0.01 ms, spike width<sub>KO</sub> = 1.05 ± 0.03 ms,  $p = 0.8271$ ,  $n_{\text{control}}$  = 73 neurons, 2 mice,  $n_{\text{KO}}$  = 42 neurons, 2 mice). **(f)** Spontaneous firing rate of the same SST<sup>+</sup> cINs as in **(c)** for Ctrl and KO (firing rate<sub>control</sub> = 2.56 ± 0.7 Hz, firing rate<sub>KO</sub> = 1.79 ± 1.12 Hz,  $p = 0.2958$ ). **(g)** Left: Peristimulus time histogram for S1 and V1 neurons that were suppressed by optogenetic stimulation of SST<sup>+</sup> cINs in the same area for Ctrl (gray) and KO mice (orange). Optogenetic stimulus started at time 0, ramped up for 0.5 seconds, and remained on for 1 second. Right: Optogenetic stimulation of SST<sup>+</sup> cINs equally suppressed other cortical neurons in both groups (firing rate change<sub>control</sub> = -4.69 ± 0.15 Hz, firing rate change<sub>KO</sub> = -4.65 ± 0.20 Hz,  $p = 0.8352$ ,  $n_{\text{control}}$  = 266 neurons from 2 mice,  $n_{\text{KO}}$  = 123 neurons from 2 mice). **(h)** Spontaneous firing rate of all cortical neurons across depth. The spontaneous firing rate of non-SST<sup>+</sup> cINs was significantly reduced in KO mice, especially in the supragranular layers (firing rate<sub>control</sub> = 1.25 ± 0.48 Hz, firing rate<sub>KO</sub> = 0.43 ± 0.52 Hz,  $p = 0.0015$ ,  $n_{\text{control}}$  = 262 neurons from 2 mice,  $n_{\text{KO}}$  = 93 neurons from 2 mice). Significance for panels d, e, f, g was based on a Wilcoxon *rank-sum* test, values are mean ± SEM. Shading in panels (c) and (g) shows the SEM. Exact *p*-values and raw data are available via the hyperlinks listed in the Data Availability Statement.

### Supplementary Figure S12:

#### Behavioral analyses of adult *Sst-Cre/tdTomato* and *Sst-Cre/tdTomato/Dnmt1 loxP<sup>2</sup>* mice.

**(a-d)** Evidence accumulation test (unisensory (visual or tactile) or multisensory (visuotactile)). Exact *p*-values and raw data are available via the hyperlinks listed in the Data Availability Statement. **(a)** Learning curves from *Som-Cre/tdTomato* (Ctrl) and *SomCre/tdTomato/Dnmt1 loxP<sup>2</sup>* (KO) mice across display the correctly performed trials per session in % (successful learning: sustained performance > 75% (red dashed lines)). Linear mixed effects model (LME),  $n = 18$  binned sessions from  $N = 6$  mice per modality,  $p_{\text{visual}} = 0.89$ ,  $p_{\text{tactile}} = 0.64$ ,  $p_{\text{multisensory}} = 0.29$ . **(b)** Multisensory enhancement (LME,  $n = 98$  sessions from  $N = 6$  mice,  $p = 0.95$ ). **(c, d)** Psychometric curves across all modalities for Ctrl and KO mice across difficulty levels (interhemispheric stimulus difference).

Both side-specific (**c**) and side-independent (**d**) performances (LME,  $n = 18$  performance values from  $N = 6$  mice over 3 difficulties,  $p_{\text{visual}} = 0.78$ ,  $p_{\text{tactile}} = 0.33$ ,  $p_{\text{multisensory}} = 0.26$ ). (**e-g**) Learning and visual navigation were tested in a Morris water maze (MWM) over six days ( $N = 7$  Ctrl,  $N = 6$  KO). (**e**) Scheme of the MWM task. (**f**) Successful escapes are shown as the percentage of trials in which the animals found the platform (binomial test:  $p_{\text{visual}} = 0.32$ ). (**g**) Covered distances per session (two-way ANOVA:  $p_{\text{Genotype}} = 0.238$ ,  $p_{\text{Session}} = 3.4^{-10}$ ,  $p_{\text{Genotype} \times \text{Session}} = 0.889$ ). Raw data of (f) and (g) are listed in Supplementary Table 10. (**h, i**) Chemoconvulsant susceptibility was assessed using PTZ-induced seizures scored according to Racine's scale (see methods). Average time point and applied dosage of PTZ for provoking the first occurrence of different epileptic seizure forms.  $N = 10$  for both *Dnmt1* genotypes (severity level 4:  $N = 10$  Ctrl and  $N = 9$  KO mice; severity level 5:  $N = 10$  Ctrl and KO mice each; severity level 6:  $N = 4$  Ctrl and  $N = 5$  KO mice; severity level 7:  $N = 9$  Ctrl and  $N = 7$  KO mice (**h**) Time to first seizure occurrence [0 min]). (**i**) Cumulated PTZ dosages (one injection: 10 mg PTZ/kg body weight) to elicit the initial occurrence of each respective Racine's score severity level. Unpaired, two-tailed Student's *t*-test and additional unpaired Welch's *t*-test; n.s.: not significant. Error bars: +/- SEM of the mean (more detailed information is provided by Supplementary Data 10).

### 3. Supplementary Tables and Legends

#### Supplementary Table S1.

The number of contacts for  $A^2$  of interface area (calculated by dr-sasa web server<sup>2</sup>) of selected protein/DNA complexes with affinities in the nM range. Affinity data from the ProNAB database<sup>3</sup>. All selected structures in solution (either by NMR or by the end of our three MD simulations), except for the DNMT1/UMDNA/SAH complex X-ray structure (PDB ID: 3PTA<sup>4</sup>).

| PDB ID            | Kd (nM) | Number of contacts with a cutoff at 4 Å | Protein/DNA interfacial area ( $A^2$ ) | Ratio |
|-------------------|---------|-----------------------------------------|----------------------------------------|-------|
| 1IV6 <sup>5</sup> | 200.0   | 194                                     | 961                                    | 0.20  |
| 1J5N <sup>6</sup> | 10.0    | 296                                     | 1740                                   | 0.20  |
| 1MSE <sup>7</sup> | 11.2    | 275                                     | 1377                                   | 0.17  |
| 1GCC <sup>8</sup> | 4.1     | 164                                     | 800                                    | 0.21  |
| 3PTA <sup>4</sup> | 2.3     | 97                                      | 761                                    | 0.13  |
| MD                | 2.3     | 184±17                                  | 1102±54                                | 0.17  |

**Supplementary Table S2.**

Interaction list between the catalytic domain and the CpG site in DNMT1/HMDNA/SAH complex was determined by Cryo-EM (PDB ID: 7XI9<sup>9</sup>) and by the end of our three MD simulations (residues within 4 Å).

|                | 7XI9 <sup>9</sup> | Replica1 | Replica2 | Replica3 |
|----------------|-------------------|----------|----------|----------|
| <b>LYS1275</b> | ×                 | √        | ×        | √        |
| <b>ARG1276</b> | ×                 | ×        | √        | √        |
| <b>MET1232</b> | √                 | ×        | ×        | ×        |
| <b>ASN1233</b> | √                 | ×        | ×        | ×        |
| <b>ARG1234</b> | √                 | √        | √        | √        |
| <b>ASN1236</b> | √                 | √        | ×        | √        |

**Supplementary Table S3**

The atomistic partial charges of SAM (**Supplementary Figure 1**) in this study.

| Atom | Charge | Atom | Charge | Atom | Charge | Atom | Charge | Atom | Charge |
|------|--------|------|--------|------|--------|------|--------|------|--------|
| N1   | -0.486 | O11  | -0.382 | C21  | 0.602  | H31  | 0.400  | H41  | 0.122  |
| C2   | 0.024  | C12  | 0.159  | C22  | -0.062 | H32  | 0.245  | H42  | 0.159  |
| C3   | 0.661  | O13  | -0.650 | C23  | 0.682  | H33  | 0.245  | H43  | 0.0889 |
| C4   | -0.689 | C14  | 0.152  | N24  | -0.807 | H34  | 0.164  | H44  | 0.096  |
| C5   | 0.032  | O15  | -0.618 | N25  | -0.546 | H35  | 0.164  | H45  | 0.112  |
| C6   | -0.249 | C16  | 0.139  | C26  | 0.154  | H36  | 0.193  | H46  | 0.057  |
| C7   | 0.337  | O17  | -0.689 | N27  | -0.186 | H37  | 0.193  | H47  | 0.134  |
| C8   | -0.355 | N18  | -0.770 | H28  | 0.451  | H38  | 0.193  | H48  | 0.347  |
| C9   | -0.450 | C19  | 0.548  | H29  | 0.424  | H39  | 0.067  | H49  | 0.347  |
| C10  | 0.219  | N20  | -0.785 | H30  | 0.400  | H40  | 0.067  | H50  | 0.347  |

**Supplementary Table S4.**

Parameters of Zn(II) ions (**Supplementary Figure S1**) in this study.

|     | Type                            | LJ Radius (Å) | LJ Depth (kcal/mol) | Charge (e) | GB Radius (Å) | GB Screen |
|-----|---------------------------------|---------------|---------------------|------------|---------------|-----------|
| Zn1 | Cys1476-Cys1478-Cys1485-His1502 | 1.3730        | 0.0118              | 0.6157     | 1.5000        | 0.8000    |

|     |                                 |        |        |        |        |        |
|-----|---------------------------------|--------|--------|--------|--------|--------|
| Zn2 | Cys653-Cys656-<br>Cys659-Cys691 | 1.3730 | 0.0118 | 0.8827 | 1.5000 | 0.8000 |
| Zn3 | His793-Cys820-<br>Cys893-Cys896 | 1.3730 | 0.0118 | 0.6757 | 1.5000 | 0.8000 |
| Zn4 | Cys664-Cys667-<br>Cys670-Cys686 | 1.3730 | 0.0118 | 0.6654 | 1.5000 | 0.8000 |

#### Supplementary Table S5.

Simulated system in this study.

| System          | Charge of complex | Number of K <sup>+</sup> ions | Number of Na <sup>+</sup> ions | Number of Cl <sup>-</sup> ions | Number of H <sub>2</sub> O molecules |
|-----------------|-------------------|-------------------------------|--------------------------------|--------------------------------|--------------------------------------|
| DNMT1/UMDNA/SAM | -21               | 157                           | 14                             | 150                            | 39.570                               |

#### Supplementary Table S6.

Additional Information Microscopy: Settings used for imaging with the Leica DMI8.

| Channel | Wavelength [nm] | Max. LED intensity [%] | Max. illumination time [ms] |
|---------|-----------------|------------------------|-----------------------------|
| Cy5     | 650             | 50                     | 500                         |
| DAPI    | 395             | 20                     | 200                         |
| FITC    | 488             | 50                     | 500                         |
| TRITC   | 544/545         | 50                     | 500                         |

#### Supplementary Table S7

Additional Information Microscopy: LED settings used for pair cell imaging with Leica DMI8 HC PL FLUOTAR L 40x/0.60 DRY.

| Channel | Wavelength [nm] | Max. LED intensity [%] | Max. illumination time [ms] |
|---------|-----------------|------------------------|-----------------------------|
| Cy5     | 650             | 60                     | 500                         |

|       |         |    |     |
|-------|---------|----|-----|
| DAPI  | 395     | 23 | 300 |
| FITC  | 488     | 60 | 300 |
| TRITC | 544/545 | 60 | 500 |

#### 4. Supplementary Methods

##### Model Construction

Our structure model of the DNMT1/UMDNA/SAM complex was based on the X-ray structures of DNMT1/UMDNA/SAH (PDB ID: 3PTA<sup>4</sup>) and of DNMT1/SAM (PDB ID: 3AV6)<sup>10</sup>. The missing loops in DNMT1 were modeled using the SWISS-MODEL web server<sup>11</sup>. The protonation states of DNMT1's ASP, GLU, ARG, LYS, and HIS residues, as well as those of the UMDNA strand (5'-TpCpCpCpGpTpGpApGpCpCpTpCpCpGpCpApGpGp-3'), were determined using the H++ web server<sup>12</sup> and tLEaP based on the Amber OL21 force field<sup>13</sup> assuming a pH 7.4 to mimic physiological conditions.

The force fields for the protein, methylated cytosine, UMDNA, water, and ions were AMBER ff19SB force fields<sup>14</sup>, parameter set from Lankas et al.<sup>15</sup>, Amber OL21 force field<sup>13</sup>, OPC<sup>16</sup>, and Åqvist potential<sup>17</sup>, respectively. Those of SAM (**Supplementary Fig. S1l, and Supplementary Table S3**) and the Zn coordination polyhedron (**Supplementary Fig S1m, and Supplementary Table S4**) were consistent with the used protein force field: The charges were derived from the geometry-optimized structure at the B3LYP level of theory (with Grimme's dispersion correction<sup>18</sup>). The basis sets were 6-311G(d,p) and 6-31G(d), respectively. We used the restrained electrostatic potential (RESP) fitting method<sup>19</sup>, following the Merz-Kollman (MK) scheme<sup>20</sup>. The van der Waals parameters were taken from the previous work of Li et al.<sup>21</sup>. The bonded parameters of the Zn coordination polyhedron were calculated at the same level of theory and obtained by the Seminario method<sup>22</sup>. Those for SAM were from GAFF2<sup>23</sup>. All the quantum mechanics (QM) calculations are performed by Gaussian09<sup>24</sup>.

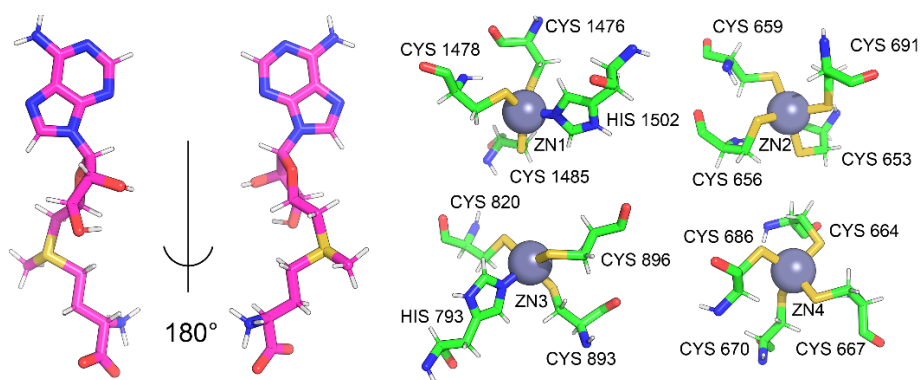

**Supplementary Methods Figure 1:** Three-dimensional schematic diagram of SAM (left) and Zn coordination polyhedron (right). The parameters of SAM and Zn(II) ions are provided in **Supplementary Tables S3 and S4**.

#### Details on generating transgenic mice:

The generation of control animals was conducted by crossing a  $Sst^{tm2.1(cre)Zjh}/J$  strain (RRID:IMSR\_JAX:013044, Jackson Laboratory, Bar Harbour, U.S.A.) with a *tdTomato* reporter mouse model ( $B6.CgGt(ROSA)26Sor^{tm1.4(CAG-tdTomato)Hze}$ , obtained from Christian Hübner, University Hospital Jena, Germany). An *internal ribosomal entry site* (IRES), a *Cre-recombinase* sequence, a *polyA* sequence, and a *flr*-flanked neo cassette were inserted into the 3' untranslated region (UTR) of the *Somatostatin* (*Sst*) locus on chromosome 16, limiting the respective *Cre*-expression to *Sst*-positive cells. The *tdTomato* reporter strain harbors the *tdTomato* sequence combined with a *loxP*-flanked stop cassette in the *Rosa26* locus. Expression of *Cre-recombinase* dependent on *Sst*-promoter activity resulted in the deletion of the *loxP*-flanked stop cassette during recombination and an expression of *tdTomato* in *Sst*-*Cre*-positive cells. Jackson Laboratory recommends creating and breeding *Sst*-*Cre* heterozygous mice ([jax.org/Strain/013044](http://jax.org/Strain/013044)), which received the *Cre*-allele from the maternal side. This strategy avoids potential instability of the *Cre-recombinase* activity during paternal germline recombination<sup>25</sup>. To generate the triple transgenic conditional KO-model *Sst*-*Cre*<sup>+/-</sup>/*tdTomato* females were bred with male individuals derived from crossing *tdTomato* mice with a *Dnmt1 loxP*<sup>2</sup> strain ( $B6; 129Sv-Dnmt1tm2Jae/J$ , obtained from Rudolf Jaenisch, Whitehead Institute for Biomedical Research Boston, U.S.A.) in which exon 4 and 5 of the *Dnmt1* gene are *loxP*-flanked, resulting in a null allele of these loci and a subsequent DNMT1 deficiency<sup>26</sup>. Corresponding programs and primers used for genotyping can be found in the supplementary information. An illustration of control- and KO mice is shown in Supplementary Figure S2a. Housing and breeding took with the permission for animal husbandry operations (§11 Animal Protection Act). All mice were housed at 20-24 °C with a relative air humidity of 45-65 % and under constant light-dark cycle of 12 h (less than 200 Lux at a height of 1 m). Food and water was available *ad libitum* in standardized and individually ventilated IVC cages (Tecniplast, Germany) with additional activity and nest building material. All general procedures (housing, breeding) were carried out at the Institute of Zoology (Biology II, RWTH Aachen) and at the Center for Experimental Models and Transgenic Service (CEMT), University Medical Center Freiburg, in accordance with European Directive 2010/63/EU (ETS123), FELASA standards, and the German GV-SOLAS guidelines, with approval for animal husbandry according to §11 Animal Protection Act (TierSchG). For the procedures conducted at the RWTH Aachen, organ removal was performed under license 40168.A4, approved by the Institute for Laboratory Animal Research, University Hospital Aachen. Embryo isolation followed protocol 81-02.04.2019.A311, authorized by the LANUV (North Rhine-Westphalia). Behavioral experiments, including PTZ, Neuropixels recordings, Morris Water Maze, and (multi)sensory discrimination tasks, were conducted under protocol 81-02.04.2020.A175 and complied with the same European and national regulations. Procedures conducted on C57BL6/J mice at the University Medical Center Freiburg were approved by the Regierungspräsidium Freiburg under the licenses G19/125 and G21/082 and in accordance with §4 TierSchG.

## DNA extraction and genotyping

Ear biopsies as well as embryonic tissue and tail biopsies from mice killed in experiments were incubated in an alkaline lysis buffer (25 mM NaOH, 0.2 mM EDTA, volume adapted to tissue size) for 90 minutes at 96°C and 350 rpm using a ThermoMixer® (Eppendorf AG, Germany). Subsequently, samples were cooled down on ice and neutralized using the same volume of 40 mM Tris-HCl. Next, amplification of genomic DNA was performed in a T100 thermal cycler (BioRad, U.S.A.) with the help of the corresponding primer sequences and PCR programs listed below. For this, 1 µL of isolated DNA was incubated together with 19 µL of PCR master mix containing 2x FastGene™ Optima reaction mix (Nippon Genetics, Japan), nuclease-free H<sub>2</sub>O, and respective primers. Product size determination via electrophoresis was conducted using a 2% agarose gel (2% agarose/1x Tris-acetate-EDTA (TAE) buffer) containing MidoriGreen™ (Nippon Genetics, Japan). Additionally, a 1 kb DNA ladder was applied according to the manufacturer's guidelines (GeneRuler™, Thermo Fisher Scientific, U.S.A.). Gel electrophoresis was performed applying 190 V using a PowerPac power supply (BioRad, U.S.A.). Final detection of genotyping results was conducted via GelDoc™XR imaging system (BioRad, U.S.A.) and the corresponding software Image Lab (BioRad, U.S.A.).

## Primer sequences and polymerase chain reaction (PCR) programs used for genotyping

### Somatostatin-Cre

- Universal reverse primer: 5'-GGG CCA GGA GTT AAG GAA GA-3'
- Wildtype forward primer: 5'-TCT GAA AGA CTT GCG TTT GG-3'
- Mutant forward primer: 5'-TGG TTT GTC CAA ACT CAT CAA-3'

### *TdTomato*

- Wildtype forward primer: 5'-AAG GGA GCT GCA GTG GAG TA-3'
- Wildtype reverse primer: 5'-CCG AAA ATC TGT GGG AAG TC-3'
- Mutant forward primer: 5'-GGC ATT AAA GCA GCG TAT CC-3'
- Mutant reverse primer: 5'-CTG TTC CTG TAC GGC ATG G-3'

### *Dnmt1 loxP<sup>2</sup>*

- Forward primer: 5'-GGG CCA GTT GTG TGA CTT GG-3'
- Reverse primer: 5'-CCT GGG CCT GGA TCT TGG GGA-3'

|     |              |  |    |              |     |              |
|-----|--------------|--|----|--------------|-----|--------------|
|     | 94 °C, 5 min |  |    |              |     |              |
| ┐   | 94 °C, 30 s  |  | ┐  | 95 °C, 3 min | ┐   | 95 °C, 3 min |
| 9x  | 65 °C, 30 s  |  | 9x | 95 °C, 15 s  | 37x | 95 °C, 30 s  |
| └   | 72 °C, 30 s  |  | └  | 61 °C, 20 s  |     | 58 °C, 25 s  |
| ┐   | 94 °C, 30 s  |  | └  | 72 °C, 30 s  | └   | 72 °C, 30 s  |
| 40x | 60 °C, 30 s  |  |    | 72 °C, 3 min |     | 72 °C, 2 min |
| └   | 72 °C, 30 s  |  |    | 12 °C, ∞     |     | 4 °C, ∞      |
|     | 72 °C, 5 min |  |    |              |     |              |
|     | 4 °C, ∞      |  |    |              |     |              |

### Chromatin immunoprecipitation (ChIP) and sequencing

Cerebellar granule (CB) cells<sup>27</sup> were cultured and treated as previously described<sup>28</sup>. The used CB cell line was first described in Fossale et al. (2004; <https://link.springer.com/article/10.1186/1471-2202-5-57>) and was obtained by Dr. Mukhran Khundadze (University Hospital Jena, Germany). DNMT1-interacting chromatin was immunoprecipitated via native chromatin immunoprecipitation (ChIP)<sup>28</sup>. The sequencing libraries were prepared using the NEBNext® Ultra II DNA Library Prep kit (#E7410S, New England Biolabs, U.S.A.) as per manufacturer's instructions. The input controls were pooled across samples in equimolar proportions. The libraries were amplified via PCR on a T100 Thermal Cycler (Bio-Rad, U.S.A.) with the following conditions: initial denaturation at 98°C for 30 s, 15 cycles of denaturation at 98°C for 10 s and annealing/extension at 65°C for 75 s, followed by a final extension at 65°C for 5 min. To account for the laddering caused by the enzymatic digestion, the libraries were size selected on a 2% (v/v) agarose gel and purified using the QIAquick Gel Extraction Kit (#28704, Qiagen, Germany). The libraries were sequenced on the NextSeq platform using 75 bp single-end reads at the IZKF Genomics Facility (University Hospital Aachen).

FASTQ files generated from the ChIP-seq experiment were processed using the nf-core/chipseq pipeline (version 2.0.0) with the mm10 reference genome<sup>29</sup>. Differential peak calling between the samples was performed using THOR with default settings<sup>30</sup>. The identified peaks with  $-\log_{10}p > 1.4$  in the control samples are listed in Supplementary Table 4. Sequences within a 500 bp window surrounding these peaks were analyzed for motif detection using MEME-ChIP<sup>31</sup>.

### Details on microscopes and applied settings

Detection of EOMES (E14.5, E16.5), TBR1 (E14.5, E16.5), SOX2 (E14.5), and DNMT1 immunostainings in embryonic sections (E14.5), microscopic imaging was conducted in tile scans, 2x2 binning, and with a HC PL FLUOTAR L20x/0.40 objective in a confocal-like Leica DMI8 fluorescent microscope in combination with a THUNDER® imager unit (Leica, Germany) and the corresponding software LASX (Leica, Germany). TdTomato signals were detected with the TRITC channel, and DNMT1, EOMES, TBR1, and SOX2 with the Cy5 channel (DNMT1, EOMES, and TBR1 in false color green). DAPI was captured with the settings for the DAPI channel (Supplementary Table S6). For post-processing, the LASX software with the “Mosaic Merge”- and “Thunder Lightning (Large Volume)” tools were used. A maximum intensity projection of the merged tile scans was done with the Fiji software<sup>105</sup> and LASX. DNMT1<sup>+</sup> cell detection and quantification were performed using QuPath, applying threshold-based segmentation on fluorescence intensity to identify labeled cells. For the detection of TBR1 and EOMES in E18.5 sections a Keyence BZ-X810 fluorescence microscope (Keyence Corporation, Japan) with a BZ-PA10 10x/ 0.45 objective was used, in combination corresponding Keyence BZ-X800 Software (z-stack: 16 levels à 2 µm) and tile scan imaging with *High Resolution* settings in *Low Photobleach Mode*). Post-processing z-levels in combination with the *Full Focus* setting, and afterwards all projected tile scans were stitched with the BZ-X800 analyzer program. Corresponding Keyence filter cubes were used to excite DAPI (395 nm, 3.3 ms 100 % excitation), tdTomato (TRITC 545 nm, 200 ms, 100% excitation),

and EOMES and TBR1 with Cy5 (620 nm, 200 ms, 100 % excitation). EOMES and TBR1 were depicted as false color green.

All adult sections, except for PV-immunohistochemical labelings, were captured with the Leica DMI8 microscope with THUNDER® module. Respective microphotographs were either captured with a HC PL FLUOTAR L20x/0.40 or HC PL APO 40x/1.30, the latter together with oil immersion (DNMT1). DNMT1<sup>+</sup> cell detection and quantification were performed using QuPath, applying threshold-based segmentation on fluorescence intensity to identify labeled cells. PV-associated fluorescent signals were detected using the already mentioned Keyence BZ-X810 fluorescence microscope with a BZ-PA10 10x/0.45 objective and *High Resolution* settings in *Low Photobleach Mode* in the corresponding Keyence BZ-X800 software in several sections of each slice. Merging of the resulting tile scans was performed either by the Keyence Analyzer software or the Grid/Collection Stitching Plugin in Fiji. A final maximum intensity projection was done by Fiji. The following channels were used for the respective antibody-associated fluorophores. TdTomato: TRITC; NPY, calretinin, and DNMT1: Cy5; SST and PV: FITC (Supplementary Table S6).

Morphology- and ERBB4-associated detection of Phalloidin645 and Cy3 signals in dissociated single cells was also conducted via the already mentioned Leica DMI8 using a HC PL APO 40x/1.30 in combination with oil immersion. Cells were captured via z-stacks with 2-5  $\mu\text{m}$  step size and post-processed using the THUNDER® Lightning Instant Computational Clearing tool (ICC) of the LASX software. Phalloidin645 was detected using Cy5 parameters, ERBB4-antibody-coupled Cy3 fluorophores via TRITC channel settings, and DAPI via DAPI-channel (Supplementary Table S6). For pair-cell assay analyses cortical cells were captured with Objective HC PL FLUOTAR 40x/0.60 CORR PH2 air lens. Associated fluorophores were detected as follows: NES: Cy5, TUBB3: FITC, EOMES: FITC (in false color yellow), DAPI: DAPI channel (Supplementary Table S6).

## 5. Supplementary References:

1. Singh, M., Saxena, S. & Mohan, K. N. DNMT1 downregulation as well as its overexpression distinctly affect mostly overlapping genes implicated in schizophrenia, autism spectrum, epilepsy, and bipolar disorders. *Front. Mol. Neurosci.* **16**, 1275697 (2023).
2. Ribeiro, J., Ríos-Vera, C., Melo, F. & Schüller, A. Calculation of accurate interatomic contact surface areas for the quantitative analysis of non-bonded molecular interactions. *Bioinformatics* **35**, 3499–3501 (2019).
3. Harini, K., Srivastava, A., Kulandaisamy, A. & Gromiha, M. M. ProNAB: database for binding affinities of protein–nucleic acid complexes and their mutants. *Nucleic Acids Research* **50**, D1528–D1534 (2022).
4. Song, J., Rechkoblit, O., Bestor, T. H. & Patel, D. J. Structure of DNMT1-DNA Complex Reveals a Role for Autoinhibition in Maintenance DNA Methylation. *Science* **331**, 1036–1040 (2011).
5. Nishikawa, T. *et al.* Solution Structure of a Telomeric DNA Complex of Human TRF1. *Structure* **9**, 1237–1251 (2001).
6. Masse, J. E. *et al.* The *S.cerevisiae* Architectural HMGB Protein NHP6A Complexed with DNA: DNA and Protein Conformational Changes upon Binding. *Journal of Molecular Biology* **323**, 263–284 (2002).

7. Ogata, K. *et al.* Solution structure of a specific DNA complex of the Myb DNA-binding domain with cooperative recognition helices. *Cell* **79**, 639–648 (1994).
8. Allen, M. D., Yamasaki, K., Ohme-Takagi, M., Tateno, M. & Suzuki, M. A novel mode of DNA recognition by a  $\beta$ -sheet revealed by the solution structure of the GCC-box binding domain in complex with DNA. *EMBO J* **17**, 5484–5496 (1998).
9. Kikuchi, A. *et al.* Structural basis for activation of DNMT1. *Nat Commun* **13**, 7130 (2022).
10. Takeshita, K. *et al.* Structural insight into maintenance methylation by mouse DNA methyltransferase 1 (Dnmt1). *Proc. Natl. Acad. Sci. U.S.A.* **108**, 9055–9059 (2011).
11. Waterhouse, A. *et al.* SWISS-MODEL: homology modelling of protein structures and complexes. *Nucleic Acids Research* **46**, W296–W303 (2018).
12. Anandakrishnan, R., Aguilar, B. & Onufriev, A. V. H++ 3.0: automating pK prediction and the preparation of biomolecular structures for atomistic molecular modeling and simulations. *Nucleic Acids Research* **40**, W537–W541 (2012).
13. Zgarbová, M., Šponer, J. & Jurečka, P. Z-DNA as a Touchstone for Additive Empirical Force Fields and a Refinement of the Alpha/Gamma DNA Torsions for AMBER. *J. Chem. Theory Comput.* **17**, 6292–6301 (2021).
14. Tian, C. *et al.* ff19SB: Amino-Acid-Specific Protein Backbone Parameters Trained against Quantum Mechanics Energy Surfaces in Solution. *J. Chem. Theory Comput.* **16**, 528–552 (2020).
15. Lankaš, F. *et al.* Critical Effect of the N2 Amino Group on Structure, Dynamics, and Elasticity of DNA Polypurine Tracts. *Biophysical Journal* **82**, 2592–2609 (2002).
16. Izadi, S., Anandakrishnan, R. & Onufriev, A. V. Building Water Models: A Different Approach. *J. Phys. Chem. Lett.* **5**, 3863–3871 (2014).
17. Åqvist, J. Ion-water interaction potentials derived from free energy perturbation simulations. *J. Phys. Chem.* **94**, 8021–8024 (1990).
18. Grimme, S., Antony, J., Ehrlich, S. & Krieg, H. A consistent and accurate *ab initio* parametrization of density functional dispersion correction (DFT-D) for the 94 elements H–Pu. *The Journal of Chemical Physics* **132**, 154104 (2010).
19. Bayly, C. I., Cieplak, P., Cornell, W. & Kollman, P. A. A well-behaved electrostatic potential based method using charge restraints for deriving atomic charges: the RESP model. *J. Phys. Chem.* **97**, 10269–10280 (1993).
20. Singh, U. C. & Kollman, P. A. An approach to computing electrostatic charges for molecules. *J Comput Chem* **5**, 129–145 (1984).
21. Li, P., Roberts, B. P., Chakravorty, D. K. & Merz, K. M. Rational Design of Particle Mesh Ewald Compatible Lennard-Jones Parameters for +2 Metal Cations in Explicit Solvent. *J. Chem. Theory Comput.* **9**, 2733–2748 (2013).
22. Seminario, J. M. Calculation of intramolecular force fields from second-derivative tensors. *Int. J. Quantum Chem.* **60**, 1271–1277 (1996).
23. Wang, J., Wolf, R. M., Caldwell, J. W., Kollman, P. A. & Case, D. A. Development and testing of a general amber force field. *J Comput Chem* **25**, 1157–1174 (2004).
24. M. J. Frisch, G. W. Trucks, H. B. Schlegel, G. E. Scuseria, M. A. Robb, J. R. Cheeseman, G. Scalmani, V. Barone, B. Mennucci, G. A. Petersson, H. Nakatsuji, M. Caricato, X. Li, H. P. Hratchian, A. F. Izmaylov, J. Bloino, G. Zheng, J. L. Sonnenberg, M. Hada, M. Ehara, K. Toyota, R. Fukuda, J. Hasegawa, M. Ishida, T. Nakajima, Y. Honda, O. Kitao, H. Nakai, T. Vreven, J. A. Montgomery, Jr., J. E. Peralta, F. Ogliaro, M. Bearpark, J. J. Heyd, E. Brothers, K. N. Kudin, V. N. Staroverov, R. Kobayashi, J. Normand, K. Raghavachari, A. Rendell, J. C. Burant, S. S. Iyengar, J. Tomasi, M. Cossi, N. Rega, J. M. Millam, M. Klene, J. E. Knox, J. B. Cross, V. Bakken, C. Adamo, J. Jaramillo, R. Gomperts, R. E. Stratmann, O. Yazyev, A. J. Austin, R. Cammi, C. Pomelli, J. W. Ochterski, R. L. Martin, K. Morokuma, V. G. Zakrzewski, G. A. Voth, P. Salvador, J. J. Dannenberg, S. Dapprich, A. D. Daniels, O. Farkas, J. B. Foresman, J. V. Ortiz, J. Cioslowski, and D. J. Fox, Gaussian 09, Revision A.02. (2009).
25. Madisen, L. *et al.* A robust and high-throughput Cre reporting and characterization system for the whole mouse brain. *Nat Neurosci* **13**, 133–40 (2010).

26. Jackson-Grusby, L. *et al.* Loss of genomic methylation causes p53-dependent apoptosis and epigenetic deregulation. *Nat Genet* **27**, 31–39 (2001).
27. Fossale, E. *et al.* Membrane trafficking and mitochondrial abnormalities precede subunit c deposition in a cerebellar cell model of juvenile neuronal ceroid lipofuscinosis. *BMC Neurosci* **5**, 57 (2004).
28. Yildiz, C. B. *et al.* EphrinA5 regulates cell motility by modulating Snhg15/DNA triplex-dependent targeting of DNMT1 to the Ncam1 promoter. *Epigenetics & Chromatin* **16**, 42 (2023).
29. Ewels, P. A. *et al.* The nf-core framework for community-curated bioinformatics pipelines. *Nat Biotechnol* **38**, 276–278 (2020).
30. Allhoff, M., Seré, K., F Pires, J., Zenke, M. & G Costa, I. Differential peak calling of ChIP-seq signals with replicates with THOR. *Nucleic Acids Res* **44**, e153 (2016).
31. Machanick, P. & Bailey, T. L. MEME-ChIP: motif analysis of large DNA datasets. *Bioinformatics* **27**, 1696–1697 (2011).

# Supplementary material for: DNMT1-mediated regulation of somatostatin-positive interneuron migration impacts cortical architecture and function
**Source:** Nat Commun. 2025 Jul 24;16:6834. doi: 10.1038/s41467-025-62114-0
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

### Title: Supplementary Data 1. (Supplementary Data 1-RNA Seq FACS SST-KO and ctrl E14.xlsx)

#### Description:

Comparison of differential gene expression in tdTomato-positive interneurons of the basal telencephalon of E14.5 *Sst-Cre/tdTomato/Dnmt1 loxP<sup>2</sup>* and *Sst-Cre/tdTomato* control mice as revealed by RNA sequencing. Differentially expressed genes (DEG) are listed in sheet 1-1, genes with reduced expression in *Sst-Cre/tdTomato/Dnmt1 loxP<sup>2</sup>* are listed in sheet 1-2, while genes found upregulated in *Sst-Cre/tdTomato/Dnmt1 loxP<sup>2</sup>* are listed in sheet 1-3.

### Title: Supplementary Data 2. (Supplementary Data 2-DMRs FACS SST-KO and ctrl E14.xlsx)

#### Description:

Differentially methylated regions in tdTomato-positive interneurons of the basal telencephalon of E14.5 *Sst-Cre/tdTomato/Dnmt1 loxP<sup>2</sup>* and *Sst-Cre/tdTomato* control mice as revealed by methyl-sequencing. Differentially methylated regions (DMRs) are listed in sheet 1-1. Negative values indicate increased methylation in KO.

### Title: Supplementary Data 3. (Supplementary Data 3-Overlap DEG-DMG SST-Dre-DNMT1 E14.5Venn\_Data.xlsx)

#### Description:

Collection of genes that were both differentially expressed and differentially methylated in tdTomato-positive interneurons of the basal telencephalon of E14.5 *Sst-Cre/tdTomato/Dnmt1 loxP<sup>2</sup>* and/or *Sst-Cre/tdTomato* control mice as revealed by RNA and methyl-sequencing, respectively, building the basis of the Venn diagrams depicted in Figure 1. DEG\_up refers to upregulated genes in *Sst-Cre/tdTomato/Dnmt1 loxP<sup>2</sup>* samples.

### Title: Supplementary Data 4. (Supplementary Data 4 – ChIP seq THOR peaks p1.4.xlsx)

#### Description:

DNMT1 ChIP-seq peaks in immortalized cerebellar granule (CB) cells. The table lists the chromosomal locations of DNMT1-interacting chromatin segments with a *p* value cut-off of 1.4 (-log<sub>10</sub>) as well as the corresponding genes on the coding and the template strand, marked by (+) and (-), respectively. The peaks were generated by the THOR algorithm with the default parameters<sup>1</sup>. Genes differentially expressed after *Dnmt1* Knockout were tested for the presence of the identified Motif using the AME algorithm supplied with the Motif and the transcription start sites (+-3kb).

### Title: Supplementary Data 5. (Supplementary Data 5-GO\_enrichment\_DEGup\_and\_DMR.csv)

#### Description:

Gene ontology (GO) – biological process analysis of genes with increased expression and reduced methylation in E14.5 *Sst-Cre/tdTomato/Dnmt1 loxP<sup>2</sup>* samples compared to *Sst-Cre/tdTomato* cells.

### Title: Supplementary Data 6. (Supplementary Data 6-GO\_BiologicalP\_DEG\_up.csv)

#### Description:

Gene ontology (GO) – biological process analysis (ShinyGO 0.82; <https://bioinformatics.sdstate.edu/go>) of all genes with increased expression in E14.5 *Sst-Cre/tdTomato/Dnmt1 loxP<sup>2</sup>* samples compared to *Sst-Cre/tdTomato* cells.

### Title: Supplementary Data 7. (Supplementary Data 7-Overlap DEG SST-Cre DNMT1 KO withDNMT1 OE)

#### Description:

Collection of genes that were differentially expressed in both E14.5 *Sst-Cre/tdTomato/Dnmt1 loxP<sup>2</sup>* samples compared to *Sst-Cre/tdTomato* cells, as well as in *Dnmt1* overexpressing neurons

transdifferentiated from murine ESCs compared to their controls. This table also provides the basis for the Venn Diagram depicted in Figure 1.

**Title: Supplementary Data 8. (Supplementary Data 8-DEG\_up\_DNMT1OE\_down\_enrichment.csv)**

**Description:**

Gene ontology (GO) – biological process analysis of all genes with increased expression in E14.5 *Sst-Cre/tdTomato/Dnmt1 loxP<sup>2</sup>* samples compared to *Sst-Cre/tdTomato* cells as well as reduced expression in *Dnmt1* overexpressing neurons transdifferentiated from murine ESCs compared to their controls.

**Title: Supplementary Data 9. (Supplementary Data 9-DEG bTel and Ctx and overlap)**

**Description:**

Collection of genes that were differentially expressed between E14.5 *Sst-Cre/tdTomato/Dnmt1 loxP<sup>2</sup>* and *Sst-Cre/tdTomato* cells prepared from the cerebral cortex. Moreover, the overlap of significantly upregulated genes in *Sst-Cre/tdTomato/Dnmt1 loxP<sup>2</sup>* cells from the basal telencephalon and from the cortex are summarized. Moreover, gene ontology analysis (Biological process) details are depicted, performed with the set of genes that were commonly upregulated in FAC-sorted *Sst-Cre/tdTomato/Dnmt1 loxP<sup>2</sup>* neurons from both compartments (basal telencephalon and cortex). Background is defined as all detected transcripts in both datasets (ShinyGO 0.81; <http://bioinformatics.sdstate.edu/go/>).

**Title: Supplementary Data 10. (Supplementary Data 10-all Raw Data-final)**

**Description:**

This supplementary Excel file contains raw data, detailed statistical information and links to the deposited raw data for each main and supplementary figure presented in this manuscript.

**Supplementary Movie legends**

**Title: Supplementary Movies 1, 2**

**Description:**

Migratory behavior of interneurons depicted in organotypic brain slices (350  $\mu$ m) of E14.5 *Sst-Cre/tdTomato* (Suppl. Video 1) and *Sst-Cre/tdTomato/Dnmt1 loxP<sup>2</sup>* (Suppl. Video 2) embryos. Footages display an imaging period of 20 hours with 15 minutes per frame. TdTomato<sup>+</sup> cells are depicted in grey. Scale bar: 100  $\mu$ m. MZ: marginal zone, CP: cortical plate, VZ: ventricular zone.

**Title: Supplementary Movies 3-9**

**Description:**

Seizure events during PTZ-induced convulsions in three-month-old *Sst-Cre/tdTomato* and *Sst-Cre/tdTomato/Dnmt1 loxP<sup>2</sup>* mice. All videos are depicted in real-time. Videos 6 and 7 display examples of small seizures of event I (whole body myoclonus until reaching a standing position with an upward stretched tail). In videos 8 and 9 mice are displaying small seizure events of type II (whole-body myoclonus with stretched body and stretched tail pointing towards the head). Event III of seizure types is depicted in video 10, characterized by several convulsions leading to short rearing episodes, falling over, and rolling with subsequent recovery of the individual. Videos 11 and 12 show examples of final tonic-clonic seizures (event IV) with whole-body convulsions culminating in heavy rearing and overstretched limbs.

**Title: Supplementary Movie 10**

**Description:**

Stereotypic behavior of an adult *Sst-Cre* strain mouse depicting repetitive movements characterized by mounting on the play tunnel, flipping over, and instant repetition of the procedure. Stereotypic

behavior can indicate general vulnerability to stress or autism-like symptoms. Footages are depicted in real-time.

# Supplementary material for: DNMT1-mediated regulation of somatostatin-positive interneuron migration impacts cortical architecture and function
**Source:** Nat Commun. 2025 Jul 24;16:6834. doi: 10.1038/s41467-025-62114-0
**Supplement:** Supplementary file 23 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- n/a
- Confirmed
- ☐

☒

The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐

☒

A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐

☒

The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐

☒

A description of all covariates tested
- ☐

☒

A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐

☒

A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐

☒

For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒

☐

For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☐

☒

For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒

☐

Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

- coding and analysis strategy for CellChat Single Cells are provided following the link:  
[https://github.com/Vogel-lab/Reichard-2024\\_DNMT1-Mediated\\_Regulation-of\\_IN\\_Migration44](https://github.com/Vogel-lab/Reichard-2024_DNMT1-Mediated_Regulation-of_IN_Migration44)

- coding and analysis strategy for Evidence Accumulation Task provided following the link:  
[https://github.com/NabbefeldG/MS\\_task\\_gerion\\_V2\\_5](https://github.com/NabbefeldG/MS_task_gerion_V2_5)

-coding and analysis strategy for for the electrophysiological dataset are provided following the link  
<https://github.com/musall/dnmt1SOM>

- Software:

- ImageJ/Fiji

- LAS X

- Keyence BZ-X800

- Particle Mesh Ewald method

- BD FACSDiva Software, version 9.4

- Langevin dynamics

- Monte Carlo barostat

- Matlab 2020b, MathWorks

- Kilosort v2.5

- Phyton v3.7

- SpikeInterface analysis toolbox
- bcl2fastq Illumina
- nf-core/rnaseq pipeline v3.12 implemented in Nextflow 23.10.0/24.10.5
- nf-core/methylseq pipeline v2.6.0/3.0.0 implemented in Nextflow 23.10.0/24.10.5
- Trim Galore 0.6.7
- STAR 2.7.9a
- Salmon v1.10.1
- DESeq2 v.1.32.0
- Nextflow 23.10.0/24.10.5
- FastQC (<http://www.bioinformatics.babraham.ac.uk/projects/fastqc>)
- Trimmomatic
- Bismark
- GENCODE VM23 dataset
- UCSC LiftOver tool
- IGV
- Ensembl release 112
- AME algorithm provided within the MEME suite
- ShinyGO 0.80/0.82 with the biological processes' dataset
- nf-core/chipseq pipeline version 2.0.0 with the mm10 reference genome
- THOR with default settings
- MEME-ChIP
- CellRanger v7.0.0
- R v4.3.2/4.4.0/4.4.1 running under Ubuntu 20.04.6 LTS
- Seurat v5.0.1.9001
- CellChat v2.1.25
- rtacklayer
- Trailmaker
- Kilosort v2.5
- ANYmaze

## Data analysis

- coding and analysis strategy for CellChat Single Cells are provided following the link:  
[https://github.com/Vogel-lab/Reichard-2024\\_DNMT1-Mediated\\_Regulation-of\\_IN\\_Migration](https://github.com/Vogel-lab/Reichard-2024_DNMT1-Mediated_Regulation-of_IN_Migration)

- costum code for Evidence accumulation task can be found here: [https://github.com/NabbefeldG/MS\\_task\\_gerion\\_V2\\_5](https://github.com/NabbefeldG/MS_task_gerion_V2_5)

-coding and analysis strategy for for the electrophysiological dataset are provided following the link  
<https://github.com/musall/dnmt1SOM>

## -Software:

- GraphPad PRISM
- ImageJ/Fiji
- BD FACSDiva Software, version 9.4
- CPPTRAJ
- Matlab 2020b, MathWorks
- Kilosort v2.5
- Phyton v3.7
- SpikeInterface analysis toolbox
- bcl2fastq Illumina
- nf-core/rnaseq pipeline v3.12 implemented in Nextflow 23.10.0/24.10.5
- nf-core/methylseq pipeline v2.6.0/3.0.0 implemented in Nextflow 23.10.0/24.10.5
- Trim Galore 0.6.7
- STAR 2.7.9a
- Salmon v1.10.1
- DESeq2 v.1.32.0
- Nextflow 23.10.0/24.10.5
- FastQC (<http://www.bioinformatics.babraham.ac.uk/projects/fastqc>)
- Trimmomatic
- Bismark
- GENCODE VM23 dataset
- USCS LiftOver tool
- IGV
- Ensembl release 112
- AME algorithm provided within the MEME suite
- ShinyGO 0.80/0.82 with the biological processes' dataset
- nf-core/chipseq pipeline version 2.0.0 with the mm10 reference genome
- THOR with default settings
- MEME-ChIP
- CellRanger v7.0.0
- R v4.3.2/4.4.0/4.4.1 running under Ubuntu 20.04.6 LTS
- Seurat v5.0.1.9001
- CellChat v2.1.25
- rtracklayer
- Trailmaker
- ANYmaze

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

### Data Availability

The data supporting the results of this study are available as described in the results and the method part as hyperlinks or were directly uploaded to corresponding data platforms which are also stated, respectively. We confirm there is no (privacy) conflict of sharing our data openly. Since our study did not used human/patient material there is no need to anonymize corresponding data to comply with ethical and legal standards. In addition to the original data generated during this research, secondary data used in the analysis are also referenced and can be accessed from the provided raw data overview, the mentioned data servers or via hyperlinks stated in the study. For further information regarding data access or requests, please contact Geraldine Zimmer-Bensch.

The sequencing datasets generated and/or analyzed for this study have been deposited in the Gene Expression Omnibus repository with the following accession numbers: GSE276510 [ChIP-seq], GSE298336 [snRNA-seq], GSE298865 [Methyl-seq], GSE276516 [RNA-seq bT] and GSE300332 [RNA-seq ctx]. The MERESCOPE datasets have been deposited in the Gene Expression Omnibus repository with the accession number GSE298591 [MERFISH]. Single cell RNA datasets from C57BL6/J embryos used for CellChat-based binding predictions are deposited under: GSE300648, GSE300649 and GSE291845 for the E14.5 dataset, and GSE291845, GSE300653 and GSE300678 for the E16.5 dataset. As this dataset is currently under consideration for publication in a different context, access is temporarily restricted and can be granted upon request by contacting Prof. Tanja Vogel (). The MD simulation data has been deposited in the MDposit IRB node under the project number A0220 (<https://irb-dev.mddbr.eu/#/id/A0220.1/overview>). Neuropixels recording data are available in a figshare repository (<https://doi.org/10.6084/m9.figshare.28282838>).

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |      |
|--------------------------------------------------------------------|------|
| Reporting on sex and gender                                        | n.a. |
| Reporting on race, ethnicity, or other socially relevant groupings | n.a. |
| Population characteristics                                         | n.a. |
| Recruitment                                                        | n.a. |
| Ethics oversight                                                   | n.a. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                        |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | All samples sizes used and analyzed are described for each Figure (captions) and/or in the corresponding methods part. Detailed information on the sample size determination can be found in the author checklist.                                                                                                                                     |
| Data exclusions | All authors declare that no data were excluded from the study.                                                                                                                                                                                                                                                                                         |
| Replication     | If applicable all biological or technical replicates are described in the corresponding Figure legends and/or in the related methods section.                                                                                                                                                                                                          |
| Randomization   | For randomization we used embryos/adult mice from different litters and from different parents. We only aimed to avoid incest breeding for terminated matings. For behavioral experiments we avoided using exclusively litter mates to artificially decrease variances of data. Experiments were done on different and independent days of conduction. |
| Blinding        | Respective blinded analyses are stated in the Figure legends/captions and methods section. Mice and embryos were ID-coded.                                                                                                                                                                                                                             |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                  |
|-----------------|----------------------------------------------------------------------------------|
| Antibodies used | Primary antibodies:<br>- mouse anti-Calretinin (1:500; Swant, Switzerland, #6B3) |
|-----------------|----------------------------------------------------------------------------------|

- rabbit anti-NPY (1:2500; Immunostar, U.S.A., #2940)
- rabbit anti-TBR1 (1:200; Abcam, U.S.A., #ab31940)
- rabbit anti-TBR2 (1:500; Abcam, U.S.A., #ab23345)
- rat anti-Somatostatin (1:100; Millipore, U.S.A., #MAB354)
- mouse anti-Parvalbumin (1:2000; Swant, Switzerland, #235)
- rabbit anti-DNMT1 (1:100; Santa Cruz, U.S.A., #sc20701)
- rabbit anti-CUX1 (CDP; 1:100, Santa Cruz, U.S.A., #sc13024)
- mouse anti-Nestin (1:100; Merck U.S.A., #MAB353)
- rabbit anti- $\beta$ -Tubulin III (1:500; Sigma Aldrich, U.S.A., #T2200)
- rabbit anti-ErB4 (1:1000; Proteintech, U.S.A., #22387-1-AP)

Secondary antibodies (all applied 1:1000)

- Alexa488-goat anti-Rat IgG (Invitrogen, U.S.A., #A11006)
- Cy5-Goat anti-Rabbit IgG (Life Technologies, U.S.A., #A10523)
- A488-Donkey anti-Mouse IgG (Jackson, U.S.A., #15454150)
- Cy5-Goat anti-Mouse IgG (Jackson, U.S.A., #115175146)
- A488-Goat anti-Rabbit IgG (Life Technologies, U.S.A., #A11008)

#### Validation

All primary antibodies were tested following the manufacturer's provided information and data sheets, former studies, already established protocols in the laboratory, or during establishment including different dilutions/concentrations. Negative controls involved the incubation with secondary antibodies without the primary antibody.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

#### Cell line source(s)

cell lines:

- immortalized murine cerebellar granule (CB) cells: first described in Fossale et al. (2004; <https://link.springer.com/article/10.1186/1471-2202-5-57>), cells obtained Dr. Mukhran Khundadze (University Hospital Jena, Germany)

- murine embryonic stem cells (ESCs): first described in Saxena et al. (2020; <https://www.semanticscholar.org/paper/Analysis-of-transcript-levels-of-a-few-candidate-in-Saxena-Maraju/987a863d41f64c7eb126bb58f020785c0f49f0e9>) obtained from Prof. K. Naga Mohan Hyderabad University, Hyderabad, India)

primary cells (no cell lines):

- primary single cells for Cell-Chat (single cell signaling): single cells derived from the basal telencephalon from C57BL6/J mice embryonic day 14.5 and E16.5

- primary single cells of Sst-Cre/tdTomato and Sst-Cre/tdTomato/Dnmt1 loxP2 for FACS + bulk RNA sequencing and DNA methylation sequencing: single cells from the basal telencephalons and the cortex from embryos of both mouse strains were isolated from animals of embryonic day 14.5

- primary single cells MGE and cortex for cultivation: C57BL6/J: single cells were isolated from the MGE and the cortex from embryos at embryonic day 14.5

#### Authentication

The authors declare that the used cell lines and used single cells were not authenticated, except for the presence of tdTomato-expression in Sst-Cre/tdTomato- and Sst-Cre/tdTomato/Dnmt1 loxP2 embryos.

#### Mycoplasma contamination

The authors declare that none of the immortalized/generated cell lines were tested for mycoplasma contamination.

#### Commonly misidentified lines (See [ICLAC](#) register)

n.a.

## Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

#### Laboratory animals

Overview on number of used animals (embryonic and adult; Sst-Cre/tdTomato vs. Sst-Cre/tdTomato/Dnmt1 loxP2):

- PTZ experiments 13-17-week-old males: 10 vs. 10
- nestbuilding: 12-24-week-old males: 16 vs. 16
- evidence accumulation task and MWM 8-12-week-old males: 7 vs. 6
- neuropixels recordings 6-month-old males: 2 vs. 2
- cortical layer dimensions adult (6-month-old males): 3 vs. 3
- cortical layer distribution of tdTomato cells adult (6-month-old males): 3 vs. 3
- representative immunohistological co-stainings SST/NPY and SST/Calretinin adult: 4-month-old Sst-Cre/tdTomato male
- PV/tdTomato overlap adult 6-month-old males: 3 vs. 3
- E14.5 RNA seq: 23 vs. 14 basal telencephalon, 7 vs. 8 cortex
- E14.5 methylation seq: 15 vs. 11 basal telencephalon, 7 vs. 8 cortex
- E14.5 single-cell RNA seq-based CellChat binding predictions C57 embryos: 5

- E16.5 single-cell RNA seq-based CellChat binding predictions C57 embryos: 6
- E16.5 single-nucleus RNA seq incl. CellChat binding predictions: 2 vs. 2
- E16.5 MERFISH: 1 vs. 1
- E14.5 cortical dimensions, tdTomato+ cell distribution in entire hemispheres and in cortex, EOMES+ cell numbers, TBR+ cell numbers, DNMT1 KO validation: 3 vs. 3
- E16.5 cortical dimensions, tdTomato+ cell distribution in entire hemispheres and in cortex, EOMES+ cell numbers, TBR+ cell numbers: 4 vs. 4
- E18.5 cortical dimensions, layer thicknesses, areas CP and IZ-VZ, tdTomato+ cell distribution in cortex, EOMES+ cell numbers, TBR+ cell numbers: 4 vs. 4
- E14.5 SOX2+ cell numbers: 5 vs. 5
- E14.5 LCI organotypic brain slices tdTomato+ fluorescence signal increase in CP, radial migration, migrated pathlength, morphology analysis tdTomato+ cells: 3 vs. 3
- 14.5 LCI organotypic brain slices velocity of all cortical tdTomato+ cells and velocity tdTomato+ cells in area CP-VZ: 5 vs. 3
- 14.5 LCI organotypic brain slices average directional changes of tdTomato+ cells: 4 vs. 3

#### Mouse strains:

Transgenic mouse strains with a genetic C57BL/6J background (initially obtained from the University Hospital UKA Aachen, Germany) were used. Ssttm2.l(crc)Zjh/J x B6.CgGt(ROSA)26Sortm1.4(CAG-tdTomato)Hze (Sst+/-Cre/tdTomato) served as control animals whereas Ssttm2.l(crc)Zjh/J x B6.CgGt(ROSA)26Sortm1.4(CAG-tdTomato)Hze x B6; 129S-Dnmt1tm2Jae/J (Sst-Cre+/-tdTomato/Dnmt1 loxP2) were used as Dnmt1 knockout (KO) model. By crossing an Ssttm2.l(crc)Zjh/J strain (RRID:IMSR\_JAX:013044, Jackson Laboratory, Bar Harbour, USA) with a tdTomato reporter mouse model (B6.CgGt(ROSA)26Sortm1.4(CAG-tdTomato)Hze, the latter obtained from Prof. Christian Hübner (University Hospital Jena, Germany)). An internal ribosomal entry site (IRES), a Cre-recombinase sequence, a polyA sequence, and a frt-flanked neo cassette were inserted into the 3' untranslated region (UTR) of the Somatostatin (Sst) locus on chromosome 16, exclusively limiting the respective Cre-expression to SST-positive neurons. Mice of the tdTomato reporter strain had a tdTomato sequence combined with a loxP-flanked stop cassette in the Rosa26 locus. The Cre-recombinase transcription dependent on Sst-promoter activity resulted in an excision of the loxP-flanked stop cassette during recombination and a subsequent expression of tdTomato in Cre-positive Sst-expressing neurons. According to Jackson Laboratory we generated heterozygous mice that received the Cre-allele from the maternal side to avoid a potential instability of the Cre-recombinase activity during paternal germline recombination (jax.org/Strain/013044).

#### Wild animals

All authors state that no wild animals were used in the current study.

#### Reporting on sex

- embryos isolated from C57BL6/J, Sst-Cre/tdTomato, and Sst-Cre/tdTomato/Dnmt1 loxP2 were used without consideration of their sex (identification would only have been possible post mortem through genotyping of presence of XX- or XY-chromosomes)
- for analyses considering adult Sst-Cre/tdTomato and Sst-Cre/tdTomato/Dnmt1 loxP2 mice: only males (between 3 and 6 month-old) were used to avoid high heterogeneity due to fluctuating estrogen levels in female mice

#### Field-collected samples

n.a.

#### Ethics oversight

All general procedures (housing, breeding) were carried out at the Institute of Zoology (Biology II, RWTH Aachen) and at the Center for Experimental Models and Transgenic Service (CEMT), University Medical Center Freiburg, in accordance with European Directive 2010/63/EU (ETS123), FELASA standards, and the German GV-SOLAS guidelines, with approval for animal husbandry according to §11 Animal Protection Act (TierSchG). For the procedures conducted at the RWTH Aachen, organ removal was performed under license 40168.A4, approved by the Institute for Laboratory Animal Research, University Hospital Aachen. Embryo isolation followed protocol 81-02.04.2019.A311, authorized by the LANUV (North Rhine-Westphalia). Behavioral experiments, including PTZ, Neuropixels recordings, Morris Water Maze, and (multi)sensory discrimination tasks, were conducted under protocol 81-02.04.2020.A175 and complied with the same European and national regulations. Procedures conducted on C57BL6/J mice at the University Medical Center Freiburg were approved by the Regierungspräsidium Freiburg under the licenses G19/125 and G21/082 and in accordance with §4 TierSchG.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

#### Seed stocks

n.a.

#### Novel plant genotypes

n.a.

#### Authentication

n.a.

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

#### Data access links

May remain private before publication.

GSE276510

#### Files in database submission

DNMT1\_Ctrl\_FC\_2\_S3\_R1\_001.fastq.gz  
 DNMT1\_Ctrl\_FC\_4\_S7\_R1\_001.fastq.gz  
 DNMT1\_Ctrl\_FC\_input\_S9\_R1\_001.fastq.gz  
 DNMT1\_Ctrl\_input.bigWig  
 DNMT1\_Ctrl\_REP2.bigWig  
 DNMT1\_Ctrl\_REP4.bigWig  
 DNMT1\_Efna5\_FC\_1\_S2\_R1\_001.fastq.gz  
 DNMT1\_Efna5\_FC\_3\_S6\_R1\_001.fastq.gz  
 DNMT1\_Efna5\_FC\_input\_S10\_R1\_001.fastq.gz  
 DNMT1\_Efna5\_input.bigWig  
 DNMT1\_Efna5\_REP1.bigWig  
 DNMT1\_Efna5\_REP3.bigWig

#### Genome browser session

(e.g. [UCSC](#))

Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents.

### Methodology

#### Replicates

N = 2 biological replicates per group

#### Sequencing depth

single-end, 478.7 million reads across samples

#### Antibodies

ChIP-seq:  
 - anti-DNMT1 (BioAcademia, Japan, #70-201)  
 - normal rabbit IgG (Merck Millipore, U.S.A., #12-370)

#### Peak calling parameters

THOR, default settings: Allhoff, M., Seré, K., F Pires, J., Zenke, M. & G Costa, I. Differential peak calling of ChIP-seq signals with replicates with THOR. Nucleic Acids Res 44, e153 (2016).

#### Data quality

Only differential peaks called by THOR on default settings were used in this study, with a cutoff of  $-\log_{10}(pval)$  at 1.4

#### Software

Described in results and methods.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

#### Sample preparation

For FACS-mediated enrichment of E14.5 Sst-Cre/TdTomato cells, the whole basal telencephalon was prepared from the embryos and subjected to cell dissociation. Nuclease-free reaction tubes were used during isolation and long-term storage of the resulting material. The basal telencephaloni were collected in cold HBSS (w/ phenol red, w/o calcium, w/o magnesium)/0.65% D-glucose; 4  $\mu\text{g}/\mu\text{L}$  (600 U) of DNase I (AppliChem GmbH, Germany). After treatment with 0.04% trypsin for 17 min at 37 °C, HBSS was replaced by DMEM with additional L-glutamine and 4.5 g/L D-glucose, 10% FBS and 1% P/S to stop the trypsinization. Subsequently, the cells were pelleted, resuspended and triturated in cold HBSS (w/o phenol red, w/o calcium, w/o magnesium)/0.65% D-glucose, before being filtered through a nylon gauze (pore size 140  $\mu\text{m}$ , Merck, U.S.A.) for FACS.

FACS was performed by the Flow Cytometry Facility (FCF, University Hospital RWTH Aachen, Germany). Respective parameters for the procedure using a BD FACS Aria Fusion (BD Biosciences, U.S.A) were defined as follows: 5-laser (FCS, SSC, PE, BV421), 18-color (3-6-2-4-3). TdTomato-positive cells were either collected in 100  $\mu\text{L}$  of cold TRIzol™ (Thermo Fisher

|                           |                                                                                                                                                                                                                                                                |
|---------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|                           | Scientific, U.S.A.) for subsequent RNA sequencing or in 100 $\mu$ L of cold HBSS (w/o phenol red, w/o calcium, w/o magnesium)/0.65% D-glucose for further processing for DNA methylation analysis. Finally, all samples were stored at $-80^{\circ}\text{C}$ . |
| Instrument                | BD FACS Aria Fusion (Config: 5-laser, 18-color (3-6-2-4-3))                                                                                                                                                                                                    |
| Software                  | BD FACSDiva Software, version 9.4                                                                                                                                                                                                                              |
| Cell population abundance | Since we aimed to collect all td-Tomato positive cells which was a small fraction, we did a purity check with Cre-negative samples. Values were always >99%.                                                                                                   |
| Gating strategy           | (FSC vs SSC), Single cells, Live cells (Dapi negative), Tomato positive cells (gates were set in accordance to a Cre/TdTomato-negative sample)                                                                                                                 |

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

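Single-cell RNA libraries of the cortex of 2 E16.5 embryos were analysed, 1 library per embryo and a single condition, so no conditions were compared. The authors dissociated the tissue with papain, prepared 10x Genomics 3′ libraries and counted UMIs with Cell Ranger. The methods name a version of Cell Ranger for the E14.5 samples and the deposited matrices carry a later one in their header. The deposited values are raw UMI counts per gene and barcode for 32285 genes, not normalized, with the embryos in separate matrices and no cell annotation used here. The genome build and the counting of intron reads are not named in the paper's text. Coordinates are those of GRCm39 (GENCODE vM39), matched by Ensembl identifier, and 98.1% of the identifiers were found there.

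Barcodes with fewer than 1000 detected genes (1772 in embryo 4, 765 in embryo 5) or, of the rest, more than 10% mitochondrial counts (174 and 56) were left out. Doublets were scored after Scrublet's procedure, with 2 simulated doublets per cell, and as many of the highest scores were removed as a rate of 0.8% per 1000 cells gives. Of 496 sums of an excitatory and an MGE interneuron-like cell put among the kept cells of embryo 4, 455 (91.7%) were marked. Counts were scaled to 10000 per cell and log-transformed, and 2000 variable genes, 30 principal components, 20 neighbours and Leiden clustering at resolution 1 were used (scanpy 1.11.5, leidenalg 0.10.2, scikit-learn 1.9.0, Python 3.11.15). The 55 ligand and receptor genes of the panels and families, *Sst* and *Dnmt1* among them, were kept out of the clustering.

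Clusters were named by the mean log2 ratio of marker CPM, with 10 CPM added, inside against outside the cluster, over 18 marker classes. A name needed a mean of at least 0.5 and at least 3 markers detected in 10% of the cells. No name was given where at least 1 of the 10 leading genes was a marker of another class and the cluster's own class had no more among them. The markers were fixed before the data were examined. The scoring rule was not, and 2 parts of it were set after seeing the clusters: a margin of 0.25 to the next class, and leaving a cluster unnamed when another class had as many markers among the leading genes as its own, if it had any. Of the 18 named clusters, 5 had no class marker among their 10 leading genes and rest on the mean ratio alone. They hold 44.1% of the RGC-like, 21.3% of the IPC-like and 56.3% of the deep-layer neuron-like cells, and 1 of them in each of the RGC-like and IPC-like classes is led by cycling genes such as *Top2a*. The margin kept 1 cluster, of 107 and 82 cells (1.08% and 0.787%), out of the IPC-like class. Unnamed clusters stayed in the sum of other cells.

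Counts were summed per embryo and class and tested against the sum of all other kept cells of the same embryo with edgeR's quasi-likelihood test (edgeR 4.0.16 with TMM, R 4.3.3), Benjamini-Hochberg adjusted over the 18316, 18435 and 18327 genes that passed filterByExpr for the *Sst*+ MGE interneuron-like, RGC-like and IPC-like classes. Genes with an adjusted p under 0.05 were called. Standard errors were taken as the size of the log2 fold change over the square root of F. In all, 2404 genes were higher and 3485 lower in *Sst*+ MGE interneuron-like cells, 5774 and 6365 in RGC-like, and 4101 and 4713 in IPC-like cells. Both sums of an embryo come from 1 animal, so the embryo number pairs them, and the deviations of the 2 sums correlated across genes at 0.119, 0.234 and 0.207 in the 3 classes. The test was tried on simulated counts with 200 changed genes. It recovered 66% of them for the *Sst*+ MGE interneuron-like comparison (17806 genes), 77.5% for RGC-like (18079 genes) and 72.5% for IPC-like cells (17931 genes), and 5.04%, 3.73% and 4.61% of its calls were unchanged genes. All of the 36, 114 and 102 changed genes with at least 100 counts were recovered. The simulation drew the sums of an embryo independently and changed far fewer genes than were called in the data. Its share of false calls therefore does not carry over to the calls in the data.

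CellChat and its database were not used. The communication score followed its form as recalled, and its scaling can differ from CellChat's. It used the trimean, a constant of 0.5 and complexes as geometric means, on the pairs read from the labels of Supplementary Fig. S8d, e. Exact binomial and Poisson intervals are at 95% and cover counting error only. Genes named in the text are those of these labels, the 28 family genes, *Dnmt1*, *Sst* and sex-linked genes, as fixed before the data were examined. Genes named beyond them in the closing section were chosen after their values were seen. Alternatives set at the same time were other limits on detected genes and mitochondrial counts, doublets kept, other cluster resolutions, other definitions of *Sst*+ cells, leaving out each embryo, a replicate block, DESeq2's size factors, DESeq2 1.42.0, no filter on low counts, 1 fit over all classes, other averages, thinned cells, pooled embryos, and cycling or other progenitor clusters alone. An alternative without the margin and one that divides by the largest ligand or receptor value were chosen after seeing the data. Cells of E14.5, nuclei, spatial and bulk data were not analysed here.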

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

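The tests of explanations in this part were chosen after the results they bear on were seen, apart from the test of depth per cell, which was written before its values were seen. Asking that its counting intervals be apart was added afterwards. The values come from cell classes that the paper does not report as senders at E16.5, or from a cluster outside those it discusses, and each lies above the limit that a count of 0 allows.

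*Efnb2*-*Epha4* scored higher from upper-layer neuron-like than from *Sst*+ MGE interneuron-like cells. The score was 0.0724 ± 0.00105 (SD, n = 2) towards RGC-like and 0.0792 ± 0.00104 (SD, n = 2) towards IPC-like cells, against 0.0615 ± 0.00745 and 0.0674 ± 0.0082 (SD, n = 2) from *Sst*+ MGE interneuron-like cells. It was higher in each embryo with these settings and, on the mean, under all 18 alternatives run, the leave-one-out values included. With each cell thinned to 2000 UMIs, however, it was 0.0567 against 0.0196 in embryo 4 and 0.0204 from both classes in embryo 5. With at least 500 detected genes, embryo 5 reversed, at 0.0617 against 0.0631 towards RGC-like and 0.0685 against 0.0701 towards IPC-like cells. Immature excitatory neuron-like cells scored above the upper-layer neuron-like cells under 2 alternatives, at 0.0640 against 0.0615 (RGC-like) and 0.0708 against 0.0680 (IPC-like) with at least 500 detected genes, and at 0.0743 against 0.0680 and 0.0820 against 0.0750 at resolution 2. The *Efnb2* level behind it was 368 CPM in upper-layer neuron-like cells against 294 CPM, a log2 difference of 0.39 (standard error 0.146, edgeR adjusted p = 0.0463 over 15376 genes), close to the threshold. That difference joins both embryos. Its p-value comes from the fit over all classes, which does not pair the embryos and takes its spread from all classes. Upper-layer neuron-like cells held 385 CPM in embryo 4 and 351 CPM in embryo 5. All cells of the interneuron cluster held 259 and 307 CPM, so the gap to that cluster was narrower in embryo 5. Immature excitatory neuron-like cells were not separable from the interneurons (log2 difference 0.15, edgeR adjusted p = 0.437). The upper-layer neuron-like class is a single cluster of 1089 cells. A larger cluster of 1999 cells also had its highest marker mean for upper-layer neurons, but at 0.421 it missed the limit of 0.5. It held *Efnb2* at 230 CPM in both embryos, below the interneurons. Whether the higher score would hold with that cluster in the class is therefore open. Free RNA would bring all classes to a like level, but *Efnb2* CPM in upper-layer neuron-like cells was at least 4.56 times that in pericyte-like cells in each embryo. Doublets with interneurons would carry *Nrxn3*, which was at most 0.194% of its interneuron level. Upper-layer neuron-like cells have more UMIs per cell (medians 9657 and 8382) than *Sst*+ MGE interneuron-like cells (7950 and 7130.5), which can raise a trimean. After thinning, the share of cells with an *Efnb2* UMI was 53.7% and 48.0% in upper-layer neuron-like cells and 35.9% and 43.9% in *Sst*+ MGE interneuron-like cells. The exact 95% binomial intervals, which count cells within 1 embryo, were apart in embryo 4 (49.2 to 58.2% and 30.3 to 41.9%) and overlapped in embryo 5 (43.9 to 52.1% and 38.0 to 49.9%), where the difference was 4.09 percentage points. A part of depth in the higher score therefore cannot be told apart from a difference between the classes, since embryo 5 does not decide. The design has 1 condition, so no biological explanation was tested, and a score says nothing about where the cells lie.

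The cluster led by haemoglobin genes (*Hba-a2*, *Hbb-bt*) held *Sst* at 603 ± 121 CPM (SD, n = 2), against 2.99 CPM in RGC-like cells. *Sst* UMIs were in 16 of its 111 barcodes in embryo 4 and 8 of its 76 in embryo 5. These barcodes held at least 10.9 times as many *Sst* UMIs on the mean as RGC-like cells with an *Sst* UMI, which argues against free RNA alone. The 8 and 5 barcodes with at least 3 *Sst* UMIs had few haemoglobin counts (0.0747% and 0.101%) and carried *Gad1* and *Gad2* at 706 and 470 CPM together, against 1044 and 1055 CPM in *Sst*+ MGE interneuron-like cells with as many *Sst* UMIs. The summed CPM of 6 nuclear-retained transcripts (*Malat1*, *Meg3*, *Neat1*, *Miat*, *Kcnq1ot1* and *Rian*), most of it *Malat1*, was at most 0.0323 times that of those cells. This form of the test was the last of 3. The median ratio over the transcripts had been 0.0464 and 0.126 over all barcodes of the cluster, where red cells without nuclei would give the same, and 0 in both embryos over the barcodes with *Sst*. The values are in line with pieces of interneuron cytoplasm that lost their nucleus, grouped with red blood cells for their lack of nuclear RNA. These barcodes are few, and whether they arose in the tissue or in the dissociation was not tested.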

How the results depend on the processing

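Naming clusters without the margin, and dividing by the largest ligand or receptor value, were chosen after seeing the data.

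*Efnb2* stayed higher in *Sst*+ MGE interneuron-like cells under all 14 alternatives to the edgeR fit that gave a p-value (log2 fold change 0.44 to 0.86, adjusted p from 6.98e-09 to 0.0115), as did *Nrxn3* (3.28 to 5.24, adjusted p at most 2.73e-06). *Epha4* stayed higher in RGC-like (0.79 to 2.10, adjusted p at most 0.000128) and in IPC-like cells (1.20 to 2.51, adjusted p at most 1.97e-05). *Nlgn1* was lower than in other cells under 13 of the 14 alternatives (-0.68 to -0.53 in RGC-like, -1.10 to -0.88 in IPC-like cells). In 1 fit over all classes it was higher, by 1.22 (adjusted p = 2.42e-08) and 0.84 (adjusted p = 2.04e-05). That fit sets a class against the mean of the others, in which small classes low in *Nlgn1* count as much as the many deep-layer neuron-like cells (3357 CPM). Its construction gives the cause. Over the alternatives, the adjusted p of *Nlgn1* from edgeR or DESeq2 ran from 3.21e-12 to 0.000992 in RGC-like and from 1.78e-27 to 0.000107 in IPC-like cells.

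Leaving out 1 embryo left 1 per arm and therefore no test. The log2 fold changes then ran from 0.36 to 0.57 for *Efnb2*, 3.47 to 3.48 for *Nrxn3*, 0.77 to 0.95 and 1.25 to 1.38 for *Epha4* in RGC-like and IPC-like cells, and -0.66 to -0.55 and -0.97 to -0.82 for *Nlgn1*. The scores ran from 0.248 to 0.254 and 0.215 to 0.218 for *Nrxn3*-*Nlgn1* and from 0.0563 to 0.0668 and 0.0616 to 0.0732 for *Efnb2*-*Epha4* towards RGC-like and IPC-like cells, and the share of *Sst*+ MGE interneuron-like cells from 2.67% to 2.83%. With the embryo as a replicate block, the log2 fold changes were 0.47 for *Efnb2*, 3.48 for *Nrxn3*, 0.86 and 1.32 for *Epha4* and -0.61 and -0.89 for *Nlgn1*. The block changed no call of these and no count of higher family genes (10, 8 and 6), and lower ones were 10, 18 and 14 against 9, 18 and 14.

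The counts of family genes moved by more than 1.5 times in the fit over all classes only, which tested 23 of the 28. There the higher ones rose from 6 to 11 in IPC-like cells, and from 6 to 11 adjusted over the list alone. The lower ones fell from 9 to 5 in *Sst*+ MGE interneuron-like cells (10 to 5 over the list alone) and from 18 to 9 in RGC-like cells (18 to 9 over the list alone). In that fit, 1808 genes against 3485 were lower in *Sst*+ MGE interneuron-like, 3836 against 6365 in RGC-like and 2826 against 4713 in IPC-like cells. The higher genes then made up 65.4%, 60.1% and 63.8% of the calls, where they had been 40.8%, 47.6% and 46.5%. The median log2 fold change of all genes was 0.10, 0.12 and 0.13 there against -0.07, -0.04 and -0.04. In *Sst*+ MGE interneuron-like cells it was 0.15 for DESeq2 and -0.38 without a filter on low counts, both over 26435 genes.

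*Nrxn3*-*Nlgn1* ranked 1 among the pairs shown under all 16 alternatives for both receivers. *Efnb2*-*Epha4* kept rank 3 and rank 5 among the ephrin-Eph pairs under the 9 alternatives that change the cells. Its rank among the pairs shown was 4 for RGC-like cells apart from 5 in cycling clusters and 6 with the arithmetic mean or thinned cells, and 2 for IPC-like cells apart from 3 in cycling clusters and thinned cells. The scores themselves moved by more than the spread between embryos, which is small for *Nrxn3*-*Nlgn1*, and the causes were not tested unless given. Thinned to 2000 UMIs, *Nrxn3*-*Nlgn1* was 0.197 towards RGC-like and 0.188 towards IPC-like cells and *Efnb2*-*Epha4* 0.0200 towards both, so the depth per cell limits what a trimean can say of *Efnb2*. Divided by the largest ligand or receptor value, the scores were 0.345 and 0.303 for *Nrxn3*-*Nlgn1* and 0.0938 and 0.102 for *Efnb2*-*Epha4*, by construction, as a common factor rises. For *Nrxn3*-*Nlgn1* towards RGC-like and IPC-like cells, the arithmetic mean gave 0.240 and 0.210, at least 2000 detected genes 0.266 and 0.214, at least 500 detected genes 0.239 and 0.201, and resolution 0.5 gave 0.257 and 0.213. Towards IPC-like cells alone it moved to 0.212 with the 10% truncated mean, 0.212 at most 5% mitochondrial counts, 0.214 with doublets kept, 0.214 with pooled embryos, 0.220 for all cells of the interneuron cluster, 0.215 for at least 3 *Sst* UMIs, 0.184 in cycling and 0.227 in the other clusters. *Efnb2*-*Epha4* was 0.0561 towards the cycling IPC-like cluster.

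The share of *Sst*+ MGE interneuron-like cells was 2.61% at resolution 2, 2.62% at 2000 and 2.54% at 500 detected genes, 2.64% at most 5% mitochondrial counts, 6.66% for all cells of the cluster and 1.82% for at least 3 *Sst* UMIs, the last 2 by definition. Of 811 further values over these alternatives, scores of other pairs and senders and CPM of *Efnb2* and *Dnmt1*, 555 moved by no more than the spread between embryos, 131 were higher and 125 lower. The 555 include 47 values without embryo 4 and 47 without embryo 5. With 2 embryos these cannot move by more than the SD, so they say nothing about stability. The score from CGE interneuron-like cells lay above that of *Sst*+ MGE interneuron-like cells for *Nrxn3*-*Nlgn1* under 17 of 18 alternatives, resolution 0.5 being the exception.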

Differences from the paper's values

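The scores of the parts of the interneuron cluster were chosen after the data were seen, and no other test in this part was. The paper's reporting summary gives 6 embryos for the E16.5 single-cell data, and 2 were analysed here, under every alternative set before the data were examined except those that leave out an embryo.

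In Supplementary Fig. S8d, e, read by eye, *Nrxn3*-*Nlgn1* is at rank about 1 for both receivers, and it ranked 1 here. The figure shows *Efnb2*-*Epha4* and *Efnb2*-*Ephb2* from 1 of its groups of *Sst*+ MGE interneurons only. At resolution 2, where the interneuron cluster divided in 2, *Efnb2*-*Epha4* scored above 0 from both parts: 0.0432 and 0.0499 (embryos 4 and 5) towards RGC-like cells from the part with 228 and 247 CPM of *Efnb2*, and 0.0617 and 0.0738 from the part with 297 and 367 CPM. Each part was scored over all its cells, with or without *Sst*. An *Sst* UMI was in 24.9% and 23.1% of the cells of the first part, and in 59.8% and 63.0% of the second. The panel's filter on differentially expressed genes was not applied. The cell groups were rebuilt here and need not be those of the paper, so the figure and these scores compare unlike sets of cells.

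For IPCs, the figure shows *Negr1*-*Negr1* at the top of its colour scale towards 1 IPC group. It scored 0.0303 towards all IPC-like cells and 0.0656 towards cycling ones here, below *Nrxn3*-*Nlgn1* under the alternatives run. Over these, *Negr1*-*Negr1* ran from 0.0207 towards the IPC-like clusters that are not cycling to 0.0663 at resolution 2. The size of its score therefore depends on the processing. The panel also shows *Nrxn3*-*Lrrtm4*, *Nrxn2*-*Lrrtm4* and *Ncam1*-*L1cam*, which scored 0 in both embryos. With the arithmetic mean, set before the data were examined, they scored 0.0198, 0.0045 and 0.00911, and with the 10% truncated mean 0.0013, 0.000284 and 0.00202.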

Other observations

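The comparisons between single cell classes and the test on gene length in this part were chosen after the values were seen, whereas the tests on meningeal cells were written before their results.

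*Nrxn3*-*Nlgn1* was not specific to *Sst*+ MGE interneuron-like senders. CGE interneuron-like cells scored 0.264 ± 0.00283 (SD, n = 2) towards RGC-like cells and *Sst*-negative MGE interneuron-like cells 0.257 ± 0.00239 (SD, n = 2), against 0.251 ± 0.00402 (SD, n = 2). *Nrxn3* stood at 22922 and 23553 CPM (embryos 4 and 5) in CGE interneuron-like cells, above 15816 and 16287 CPM in *Sst*+ MGE interneuron-like cells by more than the spread between embryos. The edgeR fit over all classes, which does not pair the embryos and estimates 1 spread for the gene from all classes, did not call this difference (log2 difference 0.47, standard error 0.37, adjusted p = 0.548). Both genes are long (*Nrxn3* 1612 kb, *Nlgn1* 906 kb), and in these libraries the 227 protein-coding genes of at least 500 kb had far more counts than others, with a median of 139 CPM against 2.59 CPM in *Sst*+ MGE interneuron-like cells of embryo 4. With each gene's CPM divided by the median of the 100 protein-coding genes nearest in length, the product of ligand and receptor put *Nrxn3*-*Nlgn1* at rank 1 in embryo 4 and rank 2 in embryo 5 towards RGC-like cells and at rank 2 in both towards IPC-like cells, behind *Efnb2*-*Epha4*. *Sst*-*Sstr2* was left out, as the genes nearest to *Sst* had a median of 0. Whether gene length puts *Nrxn3*-*Nlgn1* first cannot be told apart from expression, since the long genes also differ by class (median 70.1 CPM in RGC-like cells of embryo 4) and the division takes out both. No biological explanation was tested.

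Receptor levels set other ephrin pairs above *Efnb2*-*Epha4*. By the product of CPM, *Efnb2*-*Epha5* ranked 1 for RGC-like cells, although *Epha5* was called lower there than in other cells (log2 fold change -0.88, standard error 0.0642, edgeR adjusted p = 5.54e-05), and *Efnb2*-*Epha3* ranked 1 for IPC-like cells, in which *Epha3* was called higher than in other cells (log2 fold change 0.41, standard error 0.0549, edgeR adjusted p = 0.000905). The list takes no account of which proteins bind.

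*Dnmt1* was lower in *Sst*+ MGE interneuron-like than in RGC-like cells by a log2 difference of -0.75 (standard error 0.119, edgeR adjusted p = 6.79e-06), in both embryos. This p-value also comes from the fit over all classes, which treats the sums of 1 embryo as independent. Each embryo expressed *Xist* (857 and 796 CPM) and had 12 and 22 UMIs of the 4 Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* in all kept cells (0.116 and 0.226 CPM).

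Meningeal-like cells were 1 in embryo 4 and 42 in embryo 5. Before any filter, embryo 4 already had 6 barcodes with at least 20 UMIs of meningeal markers and embryo 5 had 76, which argues against the filters. CPM of these markers in the other cells was 1.77 times as high in embryo 5 (3.14 against 1.78 CPM, with counting intervals apart), in line with more meningeal tissue in that preparation. Each embryo is a separate library, so the embryo and its dissection cannot be separated, and no biological explanation was tested.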
